# Genetic and Developmental Divergence in the Neural Crest Program between Cichlid Fish Species

**DOI:** 10.1093/molbev/msae217

**Published:** 2024-10-16

**Authors:** Aleksandra Marconi, Grégoire Vernaz, Achira Karunaratna, Maxon J Ngochera, Richard Durbin, M Emília Santos

**Keywords:** evolutionary developmental biology, gene duplication, neural crest cell biology, cichlid fishes

## Abstract

Neural crest (NC) is a vertebrate-specific embryonic progenitor cell population at the basis of important vertebrate features such as the craniofacial skeleton and pigmentation patterns. Despite the wide-ranging variation of NC-derived traits across vertebrates, the contribution of NC to species diversification remains underexplored. Here, leveraging the adaptive diversity of African Great Lakes' cichlid species, we combined comparative transcriptomics and population genomics to investigate the evolution of the NC genetic program in the context of their morphological divergence. Our analysis revealed substantial differences in transcriptional landscapes across somitogenesis, an embryonic period coinciding with NC development and migration. This included dozens of genes with described functions in the vertebrate NC gene regulatory network, several of which showed signatures of positive selection. Among candidates showing between-species expression divergence, we focused on teleost-specific paralogs of the NC-specifier *sox10* (*sox10a* and *sox10b*) as prime candidates to influence NC development. These genes, expressed in NC cells, displayed remarkable spatio-temporal variation in cichlids, suggesting their contribution to interspecific morphological differences, such as craniofacial structures and pigmentation. Finally, through CRISPR/Cas9 mutagenesis, we demonstrated the functional divergence between cichlid *sox10* paralogs, with the acquisition of a novel skeletogenic function by *sox10a*. When compared with teleost models zebrafish and medaka, our findings reveal that *sox10* duplication, although retained in most teleost lineages, had variable functional fates across their phylogeny. Altogether, our study suggests that NC-related processes—particularly those controlled by *sox10*s—are involved in generating morphological diversification between species and lays the groundwork for further investigations into the mechanisms underpinning vertebrate NC diversification.

## Introduction

The remarkable diversity and complexity of craniofacial structures, pigmentation patterns, and social behaviors within vertebrates is a testament to their outstanding capacity to adapt and exploit a wide range of ecological niches. Much of this phenotypic diversity is intimately connected with the emergence of the neural crest (NC; Gans and Northcutt 1983; Donoghue et al. 2008). This embryonic multipotent cell population arises from the dorsal portions of the neural tube and then migrates extensively to finally differentiate into a broad range of cell types and tissues, including neurons and glia, pigment cells, craniofacial cartilage and bone, among others (Bronner and Simões-Costa 2016; Brandon et al. 2023). These diverse cell lineages later assemble to form complex pigmentation patterns in fish, amphibians, and birds, as well as divergent head structures, such as fish jaws, bird beaks, or mammalian horns (Eames and Schneider 2005; Jheon and Schneider 2009; Nasoori 2020; Elkin et al. 2023).

NC has been primarily studied in the context of its origin, development and function, including developmental disorders involving its derivatives (neurocristopathies; Bolande 1997). Studies in model organisms have revealed that the gene regulatory networks (GRNs) and developmental processes governing NC specification, migration, and differentiation are highly conserved across distantly related species (Simões-Costa and Bronner 2015; Bronner and Simões-Costa 2016). This remarkable macroevolutionary conservation of the NC program raises key questions about its evolvability and its potential contribution to the origins of vertebrate diversity. Surprisingly, the role that NC cells may play in the evolution of species-specific traits (i.e. at the population or species level) remains largely unexplored (Abzhanov et al. 2004; Donoghue et al. 2008; Powder et al. 2014; Kratochwil et al. 2015; Brandon et al. 2023). This is despite the rapid and extensive diversification of NC-derived structures—a hallmark of adaptive radiations of multiple vertebrate clades. Striking examples include the diversification of cranial shapes of *Anolis* lizards, beak morphologies in Darwin's finches and, perhaps most spectacularly, the craniofacial skeletons and color patterns of cichlid fish radiations in the Great African Rift Lakes (Abzhanov et al. 2006; Albertson and Kocher 2006; Sanger et al. 2012; Santos et al. 2023).

Here, we investigated the molecular evolution of NC-related phenotypic diversity in the spectacular and recent (700 to 800 thousand years ago) Lake Malawi cichlid fishes radiation, which includes over 600 to 800 species displaying some of the lowest sequence divergence observed in vertebrates (Turner 2007; Brawand et al. 2014; Meyer et al. 2017; Malinsky et al. 2018; Vernaz et al. 2021) (also see Materials and Methods). To this end, we first examined variation in NC genetic and developmental programs between two genetically closely related, yet eco-morphologically divergent cichlid species, namely the generalist *Astatotilapia calliptera* “Mbaka” and the pelagic piscivore *Rhamphochromis* sp. “chilingali.” Both species belong to the Lake Malawi cichlid radiation and are characterized by distinct craniofacial morphologies, body pigmentation, ecologies and diets, representing eco-morphological extremes within this radiation (Turner 2007; Salzburger 2018; Edgley and Genner 2019; Santos et al. 2023) (Fig. 1a and b and supplementary fig. S1, Supplementary Material online). Our previous work identified variation in pigmentation and craniofacial shapes at the earliest stages of their overt appearance at posthatching stages (Marconi et al. 2023). Considering the direct mode of development in cichlids (i.e. without larval stage and metamorphosis, unlike zebrafish; Woltering et al. 2018; Marconi et al. 2023), the variation in these NC-derived traits likely originates from differences in early embryogenesis (Marconi et al. 2023; supplementary fig. S1a to d, Supplementary Material online).

**Fig. 1.**
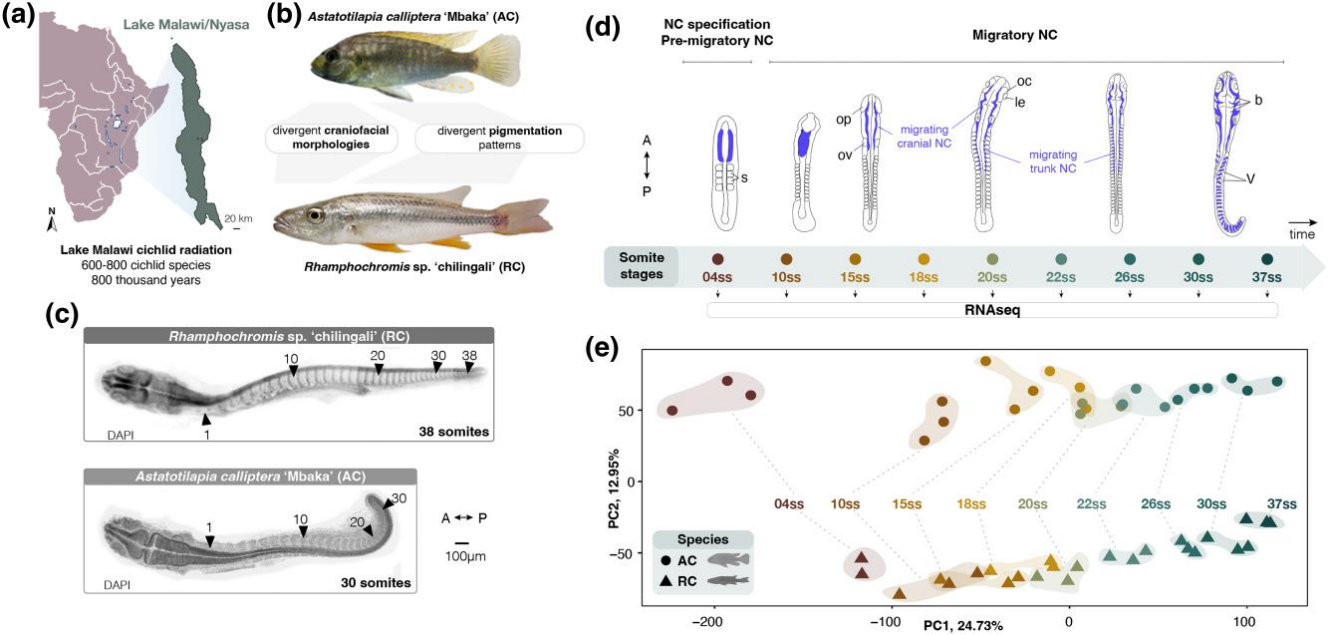
Divergence in whole-embryo transcriptomic trajectories during early embryogenesis and NC development between two eco-morphologically distinct Lake Malawi cichlids. a) Geographical map of Lake Malawi/Nyasa with the estimated number of cichlid species and the estimated age of the radiation. b) Cichlid species part of this study exhibit distinct NC-derived craniofacial morphologies and pigmentation patterns (to scale). AC has intermediate phenotype of a generalist feeder with variable melanic patches comprising features of both bars and stripes on a uniform background, whereas RC has a flattened head and elongated jaws, typical of a piscivore, with light coloration and dark horizontal stripes. c) AC and RC exhibit different total somite numbers upon completion of somitogenesis (30 in AC, 38 in RC). d) The stages of cichlid somitogenesis (expressed as ss) examined in this study and collected for RNA sequencing range from the early stages of NC specification (4ss) through migratory NC (10 to 12ss onwards) and its differentiation during late somitogenesis stages, concluding at 30 and 38ss in AC and RC, respectively (*n* = 3 biological replicates per ss). Overview of NC development and migration (in blue) is based on the in situ data presented in this study. e) PCA of whole transcriptome samples reveals significant ontogenic (PC1) and species-specific (PC2) clustering. Each data point corresponds to a single replicate embryo. A, anterior; AC, *Astatotilapia calliptera* “Mbaka”; dpf, days postfertilization; le, lens; oc, optic cup; op, optic primordium; ov, otic vesicle; P, posterior; RC, *Rhamphochromis* sp. “chilingali”; s, somites; ss, somite stage; st, stage; b, tri-partite brain; V, V-shaped somites. Map a) modified from d-maps.com.

To test this hypothesis, we focused on the interspecific comparison at earlier embryonic stages concomitant with NC cell specification, migration, and onset of their differentiation (Rocha et al. 2020; Fig. 1c and d). Using whole-transcriptome time-series sequencing data, we uncovered substantial variation in coding and noncoding gene expression throughout NC development between the two species (Fig. 1d and e and supplementary fig. S1e to i, Supplementary Material online) and included divergence in expression levels and temporal trajectories of dozens of genes with key functions within the teleost NC-GRN (Rocha et al. 2020). Moreover, we show that several of these crucial genes are also associated with signatures of divergent positive selection between species, potentially contributing to species-specific phenotypes. We then focused on two *SRY-box transcription factor 10* (*sox10*) paralogs of a key NC specifier, namely *sox10a* and *sox10b*, and showed that they both arose during teleost-specific whole genome duplication (WGD) and exhibit prevalent interspecific expression variation throughout NC development. These results suggest potential contribution of *sox10* paralogs, and NC development more broadly, to species differences. Finally, we provide experimental evidence that *sox10a* function is essential for craniofacial skeletal development, indicating a novel role in cichlids that has not been described in any teleost to date. Taken together, our study reveals that *sox10* paralogs followed divergent functional evolution across the teleost phylogeny, including gene loss (zebrafish), subfunctionalization (medaka) and neofunctionalization (cichlids). We propose that the expansion of genetic toolkit associated with NC development during genome duplication, subsequent lineage-specific divergence of paralogous genes, including the acquisition of novel functions, and regulatory and transcriptomic evolution in cichlids, may have collectively contributed to the extensive morphological diversification in this clade. Our results highlight cichlids as a unique teleost system to investigate the developmental and genetic underpinnings of adaptive phenotypic evolution.

## Materials and Methods

### Animal Husbandry and Embryo Culture

Breeding stocks of *A. calliptera* “Mbaka” (AC) and *Rhamphochromis* sp. “chilingali” (RC) were maintained under standardized conditions as previously described in (Marconi et al. 2023). Eggs used for RNA extractions and HCR in situ hybridization experiments were collected from mouthbrooding females immediately after fertilization and then reared individually in 1 mg/L of methylene blue (Sigma Aldrich) in water in 6-well plates (ThermoFisher Scientific) placed on an orbital shaker moving at slow speed at 27 °C until needed. All experiments were conducted in compliance with the UK Home Office regulations.

### Whole Embryo Bulk RNA Sequencing

#### Sample Acquisition

For each examined species, all samples were collected from the same egg clutch. Sampling covered the entire period of somitogenesis, which coincides with NC development, with samples taken at 3h intervals. At each time point, at least four embryos were dissected and placed individually into either 250 μL of prechilled Trizol (Ambion) and stored at −80 °C until RNA extraction (at least overnight) or into 1 mL of 4% PFA in 1 × PBS for overnight fixation at 4 °C. Embryos preserved in 4% PFA were later rinsed twice in 1 × PBS and stained with 10 nM DAPI in 70% glycerol in 1 × PBS overnight at 4 °C, protected from light. Following a wash in 1 × PBS (10 min/wash, once), the embryos were mounted on microscopy slides (ThermoFisher) with Fluoromount G (Southern Biotech) and imaged with an Olympus FV3000 confocal microscope to confirm the developmental age (ss) of each sampled cohort.

#### RNA Extraction

All procedures were conducted on ice, unless otherwise specified. Samples stored in Trizol were thawed from −80 °C. For each sample, 100 mg of 0.1 mm zirconia/silica beads (Stratech) were added before homogenization using a TissueLyser II (Qiagen) for 120 s at 30 Hz. The samples were then topped up to 1 mL with chilled Trizol and allowed to rest for 5 min. Next, 200 μL of chloroform (ThermoFisher Scientific) was added and the samples were vigorously shaken for 15 s, briefly vortexed and incubated at room temperature for 15 min. The samples were then centrifuged at 300 × *g* for 20 min at 4 °C. The supernatant was carefully transferred to a fresh tube and further processed using the Direct-Zol RNA Microprep Kit (Zymo) according to the manufacturer's instructions. The quality and quantity of the extracted total RNA were assessed using Qubit (RNA HS assay, Agilent) and Tapestation (Agilent). Total RNA extracted from each embryo was submitted individually for sequencing, with quantities ranging from 135 ng to 1.3 μg per sample. All sequenced samples had eRIN values above 9.3.

#### NGS Library Preparation

All libraries were prepared, quality-controlled and sequenced by Novogene Corporation (China) using the Illumina NovaSeq 6,000 platform to generate paired-end reads of 150 base pairs (bp). On average, 32.49 ± 2.5 million paired-end 150 bp reads were generated per sample (supplementary table S1, Supplementary Material online).

#### Adapter Trimming and Quality Filtering

The adapter sequences in reads were removed, and low-quality sequences (Phred < 20) were filtered out with TrimGalore (v0.6.6).

#### Mapping of RNAseq Reads to Reference Genome

All RNAseq reads were mapped to the *A. calliptera* genome assembly (fAstCal1.2 in Ensembl 105), which contains 27,018 annotated genes, similar to the other Malawi genome, *Maylandia zebra* (27,187 annotated genes). Mapping was performed using STAR v.2.7.1a (Dobin et al. 2013), following established protocols for cichlids (El Taher et al. 2021), and only uniquely mapped reads were used. The very low sequence divergence among Malawi cichlid species enables the use of a single reference genome. Sequence divergence across 73 Malawi cichlid species was shown to be one of the lowest seen in vertebrates and averages ∼2.0 × 10^−3^ per bp, with the AC and RC populations showing similarly low sequence divergence (2.07 × 10^−3^ per bp) (Malinsky et al. 2018, Svardal et al. 2021). The mapping rates for uniquely mapped reads were high, yielding mean mapping rates of 90.2 ± 0.8% and 89.1 ± 0.7% for AC and RC, respectively (mean ± standard deviation; *t*-test, *P* = 4.94 × 10^−5^; see supplementary fig. S1e and supplementary table S1, Supplementary Material online).

#### Gene Expression Quantification

The number of reads mapped to each gene in the reference genome was counted in STAR using the built-in HTSeq-count option (Anders et al. 2015). Gene counts were normalized using the median of ratios method in DESeq2 (Love et al. 2014) (v1.34.0). A PCA was applied to reduce the dimensionality of the dataset using the R command prcomp (R 4.2.0).

#### DE Analysis and Gene Annotation

DE analysis was performed on a gene count matrix using DESeq2 (Love et al. 2014) (v.1.34.0) using pairwise comparisons of embryos of the two species matched by their total somite count, excluding 37ss RC samples as no equivalent ss exists in AC. Genes with mRNA counts < 10 per sample in each species were filtered out prior to analysis and technical replicates for each stage were collapsed. Heatmaps of scaled gene expression (*Z*-score was calculated for each selected gene across all samples [of both species across all ss] using mean DESeq2-normalized gene count) were generated using pheatmap (v.1.0.12) and unbiased hierarchical clustering of gene expression patterns was performed using the complete linkage method. In total, seven clusters effectively categorized the variation into distinct expression pattern groups. Scaled gene expression for each gene per cluster was then plotted using ggplot2 (v.3.3.6).

Genes were annotated using the reference genome *A. calliptera* (fAst.cal 1.2) with biomaRt package (Durinck et al. 2009) (v.2.54.0). Significantly DEG for each pairwise comparison using ss index were identified by filtering for log2 Fold Change above the absolute value of 0.585 (i.e. ≥ 1.5-fold difference in expression) and adjusted *P*-value < 0.05.

#### GO Analysis

GO annotation and functional enrichment analysis were carried out using gProfiler2 (Kolberg et al. 2020). The full extent of the GO annotation, including the most specific GO terms for each gene or gene product, was used rather than the commonly used *GOslim* annotation, which comprises only a subset of the terms belonging to each parent domain, thus reflecting the broader biological categories. To focus the candidate search on genes involved in the NC development, a dataset comprising all DE genes with GO terms broadly associated with the developmental program of the NC (including GO terms related to its development, migration, and differentiation), development of pigmentation as well as craniofacial complex and cartilage was compiled (see supplementary table S2, Supplementary Material online for GO terms used for filtering and supplementary table S3, Supplementary Material online for complete candidate gene list). The identified candidates (supplementary table S3, Supplementary Material online) were further categorized into functional tiers within the NC-GRN (Fig. 2a) based on their GO annotation (supplementary table S4, Supplementary Material online) as well as the functional information from zebrafish summarized in Rocha et al. (2020).

**Fig. 2.**
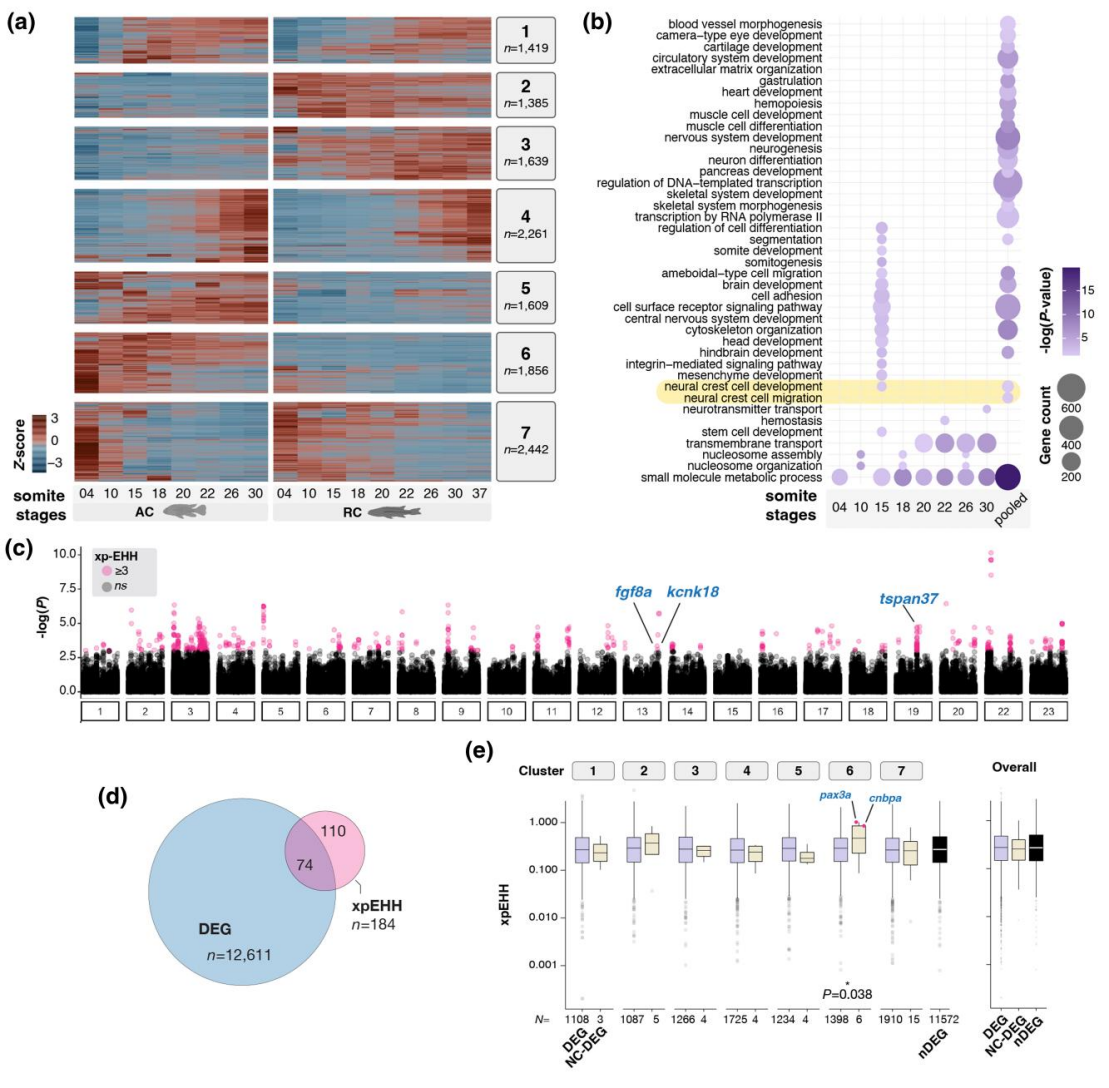
Comparative characterization of cichlid transcriptomes during somitogenesis and NC development. a) Heatmap of scaled expression for all differentially expressed genes (DEGs, *n* = 12,611) across pairwise comparisons of embryos from the two species, matched by their total somite count (see Materials and Methods) reveals seven distinct gene expression clusters. b) GO terms overrepresented among DEGs identified in pairwise and pooled (all) comparisons indicates variation in multiple embryonic processes, including NC development and migration (g:SCS significance threshold, *P* < 0.05). For clarity, only the top-tier parent term for metabolism-related functions (i.e. “small molecular metabolic process”) is presented. Full GO annotation is presented in supplementary table S8, Supplementary Material online. c) Genome-wide scans between *Astatotilapia* and *Rhamphochromis* populations identify 551 significant SNPs (in pink) with elevated local haplotype homozygosity, measured using between-population extended haplotype homozygosity (xpEHH; see also supplementary fig. S2b, Supplementary Material online). d) Significant SNPs in close proximity (see Materials and Methods) were grouped into 154 islands, which are associated with 74 DEGs (either with gene bodies or in proximal intergenic regions). e) NC-DEGs within cluster six show significantly elevated xpEHH values, in line with signatures of positive selection (see full gene list in supplementary fig. S2d and supplementary table S5, Supplementary Material online). The number of genes in each cluster for each GO category is shown below the graphs. DEG, differentially expressed genes; nDEG, nondifferentially expressed; NC-DEG, DEGs associated with NC development, xpEHH—extended haplotype homozygosity.

#### TEs and Repeat Expression Quantification

TEs and repeats were predicted using RepeatModeler (v. 2.0.2 with LTRStruct parameter) and were then annotated using the RepeatModeler custom library in the *A. calliptera* genome using RepeatMasker (v.4.1.4; http://repeatmasker.org/). Only transposon elements (TE) were further analyzed (simple repeats, tRNA, rRNA, scRNA, and satellites were excluded from subsequent analyses). To quantify TE gene expression, TEcount (v.1.0.1) from the TEtranscript package (Jin et al. 2015) was used following STAR mapping with the following parameters–chimSegmentMin 10–winAnchorMultimapNmax 200–outFilterMultimapNmax 100. Finally, a DESeq2-normalized gene count matrix for 1,609 different transcribed TEs was generated and PCA (centered and scaled) was produced with R (prcomp).

### Population Genomics

#### Detection of Sites under Positive Selection

To identify signatures of positive selections, we performed genome-wide scans to detect regions with unusually high local haplotype homozygosity using extended haplotype homozygosity (XP-EHH) analysis between the two populations with REHH (v.3.2.2; Gautier and Vitalis 2012; Bourgeois and Warren 2021). This approach follows recent established protocols used in cichlids (Kautt et al. 2020), other vertebrates (Cong et al. 2022; Schield et al. 2022) including humans, and invertebrates (Smith et al. 2022). We downloaded and analyzed available VCF files containing biallelic SNPs from 43 samples from the *Rhamphochromis* genus (23.6 ± 8.3× sequencing depth, mean ± SD) and 45 randomly chosen *A. calliptera* “Masoko Benthic” (16.02 ± 1.63×) (supplementary fig. S2a, Supplementary Material online; see Materials and Methods in https://github.com/tplinderoth/cichlids/tree/master/callset and genome data generated and downloaded from ref. Munby et al. 2021) to ensure comparable sample sizes per population. Access to sequencing data for *R. chilingali* (RC) was limited to a few individuals (included in the analysis), we included other *Rhamphochromis* species to maintain statistical power. Consequently, observed genetic differences between AC and RC populations might be shared across the *Rhamphochromis* genus rather than being unique to RC. All samples were all wild-caught and sequenced individually (not pooled). Following the approach by (Ravinet et al. 2018), we calculated between-population extended haplotype homozygosity (xpEHH) using phased variants with a minor allele frequency > 0.05. In total, 551 significant individual sites (SNPs) were identified across all chromosomes (log[*P* value] ≥ 3), suggesting potential positive selection. Significant sites found within 50 kbp (±50 kbp) were grouped into “islands” using bedTools (2.29.2), resulting in 154 regions, which comprised between 1 and 39 significant SNPs (3.6 SNPs on average) and varied in size between 1 bp and 69 Mb (mean = 4.2 kb). To minimize false positives, we focused our analysis on significant peaks within gene bodies or, if located outside gene bodies, within the close proximity (±200 kbp away from the nearest gene using bedTools), which may approximate cis-regulatory regions. In total, 184 genes were linked to putative islands of selection (1 to 5 genes per island, mean = 1.2), of which 73 were DEGs (supplementary table S5, Supplementary Material online; 48, 5, and 20 islands located in gene bodies, promoter and intergenic regions, respectively). To identify enrichment in sites under potential positive selection within gene expression clusters, permutation tests were performed between the observed distribution of xpEHH *P*-values across candidate genes (25 kbp regions upstream of TSS) for each gene expression cluster and the expected distribution (over chance). Expected values were calculated by randomly selecting xpEHH values (median values) across size-matched genic windows (1000 × iterations; supplementary fig. S2d, Supplementary Material online). GO enrichment analysis was performed on genes associated with xpEHH peaks using G:Profiler.

#### Phylogenetic Reconstructions

The coding sequences of *soxE* gene family members were retrieved from Ensembl (108) and directly from genome assemblies from Parey et al. (2023) for inclusion in the phylogenetic analyses (supplementary table S6, Supplementary Material online). Multiple sequence alignments of *soxE* gene family members were constructed using Clustal Omega (Sievers and Higgins 2018). Next, the alignments were trimmed with TrimAl (Capella-Gutiérrez et al. 2009) and used to infer evolutionary relationships with the maximum likelihood method in IQ-TREE v.1.6.12 (Nguyen et al. 2015). In-built ModelFinder (Kalyaanamoorthy et al. 2017) was used to infer the best-fit substitution model (TN+F+I+G4) based on the Bayesian information criterion. The branch supports for maximum likelihood analyses were obtained using the ultrafast boot-strap (Kalyaanamoorthy et al. 2017) with 1,000 replicates. Phylogenetic tree shown in Fig. 3 was visualized using iTOL v.6 (Letunic and Bork 2019) and only nonsignificant bootstrap values are shown (≤75%).

**Fig. 3.**
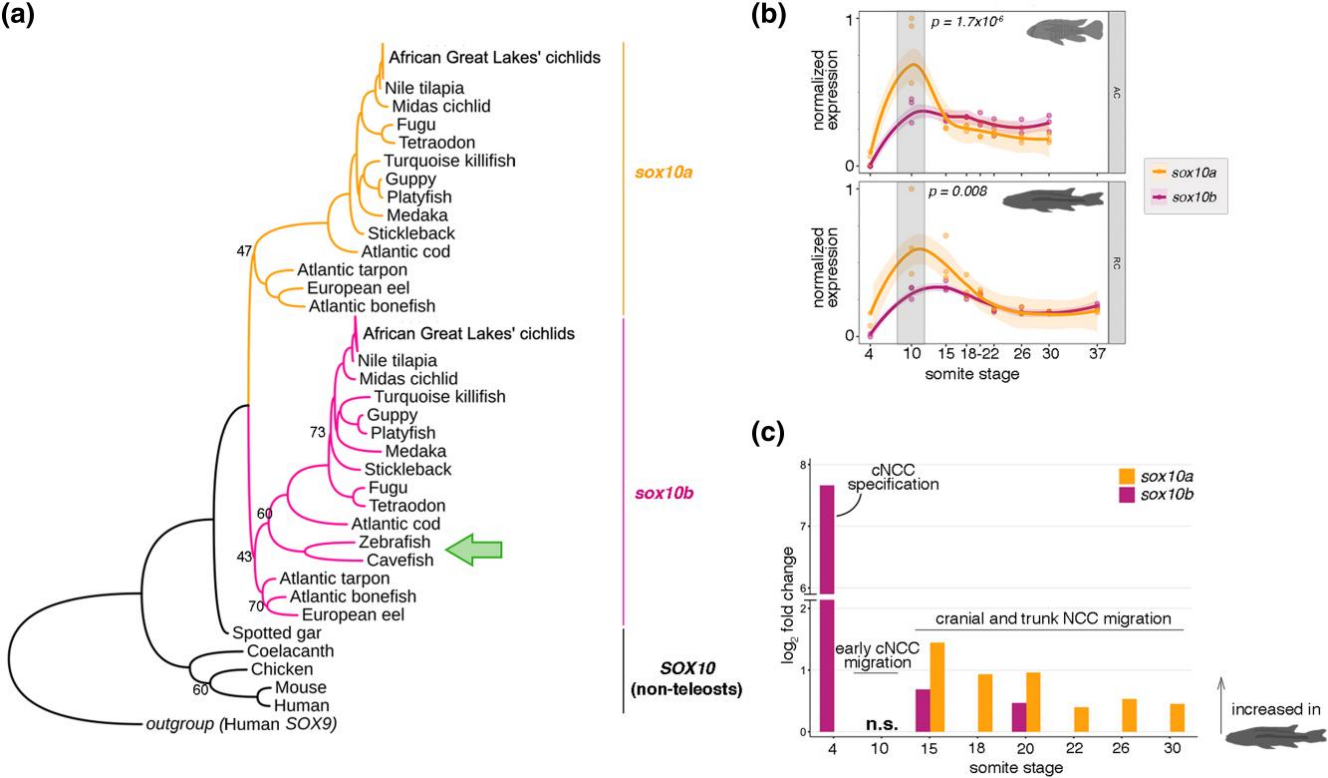
*Sox10* paralogs were duplicated in teleosts and are differentially expressed during embryonic development in cichlids. a) The topology of maximum likelihood phylogeny of *sox10* paralog coding sequences across vertebrates confirms *sox10* duplication occurred at the root of teleosts, followed by *sox10a* loss in zebrafish *Danio rerio* (order: Cypriniformes) and cavefish *Astyanax mexicanus* (order: Characiformes), both belonging to superorder Ostariophysi (green arrow). Phylogeny constructed with IQ-TREE (Nguyen et al. 2015). All significant bootstrap values, apart from the ones shown (<75). b) The expression trajectories of *sox10* paralogs across NC development in *Astatotilapia calliptera “*Mbaka” (AC) and *Rhamphochromis* sp. “chillingali” (RC). Shaded bands indicate 95% confidence intervals. Significant differences in normalized gene counts between *sox10* paralogs were observed at 10ss in both examined species (two-way ANOVA and Tukey HSD, *P* < 0.01). c) Fold changes in expression levels of *sox10* paralogs between species. Only significant comparisons are shown (*P*-adj < 0.05). cNCC, cranial neural crest cell; NCC, neural crest cell; n.s., nonsignificant.

### Genome Editing

#### gRNA Design and Synthesis

Targets for CRISPR/Cas9 editing were selected with the CHOPCHOP software online (http://chopchop.cbu.uib.no/) (Labun et al. 2019) using the *Astatotilapia burtoni* genome (AstBur1.0) as a reference. Sequence similarity searches with BLAST against the *A. calliptera* genome (AstCal1.2, Ensembl 108) were performed to confirm homology and test for off-target effects. Target sequence specificity was further confirmed using Geneious Prime (Dotmatics) software. Two sgRNAs targeting exon 1 were designed for *sox10b* (5′-CTCGTCGTCGGATTTGACGG-3′ and 5′-CGCGGATTCCCGCGGGGAA-3′) and *sox10a* (5′-CGGTCAGTCAGGTGCTGGACGGG-3′ and 5′-TCGTTTCCCGATCGGCATAA-3′), respectively, and purchased from Integrated DNA Technologies (ITD) as Alt-R CRISPR-Cas9 sgRNA (2 nmol).

#### Microinjection

Single-cell embryos of *A. calliptera* “Mbaka” were injected and maintained following the protocol described in Clark et al. (2022). We were unable to perform microinjections in a similar manner in *Rhamphochromis* due to their prolonged and unpredictable breeding behavior, rendering it technically infeasible.

#### Embryo Imaging

Injected and control embryos were imaged daily until 12 days postfertilization using a Leica M205 stereoscope with a DFC7000T camera under reflected light darkfield. All specimens were positioned in 1% low melting point agarose (Promega) and anesthetized with 0.02% MS-222 (Sigma-Aldrich) if required to immobilize during imaging.

#### Genotyping

Tissue samples were taken from specimens sacrificed by overdose of 0.5% MS-222 (Sigma-Aldrich) to extract genomic DNA using PCRBIO Rapid Extract Lysis Kit (PCRBiosystems). Fragments of 190 to 420 bp surrounding predicted deletion sites were amplified using PCRBIO HS Taq Mix Red (PCRBiosystems) with an annealing temperature of 56 °C using following primer pairs: *sox10b* 5′-CTGTCACCGGGTCATTCCTC-3′ and 5′-GCGTTCATTGGCCTCTTCAC-3′; *sox10a* 5′-ATGGTCACTCACTGTCACCG-3′ and 5′-CCTCCTCGATGAATGGCCTC-3′. Amplicons were purified with QIAquick PCR Purification Kit (Qiagen) before Sanger sequencing. All protocols were conducted following manufacturer’s instructions. Sequence analysis to infer CRISPR edit sites was performed using the Synthego ICE CRISPR analysis tool (https://ice.synthego.com/).

### Cartilage Preparations

Embryos were stained for cartilage following the protocol of Marconi et al. (2023) with following modifications: (i) all specimens were bleached to remove melanophore pigmentation using a solution of 0.05% hydrogen peroxide (Sigma) and 0.05% formamide (ThermoFisher) for 30 to 45 min under light and (ii) samples were cleared using first 50% then 70% glycerol:water solutions until complete sinking. Specimens were stored in 70% glycerol until imaging in 80% glycerol using a Leica M205 stereoscope with a DFC7000T camera under reflected light.

### Whole Mount in situ Hybridization by HCR

#### Reagents

The HCR probes and hairpin sets were ordered from Molecular Instruments, whereas all required buffers were made following the instructions provided by the manufacturer. The HCR probe sets (14 to 20 pairs per gene) were designed using target gene template sequences retrieved from *A. calliptera* genome assembly (fAstCal1.2, Ensembl 108) (supplementary table S7, Supplementary Material online). Each probe set was designed by the manufacturer to target transcript regions common to all splicing isoforms while minimizing off-target effects.

Due to a very low genetic variation in the coding sequences between study species, we used the same probe sets per each target gene for both cichlid taxa examined. Probe specificity was verified by BLAST searches against the *A. calliptera* genome available on Ensembl (AstCal 1.2) as well as against unpublished *Rhamphochromis* sp. “chilingali” assembly.

#### Protocol Overview

Dissected embryos were fixed overnight at 4 °C in 4% PFA in 1 × PBS. The following day, they were rinsed twice in 1× PBST (1× PBS+ 0.01% Tween-20) without incubation and washed in 1 × PBST (10 min/wash, twice) before a stepwise dehydration to 100% MetOH in prechilled solutions of 25%, 50%, and 75% MetOH:PBST (10 min/wash, at 4 °C) and stored at −20 °C until further analyses.

The embryos were then rehydrated from 100% MetOH to 1 × PBST in reciprocal series (5 min/wash, at 4 °C), followed by washes in 1 × PBST at room temperature (5 min/wash, twice).

The mRNA in situ hybridization by chain reaction (HCR) was carried out according to the protocol of Andrews et al. (2021) for whole mount amphioxus embryos with the following modifications. (i) 2 pmol of each probe mixture (1 μL of 2 μM stock) per 100 μL of probe hybridization buffer were used and (ii) 60 pmol of each fluorescently labeled hairpin (i.e. 2 μL of 3 μM stock) were applied per 100 μL of amplification buffer. Finally, the embryos were stained with 10 nM DAPI in 70% glycerol in 1 × PBS overnight at 4 °C protected from light, washed in 1 × SSCT (10 min/wash, twice) before mounting with Fluoromount G (Southern Biotech) on glass bottom dishes (Cellvis) without coverslip or microscopy slides (ThermoFisher Scientific) with #1.5 coverslips (Corning), depending on the size of the specimen. To prevent embryos from getting squashed when mounting on slides, thin strips of electrical tape were used as bridges to create space between the slide and a coverslip. Clear nail varnish was used to seal the edges of the slide and all samples were cured overnight at room temperature protected from light before imaging.

All in situ hybridization experiments were performed with multiple specimens from different clutches (at least 3 individuals per clutch, repeated at least once with specimens from alternative clutches) to fully characterize the expression patterns.

### Confocal Microscopy

Imaging of dissected and stained embryos was carried out with an inverted confocal microscope Olympus FV3000 at the Imaging facility of the Department of Zoology, University of Cambridge. As the fluorescence intensity levels were only compared as relative signals within each sample (i.e. embryo), imaging was performed using optimal laser power and emission wavelength for each sample. Sequential acquisition mode was used to minimize the signal crosstalk across channels and all images were acquired at 1,024 × 768 resolution and 12-bit depth.

### Image Processing for Figure Presentation

Confocal micrographs were stitched using the Olympus FV3000 software and processed with Fiji (Schindelin et al. 2012) to produce optical sections, collapse *z*-stacks, and adjust image brightness and contrast where necessary following guidelines by Schmied and Jambor (2021). The presented transverse optical sections are maximum projection across five adjacent slices. Auto-fluorescence and background noise in each image was removed by subtracting the average pixel intensity measured for each channel in regions of the embryo where no fluorescent signal was observed. Any remaining overexposed pixels were removed using the “Remove outliers” (radius = 0.5 pixel, threshold = 50) function in Fiji. Images presented as figures were smoothened by applying a Gaussian filter with *σ* = 0.5. Image look-up tables (LUTs) were taken from the BIOP plugin (https://imagej.net/plugins/biop-lookup-tables) and “ChrisLUTs” (Christophe Leterrier and Scott Harden; github.com/cleterrier/ChrisLUTs) package for Fiji/ImageJ. The images were processed for any background imperfections and assembled into figures in Adobe Photoshop 2023.

All plots and statistical analyses were made using R version 4.1.1. The MetBrewer package (https://github.com/BlakeRMills/MetBrewer) was used for color palettes throughout this work.

## Results

### Genes Involved in NC Development Show Species-Specific Shifts in Transcriptomic Trajectories

Our previous work has shown that phenotypic divergence between cichlid species in NC-derived craniofacial skeleton and body pigmentation is first observed at the appearance of differentiated cartilage and pigment-bearing cells at early posthatching stages, respectively (Marconi et al. 2023; supplementary fig. S1c and d, Supplementary Material online). Given that cichlids do not undergo metamorphosis and develop directly from embryo to adult (Woltering et al. 2018; Marconi et al. 2023), we hypothesize that variation in processes of NC development occurring early in ontogeny might constitute an important contributor to the adult morphological divergence between these species.

To first investigate the potential role of gene expression variation in driving divergent NC-derived phenotypes, we performed comparative transcriptome profiling (RNAseq) of whole embryos of *Astatotilapia* and *Rhamphochromis* across somitogenesis. This period of embryonic development coincides temporally with NC development (Rocha et al. 2020; Fig. 1c). In total, 32.49 ± 2.5 million paired-end 150 bp-long reads were generated for each sample (three biological replicates per somite stage, ss), and then aligned against the *A. calliptera* reference genome to quantify gene expression, yielding high mapping rates of 89.7 ± 1.0% across all samples (supplementary fig. S1e and supplementary table S1, Supplementary Material online and see Materials and Methods). 

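Total RNA of single whole embryos was sequenced, and 24 libraries of Astatotilapia calliptera (AC) and 26 of Rhamphochromis (RC) were analysed here. Each species had 3 embryos at 4, 10, 15, 18, 20, 22, 26 and 30ss, except that RC had 2 at 4ss, and RC had 3 more at 37ss. The AC embryos of 26ss carry 27 somites in their sample labels, and the stage given in the paper was used. All embryos of a species came from one egg clutch, so differences between the species and between the clutches cannot be told apart. The authors trimmed the reads, mapped those of both species to the A. calliptera genome with STAR, counted uniquely mapped reads on each gene and divided the counts of each embryo by the size factor of the median of ratios method in DESeq2. The deposited values are therefore normalized counts, in separate tables for genes, long noncoding RNAs (lncRNAs) and TEs, the last counted with reads that map to several places. Dividing the values of each embryo by the value of 1 read returned whole reads for 100% of the gene values above 0. By these recovered reads, 19204419 to 27454591 reads per AC embryo were counted on genes, with a median of 22579546, and 17619762 to 25761159 reads per RC embryo, with a median of 22609003. The mean over all embryos was 22676099 reads counted on genes, whereas the depth stated in the paper counts the read pairs sequenced. The lncRNA table held 83125 to 149632 reads per embryo and the TE table 778268 to 1345144. Starting from the normalized counts, log2 values were taken after adding a pseudocount of 1, and features with at least 10 normalized counts in at least 2 embryos were kept. The species were compared at each shared stage with limma, in a model with the 16 group means of the 47 embryos from 4 to 30ss and one estimate of the spread per gene over all stages. The p-values were adjusted by the Benjamini-Hochberg method within each comparison, and a DEG had an adjusted p under 0.05 and an absolute log2 fold change above 0.585. All fold changes are RC relative to AC.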

Principal component analysis (PCA) of protein-coding transcriptomes revealed that gene expression in these species is primarily dictated by ontogeny (i.e. their developmental age in ss; PC1, 24.73%), followed by species (PC2, 12.95%; Fig. 1e and supplementary fig. S1f, Supplementary Material online). Conversely, the expression of noncoding transcripts and transcribed transposable elements (TEs) is primarily clustered by species and then by ontogeny (supplementary fig. S1g to i, Supplementary Material online), in line with previous reports of higher evolutionary rates associated with expression dynamics of noncoding genes in cichlids (El Taher et al. 2021).

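In the 23443 genes of the gene table with at least 5 normalized counts in at least 1 of the 50 embryos, PC1 held 27.8% and PC2 14.1% of the variance of the scaled values. Stage accounted for 94.8% of the variance of the PC1 scores and species for 1.34%. On PC2 the order was the opposite, with 94.9% for species and 3.64% for stage. With each replicate number left out in turn, the share of PC1 accounted for by stage lay between 94.1% and 95.8%. Within each species, PC1 followed the somite count. The correlations of scores with somite count are given as absolute values. In AC (n = 24 embryos), Pearson's r was 0.972 and Spearman's rho 0.988. In RC (n = 26), r was 0.966 and rho 0.980. The two-sided permutation p was 1e-05 for each of these, the smallest that 100000 permutations can give, and 1.5e-05 after Benjamini-Hochberg adjustment over the 12 correlations of this kind. Without the 2 embryos farthest from the median stage, r was 0.963 in both species. On PC2, somite count and score were also related in RC, with r = 0.829 and rho 0.845 (permutation p = 1e-05 for both, adjusted 1.5e-05) and r = 0.765 without the 2 farthest embryos. In AC such a relation was not shown, with r = 0.264 (permutation p = 0.214, adjusted 0.214) and rho 0.284 (permutation p = 0.181, adjusted 0.181), and r was 0.434 without the 2 farthest embryos, both of 4ss. Without their signs, these values do not show whether PC2 ran in the same direction in both species. Taking log2 values without scaling moved the shares most, to 36.9% on PC1 and 20.0% on PC2, and the share of PC1 accounted for by stage was then 96.1%. From the order of these components, the paper states that ontogeny comes before species in shaping protein-coding expression.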

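Among the 1664 lncRNAs, PC1 held 23.1% and PC2 11.3% of the variance. Species accounted for 99.0% of the variance of PC1, and stage for 95.3% of the variance of PC2. Among the 1601 TEs that varied, PC1 held 21.1% and PC2 14.2%, with 95.5% of PC1 accounted for by species and 93.2% of PC2 by stage. Leaving out each replicate number in turn changed the share of PC1 accounted for by species to between 98.6% and 99.2% for lncRNAs and between 91.8% and 95.1% for TEs. Rank correlations between embryos of one stage were also compared. For protein-coding genes, the median Spearman correlation across genes was 0.981 between AC embryos (24 pairs), 0.986 between RC embryos (22 pairs) and 0.957 between the species (69 pairs). For lncRNAs the medians were 0.803, 0.846 and 0.558, and for TEs 0.989, 0.990 and 0.967. The lowest value within a species was above the highest between the species for lncRNAs (0.732 against 0.585) and for TEs (0.980 against 0.973). For protein-coding genes these overlapped, with 0.956 against 0.967. The filter of 10 normalized counts in at least 2 embryos lowered the median between the species for lncRNAs to 0.498. The embryos of a pair recur in other pairs, and transcripts are not independent replicates, so no test was made on these medians.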

We then performed differential gene expression (DE) analysis across somitogenesis stages to identify gene candidates showing species- and time-specific transcriptional patterns. 

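Of the 21123 genes of the gene table that passed the low-count filter, 11464 (54.3%) were DEGs by limma in at least 1 of the 8 comparisons of stage-matched embryos. There were 5370 DEGs at 4ss, 2987 at 10ss, 4913 at 15ss, 4419 at 18ss, 2521 at 20ss, 2285 at 22ss, 2097 at 26ss and 2194 at 30ss. The share of these DEGs that was higher in RC was 61.9% at 4ss, where it fell to 52.5% under quantile normalization, and 42.4% at 15ss. At the other stages it lay between 43.8% and 51.3%. Under quantile normalization it was 49.6% at 15ss and above 50% at 10, 20, 22, 26 and 30ss. With single replicates left out, the share ran from 39.6% (without RC replicate 1) to 54.0% (without RC replicate 2) at 10ss and from 44.3% (without AC replicate 2) to 55.2% (without AC replicate 1) at 18ss. With each stage fitted alone it was 46.9% at 26ss and 47.3% at 30ss. The larger direction thus changed with the scaling at 10, 20 and 22ss, and with single replicates or the form of the model at 10, 18, 26 and 30ss. At 4ss, where the AC embryos varied most and RC had 2 embryos, fitting the embryos of that stage alone gave 1096 DEGs. The same change gave 1119 DEGs at 10ss, 2941 at 15ss, 2460 at 18ss, 3055 at 20ss, 2477 at 22ss, 3142 at 26ss and 2876 at 30ss, so the number fell at the 4 earlier stages and rose at the 4 later ones, and the total was 7914. Quantile normalization gave 3890 DEGs at 4ss, fewer than at 15ss (4986) and 18ss (4482), and the fit without AC replicate 3 gave 4582 at 4ss, fewer than at 15ss (4781). Without a fold threshold the total was 15397, the largest change in number among the settings for stage-matched embryos, and with a log2 fold change above 1 it was 7799. Leaving out one replicate of a species at every stage gave totals between 9966 and 11116. Leaving out RC replicate 3 lowered the DEGs at 15ss to 3222, and leaving out RC replicate 1 or AC replicate 2 lowered those at 18ss to 2702 or 2739. Of the DEGs, 5926 were called at 1 stage and 579 at all 8.

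**Figure D1:**
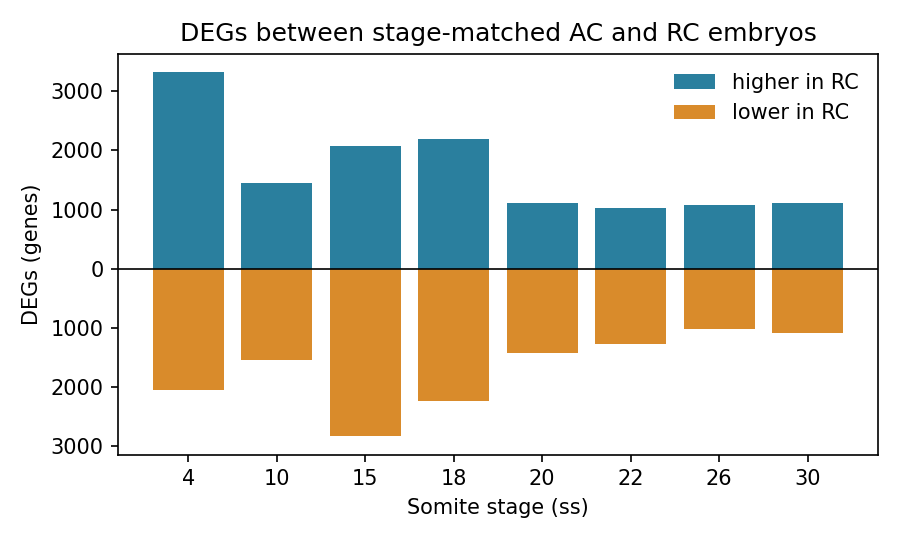
Number of DEGs between AC and RC embryos of the same somite count (vertical axis, genes) at each somite stage (horizontal axis, ss), with DEGs higher in RC above the line at 0 and those lower in RC below it. DEGs higher in RC numbered 3322 at 4ss and between 1021 and 2186 from 10 to 30ss.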

In total, 12,611 differentially expressed genes (DEGs; *P* < 0.05) with >1.5-fold expression difference in at least one pairwise comparison of ss-matched embryos were identified (Fig. 2a, Materials and Methods and Supplementary material online). Of these, 14.7% (*n* = 1,857) lacked assigned names in the current assembly *A. calliptera* genome (Ensembl 108), likely representing genes without zebrafish orthologs or novel genes, and were excluded from downstream analyses. The remaining DEGs were then classified into seven distinct clusters based on unbiased grouping of their expression patterns (Fig. 2a and supplementary fig. S3a and b, Supplementary Material online), with gene functions significantly enriched for distinct biological processes in each cluster, including NC-related processes in clusters 4 and 7. While four of these clusters displayed consistent high or low gene expression in one species across all ss (clusters 2, 3, 5, and 6; accounting for 51.4% of all DEGs), the other clusters (1, 4, and 7) showed species-specific temporal shifts in gene expression, possibly linked to the temporal differences (heterochronies) during somitogenesis between these species (Marconi et al. 2023). 

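Among the 11464 DEGs found here, without the exclusion of unnamed genes, 2029 had a fold change above 0 at all 8 stages and 2056 one below 0 at all 8. Together these were 35.6% of the DEGs, whereas independent random signs would give 0.781%. Leaving out each replicate of a species in turn gave 32.4% to 37.4%. At all 8 stages, 302 genes were called higher in RC and 274 lower. Another 668 genes were called higher in RC at one stage and lower at another. The moderated F-test of limma for a species difference that varied with stage had an adjusted p under 0.05 for 5193 of the 21123 genes tested, 4133 of them DEGs. Without RC replicate 3 this number was 2501, and without RC replicate 2 it was 3243. Complete linkage on the Z-scores of the group means, divided into 7 clusters, gave sizes of 4103, 2671, 1683, 946, 824, 686 and 551 genes. Average linkage gave a largest cluster of 4872 genes and a smallest of 4.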

We next examined the enriched Gene Ontology (GO) terms associated with the identified DEGs in discrete pairwise comparisons as well as the pooled set of all DEGs (Fig. 2b, supplementary table S8, Supplementary Material online). Overall, the highest number of DEGs were linked to functions related to metabolism, followed by transcription and signaling pathways. Genes involved in many of the developmental processes concomitant with our time series (e.g. brain and heart development, somitogenesis) were also significantly overrepresented, particularly at 15ss and across all comparisons. Notably, these two comparisons were also enriched in terms involving NC development and NC migration.

Altogether, the considerable divergence in expression dynamics between species over developmental time (e.g. temporal shifts) may imply variation in multiple developmental processes during embryogenesis, including those involving NC cells. Combined with the diverse repertoire of NC derivatives, these results implicate the potential role of this cell population in the divergence of species-specific traits.

### Signatures of Positive Selection are Associated with NC-Related Genes

We then sought to assess if DEGs, and in particular NC-related genes, were potentially diverging between species by conducting genome-wide scans for regions under positive selection. Using extended haplotype homozygosity (xp-EHH, Gautier and Vitalis 2012), scans between wild-caught *Astatotilapia* and *Rhamphochromis* populations (43 to 45 whole genomes per species; sequencing data from Munby et al. unpublished), we identified 154 regions showing significant signatures of positive selection (Fig. 2c, supplementary fig. S2b and supplementary table S5, Supplementary Material online, Materials and Methods). 

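The islands of selection come from the paper's scan of wild A. calliptera "Masoko Benthic" and wild fish of the genus Rhamphochromis. Only a few of the latter were of the RC species, and the AC embryos here are of another population, Mbaka. The genes closest to the islands are given in Table S5, and 107 of its 181 genes passed the low-count filter. Of these, 79 (73.8%) were DEGs in at least 1 stage-matched comparison, against 11385 of the 21016 other genes (54.2%). The odds ratio was 2.39 (95% confidence interval 1.53 to 3.82, two-sided Fisher's exact test, p = 3.67e-05). Random lists of genes matched on mean expression had 57.8% DEGs on average, and 95% of the 10000 lists lay between 48.6% and 67.3% (two-sided permutation test over these lists, p = 0.00040). Without a filter on low counts, 97 of 174 island genes were DEGs, and the odds ratio was 1.42 (Fisher's exact test, p = 0.0221), the lowest of the settings tried. Leaving out each replicate of a species in turn gave odds ratios between 1.61 and 2.41. Among the 79 island DEGs, 44 (55.7%) had a mean fold change lower in RC, and among the other DEGs 51.1% did (odds ratio 1.20, 95% confidence interval 0.752 to 1.93, Fisher's exact test, p = 0.432). Table S5 also lists 73 DEGs near islands, of which 72 were tested here and 64 were called.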

Altogether, 74 DEGs were located near or within these putative islands of selection (Fig. 2d, supplementary fig. S2b, c and supplementary table S5, Supplementary Material online; see Materials and Methods), with functions ranging from cell differentiation, signal transduction to metabolic pathways (supplementary fig. S2e, Supplementary Material online), which might potentially contribute to aspects of their eco-morphological divergence. Additionally, several DEGs were unannotated novel genes (supplementary fig. S2f, Supplementary Material online). 

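The gene ENSACLG00000019936, which Table S5 and Fig. S2c give by its identifier alone, changed direction between stages. At 4ss it had 56.9 ± 22.8 normalized counts in AC (SD, n = 3) and 149.7 ± 18.6 in RC (SD, n = 2), a log2 fold change of 1.47 (standard error 0.51, adjusted p = 0.0239, limma). At 15ss it had 168 ± 43.9 in AC and 68.5 ± 44.3 in RC (SD, n = 3 each), a log2 fold change of -1.43 (standard error 0.46, adjusted p = 0.0150, limma). Across stages, the adjusted p of the difference was 0.0517. Neither stage was called by limma with its own embryos fitted alone. Without AC replicate 3 the value at 4ss was 1.08 and not called, and without RC replicate 3 the value at 15ss was -1.09 and not called. The call at 15ss was also lost without AC replicate 1 (-1.26) or RC replicate 2 (-1.27), and that at 4ss under quantile normalization (0.92). The other unnamed gene of Fig. S2c, ENSACLG00000019297, had 26.3 ± 19.5 normalized counts in AC at 15ss (SD, n = 3) and 0.348 ± 0.603 in RC (SD, n = 3), where all embryos were near 0. It was called lower in RC with an adjusted p of 0.0195 by limma, and this call was lost with any 1 of the 3 RC replicates left out. No fold change is given for it at 15ss, since every RC embryo had at most 3 reads there.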

The similar expression patterns of these unannotated genes compared with known genes (supplementary fig. S2f, Supplementary Material online) warrant further research to investigate their roles in divergent developmental programs between AC and RC, temporally overlapping with, and possibly involving, NC.

Among the annotated DEGs located in the most extreme outlier regions were *fgf8a* (cluster 7), *kcnk18* (cluster 1), and *tspan37* (cluster 5), which exhibited significant expression differences between the two species during the early and mid-phases of somitogenesis (supplementary fig. S2b and c, Supplementary Material online). *tspan37* encodes an integral membrane protein involved in cellular signaling, while *kcnk18* encodes a potassium channel expressed in the brain and eye of hatchling and larval zebrafish (Rahm et al. 2014). 

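For fgf8a (ENSACLG00000004676), normalized counts at 15ss were 197 ± 21.9 in AC and 539 ± 111 in RC (SD, n = 3 each), a log2 fold change of 1.43 (standard error 0.37, adjusted p = 0.0029, limma). It was also called at 30ss, with a log2 fold change of 1.08 (standard error 0.37, adjusted p = 0.0457, limma), and this call was lost in 9 of the other fits, among them DESeq2 (0.91) and the fits without AC replicate 2 (0.53), AC replicate 3 (1.32) and RC replicate 3 (1.04). At 4ss the fold change was -0.88 and past the threshold on its size only (adjusted p = 0.0983, limma). DESeq2 fitted on each stage alone, chosen after seeing the values, called fgf8a at 4ss (-0.83) and at 20ss (0.64). For kcnk18 (ENSACLG00000005460), the log2 fold change was -1.60 at 15ss (standard error 0.51, adjusted p = 0.0148, limma) and -2.66 at 18ss (standard error 0.51, adjusted p = 0.000178, limma). The call at 15ss was lost without AC replicate 3 (-1.46) or RC replicate 3 (-1.02), with a pseudocount of 0.1 (-1.93) and in the fits of that stage alone. The call at 18ss held in all of these fits. For tspan37 (ENSACLG00000009297), log2 fold changes were -2.64 at 10ss (standard error 0.85, adjusted p = 0.0247, limma) and -3.59 at 15ss (standard error 0.85, adjusted p = 0.00135, limma). Fitting each stage alone did not call it at either stage, and leaving out RC replicate 3 gave -2.10 at 15ss, which was not called. At 10ss the call was lost without AC replicate 1 (-2.10), AC replicate 3 (-2.05) or RC replicate 2 (-1.28).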

To test whether these genes were involved in NC development and characterize their expression patterns, we performed in situ Hybridization Chain Reaction (HCR) (Choi et al. 2018). Expression of *kcnk18* and *tspan37* was not detected in whole mount embryos at the stages of differential expression, perhaps due to overall low expression levels (supplementary fig. S2c, Supplementary Material online). Furthermore, *fgf8a*, albeit known for its diverse roles during embryogenesis, including in chondrogenesis of the NC-derived cranial skeleton (Gebuijs et al. 2019), showed expression only in the developing brain and posterior-most notochord during somitogenesis in the examined cichlids (supplementary fig. S4, Supplementary Material online), consistent with findings in zebrafish. This highly localized expression pattern suggests an unlikely role in craniofacial development and patterning at this stage. 

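At 18ss, the stage of its largest called fold change, kcnk18 had 37.3 ± 2.21 normalized counts in AC and 5.72 ± 3.43 in RC (SD, n = 3 each). At 15ss the counts were 13.1 ± 2.47 and 4.45 ± 3.52. The highest group mean from 4 to 30ss was 38.4, in AC at 22ss. Its highest count in any AC embryo at 4ss was 0. The counts of tspan37 were higher and varied between RC embryos. At 15ss AC had 488 ± 45.9 and RC 77.5 ± 66.3 normalized counts (SD, n = 3 each), with 4.17 in the lowest RC embryo. At 10ss AC had 239 ± 179 and RC 47.5 ± 48.0, with 2.86 in the lowest RC embryo. Normalized counts are not corrected for transcript length, so these levels compare embryos, not genes.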

Altogether, the top divergent outlier genes are not likely to play a role in NC-derived divergence between these two cichlid species. However, NC-related DEGs (identified based on their GO annotation involving NC, supplementary tables S2 to S3, Supplementary Material online, Materials and Methods) belonging to cluster 6 and showing overall lower expression in *Rhamphochromis* throughout somitogenesis (supplementary fig. S3b, Supplementary Material online) displayed significant enrichment for sites under potential positive selection (Fig. 2e and supplementary fig. S2d, Supplementary Material online). These included the transcription factor *pax3a*, already implicated in cichlid interspecific pigment pattern variation (Albertson et al. 2014), and the cellular nucleic acid-binding cnbpa, involved in craniofacial development in fish (Weiner et al. 2007), among others. Collectively, these findings highlight a strong association between sequence and transcriptional differences between the two species, with several DEGs with functions related to NC processes showing enrichment for sites under potential positive selection.

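For pax3a (ENSACLG00000027241), normalized counts at 18ss were 1369 ± 142 in AC and 880.3 ± 72.7 in RC (SD, n = 3 each), a log2 fold change of -0.63 (standard error 0.23, adjusted p = 0.032, limma). The call at 18ss was lost without AC replicate 2 (-0.58) and without RC replicate 1 (-0.57), 2 (-0.65) or 3 (-0.68). For cnbpa (ENSACLG00000006926), counts at 4ss were 30097 ± 3520 in AC (SD, n = 3) and 19004 ± 1031 in RC (SD, n = 2), a log2 fold change of -0.66 (standard error 0.12, adjusted p = 8.94e-05, limma). The size fell under the threshold for calling without AC replicate 3 (-0.57) and under quantile normalization (-0.34), and the call was also lost with 4ss fitted alone by limma, though not by DESeq2. Of the other neural crest genes that the paper lists for cluster 6, dicer1 is given with the genes of 4ss. nusap1 was lower in RC at 18ss (log2 fold change -0.90), 26ss (-0.79) and 30ss (-0.94), and the call at 26ss was lost without AC replicate 2 (-0.67) or 3 (-0.62) and without RC replicate 1 (-0.80), 2 (-0.73) or 3 (-0.83). arl6ip1 was lower at 15ss (-0.64), but not past the threshold without AC replicate 1 (-0.58). glrx2 was lower at 18ss (-0.61) and lost the call without AC replicate 2 (-0.53) or RC replicate 1 (-0.49), and with 18ss fitted alone by limma, though not by DESeq2. tfap2c was lower in RC at 15ss, with a log2 fold change of -1.05 (standard error 0.36, adjusted p = 0.0235, limma). At 18ss it was higher, with 1.04 (adjusted p = 0.0275, limma), and at 22ss with 1.11 (adjusted p = 0.0361, limma). The call at 15ss was lost without AC replicate 1 (-1.09), AC replicate 3 (-1.02) or RC replicate 3 (-0.81), that at 18ss without AC replicate 1 (0.87), AC replicate 2 (0.82) or RC replicate 1 (0.99) and with 18ss fitted alone by limma, though not by DESeq2, and that at 22ss without AC replicate 1 (1.21), AC replicate 2 (0.77), RC replicate 1 (1.10) or RC replicate 3 (1.12). The adjusted p of its change in species difference between stages was 0.0107 (moderated F-test of limma).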

### Variation across the NC-GRN is Particularly Associated with NC Cell Migration

As our comparative transcriptional and selection analyses highlighted divergence in the genetic program of NC development between species, we next sought to identify genes, processes and stages associated with early NC ontogeny potentially implicated in the evolution of morphological diversity. To this end, we examined only DEGs with known functions (based on their GO annotation, supplementary tables S2, S3 and S8, Supplementary Material online and Materials and Methods) in NC development and differentiation and its two extensively diversified derivatives, namely pigmentation and craniofacial skeleton (Fig. 4a).

**Fig. 4.**
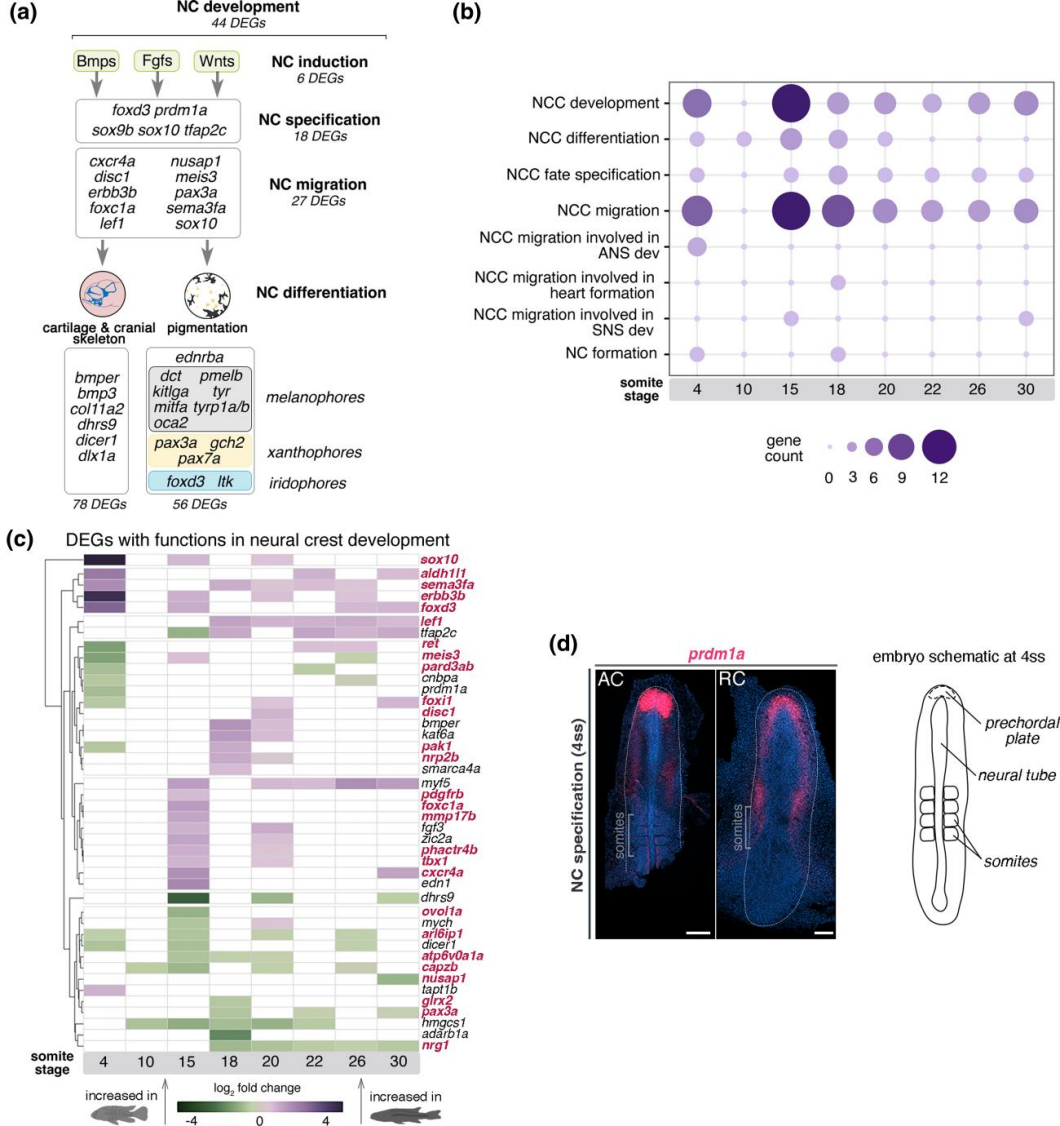
Prevalent transcriptomic variation between cichlids exists across the NC genetic program. a) Identified DEGs belong to different tiers of the teleost NC-GRN (Rocha et al. 2020), from specification to migration and differentiation, including development of NC-derived pigmentation and craniofacial skeleton. b) Distribution of identified NC-DEGs per function along the RNAseq time-course. c) Fold changes in expression levels of candidate genes involved in NC development between cichlids. Genes involved in NCC migration highlighted in red and white cells correspond to nonsignificant differences between species. d) In situ HCR image showing *prdm1a* expression at 4ss, representative of *n* ≥ 2 per species. Anterior to the top of the figure. AC, *Astatotilapia calliptera* “Mbaka”; ANS, autonomic nervous system; NCC, neural crest cells; RC, *Rhamphochromis* sp. “chilingali”; SNS, sympathetic nervous system; ss, somite stage. Scale bar = 100 μm.

The identified NC-DEGs belonged to all tiers of the NC-GRN (Sauka-Spengler and Bronner-Fraser 2008; Betancur et al. 2010; Simões-Costa and Bronner 2015; Fig. 4a, see supplementary tables S2 and S4, Supplementary Material online for NC-GRN tier classification details). These included genes involved in NC induction, specification, migration and differentiation. This last category included numerous genes associated with the development of different pigment cell lineages, such as melanophores, xanthophores, and iridophores (Howard et al. 2021) as well as factors contributing to formation of the embryonic cranial skeleton. Interestingly, expression of several ligands and receptors of four signaling pathways—Bmp, Fgf, Hedgehog, and Wnt—also diverged between species, suggesting potential unexplored differences in diverse developmental processes controlled by these pathways. Almost 40% of the identified NC-DEGs (Fig. 4b) were associated with NC cell migration, and most were differentially expressed at 4ss and 15ss (Fig. 4b). These genes (highlighted in red in Fig. 4c) exhibited variation in expression levels over time, often displaying large differences in relative expression between species at individual stages, such as 4, 15, and 18ss (Fig. 4c). In contrast, almost no NC-related genes were DE at 10ss (Fig. 4b), suggesting a degree of developmental constraint during the molecular transition from specification (4ss) to active migration (15ss) resulting in less pronounced variation between species at this stage.

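All 45 genes in the neural crest category of Table S3 were tested, and 44 were called in at least 1 comparison, both over all genes and adjusted over the list alone. The list was compiled from genes that differed in these embryos, so the count over the list is not independent evidence. Of the 27 genes marked for migration in Fig. 4c, 26 were called, which is 59.1% of the called genes. The paper's share of almost 40% refers to Fig. 4b, so the shares may rest on different sets, and the reason they differ was not tested. By stage, the numbers of called genes were 19 at 4ss, 1 at 10ss, 20 at 15ss, 14 at 18ss, 5 at 20ss, 2 at 22ss, 4 at 26ss and 4 at 30ss. Adjusted over the list alone, they were 21 at 4ss, 23 at 15ss and 0 at 22ss, where 10 genes had an unadjusted p under 0.05, and the same numbers as over all genes at the other stages. Of the called genes, 11 at 4ss and 10 at 15ss were migration genes. The share of the list called was 42.2% at 4ss and 44.4% at 15ss, against 25.4% and 23.3% of all genes tested. Fitting each stage alone changed the number at 4ss most, to 3 genes. Without AC replicate 1 the number at 15ss was 12. At 18ss it was 6 without AC replicate 2 or without RC replicate 1. At 20ss it was 3 without AC replicate 1 or 3 and 1 without RC replicate 1 or 2. At 22ss it was 1 without AC replicate 1, RC replicate 1 or RC replicate 2, and 0 without AC replicate 2 or RC replicate 3, where 7 and 6 genes had an unadjusted p under 0.05. At 26ss it was 2 without RC replicate 1 and 1 without AC replicate 2 or 3 or RC replicate 2 or 3.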

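At 10ss, 1 gene of the neural crest list was called, 2.22% of the list, whereas 14.1% of all genes tested were. This number moved with single libraries: it was 0 without AC replicate 3, where 11 genes had an unadjusted p under 0.05, 5 without AC replicate 2, 7 without RC replicate 1 and 3 without RC replicate 3. The median absolute log2 fold change of the list was 0.35 at 10ss, 0.63 at 4ss and 0.64 at 15ss, and that of all genes was 0.33, 0.47 and 0.43. The median standard deviation of the list genes between embryos of a group was 0.40 on the log2 scale at 4ss, 0.39 at 10ss and 0.27 at 15ss, and 24, 7 and 26 list genes had an absolute log2 fold change above 0.585 at these stages. A difference between these stages in the list as a whole was not tested, since the list was chosen on these embryos.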

The considerable number of DEGs involved in NC migration and differentiation might result from broad knock-on effects of divergence at early stages (i.e. during NC specification) within the NC program. We identified three candidate genes—*sox10*, *prdm1a,* and *dicer1*—known to perform multiple functions in NC development, including in specification and migration of NC cells and in differentiation of pigment cells and craniofacial cartilages. All three genes were differentially expressed at the 4ss stage, coinciding with NC specification. *sox10* is a key regulator of NC specification, maintenance, migration and differentiation into multiple cell lineages, primarily neuronal and pigment cells, across vertebrates (Dutton et al. 2001; Carney et al. 2006; Kelsh 2006). *prdm1a* controls NC cell formation by activating *foxd3* (an early NC specifier gene) and regulating *sox10* in zebrafish (Hernandez-Lagunas et al. 2005; Olesnicky et al. 2010; Powell et al. 2013). *dicer1* is required for craniofacial and pigment cell development together with miRNAs. It is involved in the regulation of *sox10* during melanophore differentiation in zebrafish (Weiner et al. 2019). 

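For prdm1a (ENSACLG00000004069), normalized counts at 4ss were 2295 ± 407 in AC (SD, n = 3) and 1274 ± 116 in RC (SD, n = 2), a log2 fold change of -0.83 (standard error 0.23, adjusted p = 0.00439, limma). For dicer1 (ENSACLG00000007920), the counts were 1743 ± 91.6 and 1053 ± 4.55, a log2 fold change of -0.73 (standard error 0.18, adjusted p = 0.00176, limma). dicer1 was also called at 15ss, with a log2 fold change of -0.74 (standard error 0.16, adjusted p = 0.000577, limma). For foxd3 (ENSACLG00000001505), counts at 4ss were 168 ± 73.6 in AC and 866 ± 446 in RC, a log2 fold change of 2.38 (standard error 0.41, adjusted p = 2.4e-05, limma). With the embryos of 4ss fitted alone by limma, prdm1a and foxd3 were not called at this stage, though both were called by DESeq2 (-0.80 and 2.43). Quantile normalization lowered the fold change of dicer1 at 4ss to -0.54, which is under the threshold for calling. With either RC embryo of 4ss left out, the log2 fold change of foxd3 was 1.83 or 2.93, and no call was made with the 1 that remained.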

Beyond their key functions within NC-GRN, we focused on these genes to specifically investigate whether differences in expression of *dicer1* and *prdm1a* (*sox10* regulators) could potentially influence large fold change value of *sox10* at 4ss and differences observed at later stages (Fig. 4c).

Both *prdm1a* and *dicer1* were differentially expressed at 4ss, a stage concurrent with NC specification (supplementary fig. S2c, Supplementary Material online), although *dicer1* was not detected in whole-mount specimens. In *Astatotilapia*, *prdm1a* was highly expressed in the prechordal plate (anterior-most tip of the neural tube) and at lower levels along the neural tube, whereas in *Rhamphochromis*, it was expressed at lower and uniform levels in the prechordal plate on both sides of the anterior neural tube (Fig. 4d). Considering the positive regulatory role of *prdm1a* on *sox10* (Powell et al. 2013), interspecific expression differences in early NC ontogeny could thus influence later behavior of migratory NC cells and their differentiation in lineages regulated by *sox10*, such as pigment cells and cartilage. To further test this hypothesis, we next investigated in more detail the expression of *sox10* in cichlid embryos to examine the behavior of migratory *sox10*-labeled NC cells (Dutton et al. 2001; Drerup et al. 2009).

### *sox10* Paralogs Originated in Teleost-Specific WGD while *sox10a* was Lost in Zebrafish and Cavefish

Similar to other members of *soxE* gene family, *sox10* gene is present in two copies (*sox10a* and *sox10b*) in the genomes of cichlids and the majority of other teleosts (Lang et al. 2006; Nagao et al. 2018), with the notable exception of zebrafish—a widely utilized teleost model in biomedical research, which possesses only a single copy, *sox10b* (Braasch et al. 2007; Voldoire et al. 2017). Using recent genomic data of basal teleosts, eels and tarpons (Parey et al. 2023), we confirmed that the *sox10* paralogs originated during the teleost-specific whole-genome duplication event and were subsequently lost in the zebrafish (order: Cypriniformes) and cavefish (order: Characiformes), suggesting a possible single loss event during evolution of ostariophysians (Fig. 3a). Such expansion of the genetic toolkit could provide opportunity for functional divergence, potentially contributing to the process of teleost diversification.

To examine the development of migratory *sox10*-labeled NC cells, we thus focused on both *sox10a* and *sox10b* paralogs. Our transcriptomic profiling revealed that expression of *sox10* duplicates followed similar trajectories over time in both species, with a significant difference in transcript levels between paralogs observed at 10ss (two-way ANOVA and Tukey HSD, *P* < 0.001) (Fig. 3b). 

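The paralogs are taken here as ENSACLG00000009200 for sox10a and ENSACLG00000016156 for sox10b, since Table S3 gives the latter as sox10, whereas Fig. S2c labels them the other way round. At 10ss, sox10a had 1687 ± 482 and sox10b 790.1 ± 174 normalized counts in AC (SD, n = 3), and 2031 ± 881 and 923 ± 134 in RC (SD, n = 3). The log2 difference of sox10a from sox10b within an embryo was 1.07 ± 0.30 (SD, n = 6) and was above 0 in 6 of 6 embryos (two-sided exact sign-flip permutation test, p = 0.031, the smallest that 6 embryos allow). It was 1.07 ± 0.12 in AC and 1.06 ± 0.46 in RC (SD, n = 3 each), where the exact test cannot give a p under 0.25. Leaving out each replicate number in turn gave 0.92 to 1.18. At 30ss the difference was -0.65 ± 0.11 in AC and -0.02 ± 0.12 in RC (SD, n = 3 each), so the order of the paralogs in AC was the opposite of that at 10ss. Normalized counts are not corrected for transcript length.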

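For sox10a (ENSACLG00000009200), normalized counts at 15ss were 566 ± 83.4 in AC and 1529.9 ± 459 in RC (SD, n = 3 each), a log2 fold change of 1.4 (standard error 0.38, adjusted p = 0.00481, limma), which without RC replicate 3 was 1.17 and not called. From 18 to 30ss the fold changes stayed above 0 but were not called: 0.90 at 18ss (adjusted p = 0.0709, limma), 0.98 at 20ss (adjusted p = 0.0794, limma), 0.40 at 22ss, 0.52 at 26ss and 0.44 at 30ss. At 18 and 20ss, sox10a was called by DESeq2 and by edgeR on the recovered reads, under quantile normalization, with each stage fitted alone and without AC replicate 1 (0.93 and 0.89). For sox10b (ENSACLG00000016156), the counts at 15ss were 645 ± 46.4 in AC and 1034 ± 99.2 in RC (SD, n = 3 each), a log2 fold change of 0.68 (standard error 0.27, adjusted p = 0.0517, limma, or 0.0327 adjusted over the list alone), and it was called by DESeq2 and by edgeR, with a pseudocount of 10, with a filter on the mean of a species and with 15ss fitted alone. At 10ss both were close to 0 relative to their errors, with 0.22 for sox10a and 0.24 for sox10b.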

Further, the *sox10* paralogs were differentially expressed between species across multiple stages of NC development, with both genes showing consistent upregulation in *Rhamphochromis*. Significant fold expression differences in *sox10b* levels were observed at earlier stages compared with *sox10a* and decreased for both genes with developmental time (Fig. 3c). 

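At 4ss, no read of sox10b was counted in any of the 3 AC embryos, and the 2 RC embryos had 12 and 78 reads. With 3 reads taken as the limit that a count of 0 allows in each AC embryo, sox10b was at least 11.8-fold higher in RC. For the lower RC embryo it was at least 3.83-fold higher. The limma call (adjusted p = 4.27e-15) tests the fit with a pseudocount and a spread over all stages, not these bounds. DESeq2 fitted on 4ss alone, chosen after seeing the values, gave an adjusted p of 0.000589. With either RC embryo left out, the fitted log2 value of sox10b was 3.84 or 6.12, against 4.98 with both, and it depends on the pseudocount. For sox10a, normalized counts at 4ss were 118 ± 85.3 in AC (SD, n = 3) and 359 ± 182 in RC (SD, n = 2), a log2 fold change of 1.92 (standard error 0.43, adjusted p = 0.000665, limma). This call was not made with the embryos of 4ss fitted alone, by limma or by DESeq2 (1.68, adjusted p = 0.102). With either RC embryo left out, the value was 1.38 or 2.45, and it was 1.06 without AC replicate 1, 2.20 without AC replicate 2 and 2.48 without AC replicate 3, called in each of these 3. After 20ss the fold changes of sox10b were 0.02 at 22ss, 0.00 at 26ss and -0.19 at 30ss, none of them called. The species difference varied with stage for sox10b (adjusted p = 3.3e-10, moderated F-test of limma) and was not shown to vary for sox10a (adjusted p = 0.16).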

The differences in expression levels of *sox10* paralogs between and within species during embryonic NC development (Fig. 3) suggest that the NC developmental program, and more specifically NC migration, may be divergent between these two closely related species.

### Differences in Expression Patterns between *sox10* Paralogs Suggest Divergence in Cranial NC Development between Species

Next, we set out to characterize the precise expression patterns of *sox10a* and *sox10b* in cichlid embryos during the course of NC development. Consistent with findings in medaka (Nagao et al. 2018), the expression of both *sox10* paralogs was generally observed in NC cells at all stages examined, encompassing the processes of NC specification and migration. Furthermore, this expression was detected across different axial levels, corresponding to distinct NC subpopulations (Rocha et al. 2020), as well as in the otic vesicle (Fig. 5). These findings indicate that both cichlid *sox10* paralogs are likely to perform functions in NC development.

**Fig. 5.**
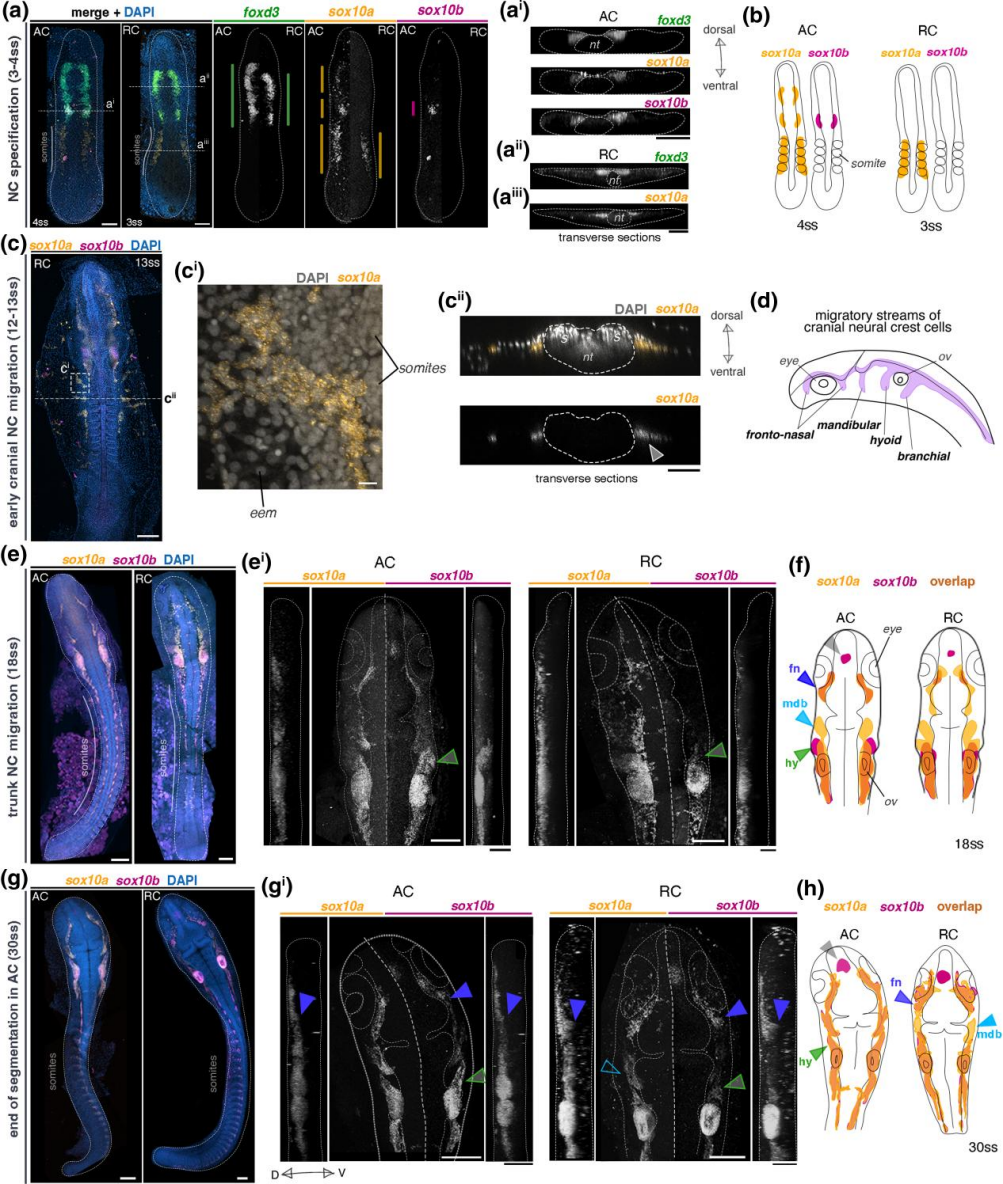
Gene- and species-specific variation in embryonic expression of *sox10* paralogs during NC development in Malawi cichlids. In situ HCR images of *foxd3* and *sox10* paralogs in representative somite stage-matched embryos of AC and RC. a-a^iii^) early *sox10* paralog expression partially overlaps with *foxd3*, supporting their expression in *bona fide* NCCs, whereas unique somitic domains suggest expression in non-NC cells. b) Schematic representation of sox10 paralog expression patterns at NC specification. c-c^ii^) During mid-somitogenesis, *sox10a* is also expressed in extra-embryonic tissues in both species, here shown in RC. d) Schematic representation of four migratory streams of cranial NC in cichlids (based on expression of *sox10*) in lateral view. e to h) *sox10* paralog expression in the cichlid embryonic head shows differences between genes and between species, implicating differences in the migratory patterns of NCCs. Schematic representations show expression overlays, highlighting overlapping and unique *sox10a/sox10b*-expressing cell populations. All images present maximum intensity projections of dorsal or lateral (vertical panels in e^i^ and g^i^) views of dissected embryos, with anterior toward the top of the figure. Embryos and sections are outlined in white. Color-coded vertical bars in a) represent the AP extent of expression of each presented gene. Embryos presented in d and e representative of *n* ≥ 3. AC, *Astatotilapia calliptera “*Mbaka”; D, dorsal; NC, neural crest; nt, neural tube; RC, *Rhamphochromis* sp. “chilingali”; ss, somite stage; V, ventral. (Scale bar = 50 μm, 10 μm in c^i^).

We identified variation in expression between genes within species during cranial NC specification (4ss), which manifested in temporal and spatial aspects common to both examined species. First, *sox10a* was expressed earlier than *sox10b* and concomitant with *foxd3* (4ss in Fig. 5a, supplementary fig. S5a and b, Supplementary Material online). Second, *sox10a* was detected in cells residing bilaterally in the dorsal region of somites and co-expressed neither *sox10b* nor *foxd3* (Fig. 5a-a^iii^). Notably, expression of *sox10a* in the somitic region was also observed at later stages in both species and localized into the extraembryonic membranes, extending laterally from the embryo proper enveloping the yolk (Fig. 5c). We propose that these *sox10a+* cells may contribute to the solitary pigmented melanophores that populate yolk during somitogenesis, as they first appear on both sides of the somites in the anterior trunk region at mid-segmentation stages, prior to extensive migration. However, the embryonic origin and function of this novel population remain to be elucidated. Major differences were also observed between species, including multiple *sox10a* domains distributed along the anterior-posterior embryo axis at 4ss in *Astatotilapia* but not *Rhamphochromis* (Fig. 5a). These multiple distinct expression domains of *sox10a*, including in the somitic region, and distinct from those of its paralog *sox10b*, have not been reported for any of the *soxE* family genes in other teleost species to date (Nagao et al. 2018; Takamiya et al. 2020; Tsunogai et al. 2021). Our results thus suggest that *sox10a* could have been co-opted to function in both NC and non-NC cells during early somitogenesis in cichlids, whereas *sox10b* expression during NC specification resembles that of other vertebrates (Southard-Smith et al. 1998; Cheng et al. 2000; Aoki et al. 2003).

As the development progressed, the variation in expression levels and spatial arrangement of *sox10* paralog domains visibly decreased, leading to largely overlapping patterns during cranial and trunk NC migration in both species (Fig. 5e to h, supplementary fig. S5c, Supplementary Material online). We primarily focused on cranial migration, as differences in expression patterns between paralogs and between species were most pronounced in that aspect. During cranial migration, NC cells migrate along highly conserved pathways across all vertebrates, forming four main streams: the anterior-most fronto-nasal stream, followed by the mandibular, hyoid, and postotic branchial stream (Fig. 5d; Steventon et al. 2014). Among these, subsets of cells continued to express only one of the paralogs, for example in *Rhamphochromis* at 30ss, the cells migrating ventrally in the mandibular stream (mdb on Fig. 5g and h) expressed only *sox10a* (empty blue arrowhead, Fig. 5h), whereas in *Astatotilapia*, cells migrating in the same stream expressed both *sox10a* and *sox10b* (blue arrowhead, Fig. 5h). Furthermore, although both paralogs were expressed in the otic vesicles (but not necessarily co-expressed by the same cells, see supplementary fig. S5d, Supplementary Material online), only *sox10b* was expressed in a group of cells on the dorsal surface of the forebrain, corresponding to oligodendrocytes derived from neural stem cells (Schebesta and Serluca 2009) (gray arrowhead, Fig. 5f and h). Given the conservation of this pattern across vertebrates (Suzuki et al. 2017), these findings suggest that, compared with *sox10a,* cichlid *sox10b* likely performs a broader range of the conserved vertebrate *sox10* roles in fate regulation of some non-NC derived lineages, such as those derived from neural stem cells.

Several differences were also observed between species in the spatial arrangement and migratory behavior of the cranial NC cell subpopulations labeled by one or both of the paralogs until the end of somitogenesis in *Astatotilapia* (30ss) (Fig. 5). The most pronounced divergence involved the extents of their migration into and around head structures (e.g. otic vesicles, eyes, Fig. 5). For instance, at 18ss, *sox10b+* cells migrating in the hyoid stream (hy on Fig. 5f and h), were present further ventral-laterally in *Astatotilapia* compared with *Rhamphochromis* (green arrows on Fig. 5e^i^). This pattern persisted at 30ss (Fig. 5g^i^). In contrast, at the same stage, cells co-expressing *sox10a/sox10b* and migrating in the fronto-nasal stream (fn on Fig. 5h) were found further ventrally in *Rhamphochromis* (purple arrowheads on Fig. 5g^i^ and h).

In summary, cichlid *sox10a* and *sox10b* were expressed by overlapping and divergent subsets of cranial NC cells migrating along the stereotypical pathways. Notably, we observed fine-scale variation in migratory patterns of all streams, except for branchial. Such spatial differences could potentially lead to divergence in fine-scale patterning of the structures derived from cranial NC cells, i.e. craniofacial cartilages and bones, connective tissues and pigment cells (Schilling and Kimmel 1994; Wada et al. 2005; Kague et al. 2012). Combined with differences in expression levels from whole-embryo RNAseq (Fig. 3a and b), these differences could be also related to size variation of the populations expressing each paralog, especially considering the differences in embryo sizes between these species (Marconi et al. 2023). Quantitative in situ hybridization studies, such as with d- or qHCR (Choi et al. 2020), could be used in the future to compare the sizes of migratory NC populations between species. Taken together, the variation in expression patterns of *sox10* paralogs in both overlapping and distinct domains indicates divergence in NC development between cichlid species and could reflect potential divergence in developmental functions between two genes.

### Genome Editing Reveals Functional Divergence between *sox10* Paralogs, including a Novel Craniofacial Skeletal Function of *sox10a* in Cichlid Fishes

Given the extent of divergence between *sox10a* and *sox10b* expression, we set out to characterize their function in cichlids. *sox10* paralog function remains uncharacterized beyond the zebrafish (*Danio rerio*) and medaka (*Oryzias latipes*) model systems. In zebrafish, *sox10b* function is limited to pigmentation and neural derivatives (Kelsh 2006), while in medaka both paralogs have redundant functions in pigmentation development (Nagao et al. 2018). To test whether *sox10* genes perform divergent roles in cichlids, we deployed CRISPR/Cas9 system in *Astatotilapia* to induce indel mutations in the coding sequence (exon 1) of *sox10a* and *sox10b* in turn (Fig. 6, supplementary figs. S6 to S7, Supplementary Material online).

**Fig. 6.**
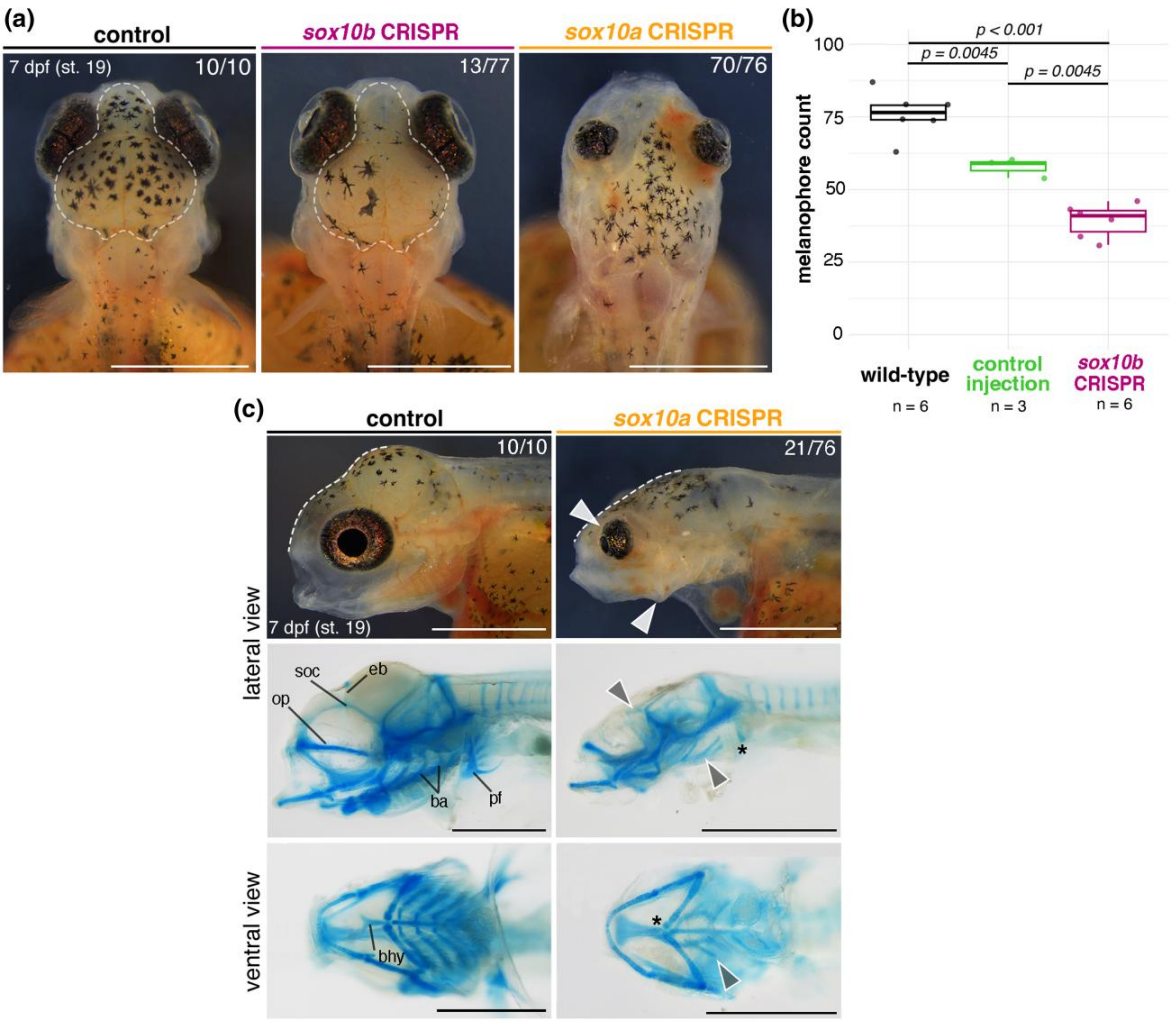
Paralog-specific KO phenotypes indicate functional divergence of *sox10a* and *sox10b* in cichlids. a) Melanophore pigmentation defects, particularly decreased abundance, are observed in *sox10b* but not in *sox10a A. calliptera* mutants. b) *sox10b*-CRISPR embryos have significantly reduced melanophore counts at 7 dpf compared with WT and control injections (boxplots showing melanophore count within the dorsal head area outlined in a.; *P*-values are shown for Tukey HSD). c) Representative craniofacial phenotypes of *sox10a-*CRISPR embryos in live animals and their corresponding cartilage preparations in lateral and ventral views. White dashed lines show the reduced frontal slope of the brain case. Arrowheads and asterisks in panels showing cartilage preparations indicate reduced and missing cartilages, respectively, in the mutants. Fractions indicate the frequency of presented phenotype across all surviving embryos on that day. Data shown are representative of at least biological replicates per target gene. Ba, branchial arches; bhy, basihyal; dpf, days postfertilization; op, orbital process; pf, pectoral fin; soc, super-orbital cartilages; WT, wild-type. Scale bars = 1 mm.

From day 6 to 7 postinjection (st. 18 to 19), coinciding with the main stages of craniofacial cartilage development and patterning in this species (Marconi et al. 2023), craniofacial malformations were observed in *sox10a* CRISPR mosaic embryos. Neurocranial and craniofacial deformities were prevalent among injected embryos (Fig. 6a, *n* = 21/76 across four clutches, supplementary table S9, Supplementary Material online) and, while ranging in severity between clutch-mates, these mutants consistently exhibited flattening of the frontal bones (brain case; indicated by white dashed lines in Fig. 6a), small and bulging, forward-facing eyes as well as protruding, unmoving jaws (white arrowheads in Fig. 6c). Alcian Blue stains for cartilage further revealed severely malformed or entirely missing super-orbital cartilages, basihyal, branchial arches, and pectoral fins (gray arrowheads and asterisks in Fig. 6c). Besides craniofacial abnormalities, *sox10a* mutants at this stage also displayed cardiac and circulatory system defects, reduced black melanophore pigmentation and malformed caudal fin cartilages (supplementary fig. S6, Supplementary Material online). The defects in pigmentation were not quantified due to the wide range of severity of cranial deformations, which could have had indirect effects on the pigmentation, for instance due to reduced epidermis surface area for populating chromatophores. The flattened frontal skull slope suggests that the embryonic brains were also likely adversely affected. Mosaic embryos with severe *sox10a*-knockout (KO) phenotypes (Fig. 6c and supplementary fig. S6, Supplementary Material online) did not survive past 9 dpf (st. 22), suggesting embryonic lethality of a complete KO.

Unlike *sox10*a CRISPR mosaic embryos, *sox10b* mutants did not show any craniofacial cartilage defects at day 7 postinjection (st. 19) nor later, but instead had significantly reduced melanophore pigmentation on the dorsal head region (Fig. 6b and c, *n* = 13/77 across three clutches, supplementary table S9, Supplementary Material online), the first body area consistently populated by all three differentiated pigment cell types (Marconi et al. 2023). The development of other pigment cell lineages (i.e. reflective iridophores and yellow xanthophores) appeared unaffected by the induced mutations at this point, albeit with a noticeable difference in the extent of iridophore pigmentation on the flanks and yolk cover at 12 dpf (st. 24) (supplementary fig. S7, Supplementary Material online). Despite observed *sox10b* expression in otic vesicles and oligodendrocytes (Fig. 5e to g) and a known role of zebrafish *sox10b* in glial development (Carney et al. 2006); we did not identify any discernible phenotypes in KO fish involving these tissues.

These functional analyses provide compelling evidence for divergent roles of cichlid *sox10a* and *sox10b* in the development of the NC and its derivatives, cartilage and pigment cells (melanophores), respectively. Although we observed a level of potential functional redundancy between paralogs in the differentiation of pigment lineages, which requires further investigation, we also uncovered a novel and pivotal role for *sox10a* in the formation of cranial skeleton (neurocranium and craniofacial cartilages)—a function so far only described in cichlids (Fig. 7). Taken together, the differences in *sox10a* and *sox10b* expression and the *sox10a* role in craniofacial skeletal development show that the cranial NC program is diverging between cichlid species, but whether the *sox10* paralogs are causally associated with this divergence remains to be tested.

**Fig. 7.**
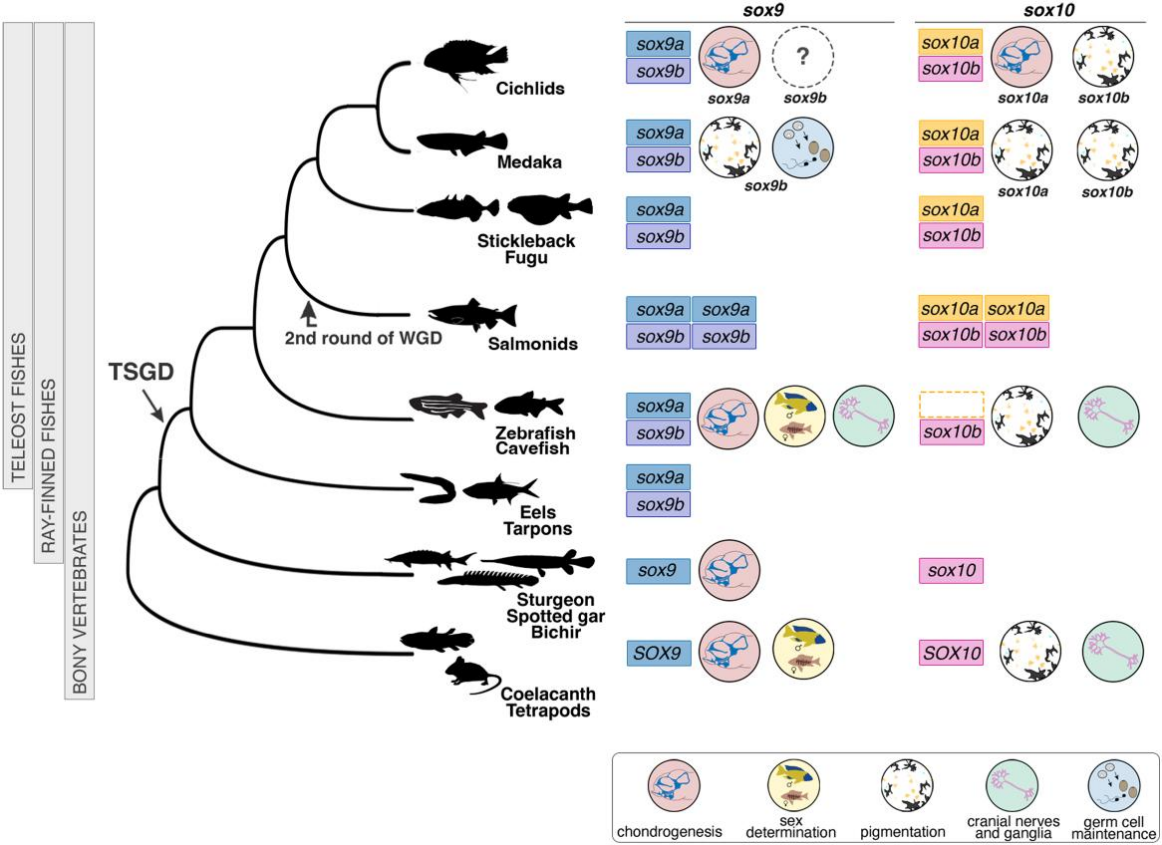
Functional repertoires of *sox9* and *sox10* paralogs across the bony fish phylogeny. Dashed line box indicates possible gene loss among members of the superorder Ostariophysi, including zebrafish and cavefish. References for functional analyses are presented in supplementary table S10, Supplementary Material online. TSGD, teleost-specific genome duplication; WGD, whole genome duplication. Silhouettes downloaded from http://phylopic.org.

## Discussion

The genetic program orchestrating development of the NC is remarkably conserved across vertebrates, despite NC-derived structures constituting some of the most diverse phenotypic traits, especially among lineages that have undergone adaptive radiation. Our study suggests that neofunctionalization following gene duplication, together with extensive transcriptomic divergence during early NC development, may have collectively contributed to the morphological diversification of NC-derived traits, including pigmentation and craniofacial shapes, in Eastern African cichlids. On a larger evolutionary scale, we report a rare example of taxon-specific, divergent evolutionary trajectories of paralogous genes originating from a single genome duplication event in vertebrates, with *sox10* paralogs showing different fates in different teleost taxa.

### Interspecific Divergence in Transcriptional Landscape and Signature of Positive Selection in NC-Related Genes

Recent studies have highlighted that transcriptional evolution among closely related species and across tissues often underlies phenotypic diversity (Cardoso-Moreira et al. 2019; El Taher et al. 2021). Our findings support and expand upon this concept by uncovering large-scale, distinct transcriptomic dynamics during somitogenesis between two closely related yet eco-morphologically distinct Malawi cichlid species, affecting both coding and noncoding genes. Many protein-coding genes, including those involved in NC development and its derivatives, exhibited significant variation in expression trajectories between the two species. 

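Embryos were also compared at equal percentages of somitogenesis, in the 6 pairs of AC and RC stages of Table S11. Over 21212 genes tested in the 50 embryos, limma called 3851 genes between 10ss AC and 15ss RC, 3003 between 15 and 18ss, 3625 between 18 and 22ss, 2689 between 20 and 26ss, 2491 between 22 and 30ss, and 1584 between 30 and 37ss. The mean over these comparisons was 2874 DEGs, against 3276 when the same AC stages were compared with RC embryos of equal somite count in the same model. By pair, these stage-matched comparisons had fewer DEGs than the percent-matched ones at 10ss (3054), 20ss (2587) and 22ss (2333), and more at 15ss (4986), 18ss (4476) and 30ss (2219). In total, 7744 genes were called with percent-matched and 9244 with stage-matched embryos. Of the DEGs of each AC stage, 2284, 2411, 2530, 1476, 1496 and 1275 were called in both comparisons, in the order of the pairs above. Leaving out each replicate of a species in turn gave 6162 to 7527 genes in total. For the 217 fold changes of 122 genes in Table S11, all values here had the same sign as the paper's, and 137 were called.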

Notably, differences in expression of many genes could be explained by simple temporal shifts in timing of gene expression relative to ss, which in turn can be attributed to differences in developmental timing (i.e. heterochrony) between species during somitogenesis (Marconi et al. 2023). These results provide evidence that variation in developmental timing, and consequently altered gene expression dynamics, contribute to species divergence in this clade.

Using combination of genomic and transcriptomic data, we identified 74 DEGs with signatures of divergent positive selection between species, with the most extreme outliers related to cellular functions, such as *fgf8a* (secreted signaling molecule), *tspan37* (regulator of cellular signaling), and *kcnk18* (potassium channel protein), and involved in development of several organs and systems, such as brain, eye, and nervous system (Rahm et al. 2014; Gebuijs et al. 2019). The diversity of their functions during development makes it challenging to identify a specific phenotype under selection as multiple traits could be involved simultaneously. Further work could examine the functions of these genes in cichlid embryonic development and verify their expression in adult tissues to provide some insights into these results.

Furthermore, our study identified dozens of DEGs with known NC functions, ranging from specification to differentiation into pigment and cartilage cell lineages. Several of these genes have previously been associated with NC-trait variation in cichlid fishes (Albertson et al. 2014) and appear to evolve under divergent positive selection, implying that they might be playing a role in the adaptive evolution of cichlids. Although some of these DEGs perform multiple functions during embryogenesis aside from NC development, the overrepresentation of DEGs involved in NC cell development and migration, including many cell-intrinsic (e.g. transcription factors) and -extrinsic factors (e.g. signaling molecules), further underscores the causal role that variation in NC migration might play in the emergence of novel NC phenotypes and species differences in cichlids, as posited by studies across vertebrates (Tucker and Lumsden 2004; Fish et al. 2014; Powder et al. 2014).

### Differences in NC Migration between Cichlid Species Potentially Associated with Trait Divergence

Our comparative analysis in two eco-morphological divergent Malawi cichlids revealed that *sox10* paralogs—duplicates of a master regulator within the NC program—show species-specific temporal and spatial variation, especially in migratory cranial NC cells expressing *sox10* paralogs. This variation could be in turn linked to pigmentation, craniofacial diversity and potentially differences in other NC-derived cell lineages, such as cranial sensory ganglia, Schwann cells, and cardiomyocytes (Schilling and Kimmel 1994; Sande-Melón et al. 2019).

Specifically, *sox10a* had consistently higher expression in *Rhamphochromis* in somite-stage matched embryos. *sox10a+* cells in the fronto-nasal stream showed more advanced in ventral migration and earlier expression in the hyoid stream, suggesting that an earlier and, potentially, prolonged migration could lead to larger structures, consistent with the prominent jaws of the piscivore compared with moderate phenotype of an omnivore. However, it is important to note that our *sox10a* mutants displayed relatively normal lower jaw cartilages, while the cartilages of branchial arches (originating from NC cells migrating in the branchial stream) and the frontal slope (fronto-nasal stream) were severely affected. These findings align with patterns of *sox10a* expression in both of these streams throughout cranial NC migration. Further studies involving later stages (e.g. pharyngula until st. 16 when the first cartilages are present, Marconi et al. 2023) and the use of additional molecular markers (e.g. *sox9* genes, *dlx2a,* collagen gene *col2a1a*) are needed to investigate the potential connection between *sox10a-*expressing cells in the embryo, cartilage formation and these affected structures.

Our findings posit an intriguing question regarding whether *sox10* paralogs are actively driving the observed differences in NC migration, or are they merely markers of migratory populations that have been influenced by activity of other genes? Given the complexity of developmental and genetic programs governing NC, it is likely that both scenarios could be at play: *sox10* paralogs may contribute to driving NC migration, particularly through their regulatory (and, in case of *sox10a*, at least to some extent novel) roles, while also marking NC populations that are being influenced by other genes involved in migration. Further investigation into the specific roles of *sox10* paralogs, including their interactions with other genes during NC migration, would be necessary to fully understand their contribution to the observed differences.

Finally, future comparative studies on NC development across multiple divergent species, particularly those characterized by different eco-morphotypes, could provide valuable insights into the connection between NC development, migratory behaviors, and adult phenotypes, and how observed differences are associated with their adult adaptive diversity. Nonetheless, our findings highlight the variability of the NC development in closely related cichlids, suggesting unexplored variation in the NC-GRN and highlighting *sox10* paralogs as potential candidates involved in trait diversification.

### Evolution of the NC Program following the Teleost Genome Duplication

One consequence of WGD during teleost evolution is the duplication of entire gene networks. Retained genes post-WGD can contribute to functional innovation and evolution through coding sequence changes and rewiring of the regulatory networks controlling gene expression. The latter is particularly relevant for duplicated regulatory genes, which have a higher potential for significant impacts on gene expression and phenotypic effects (Taylor and Raes 2004). Our phylogenetic analyses confirmed that *sox10* was duplicated during teleost WGD and retained as duplicates in most teleost genomes, except for two members of a major freshwater fish clade Ostariophysi, zebrafish (Cypriniformes) and cavefish (Characiformes). These results suggest that the loss of one of the *sox10* duplicates likely occurred in the common ancestor of ostariophysians (i.e. single loss event) but future work involving representative species from other ostariophysian orders, such as catfish, electric eel or South American knifefish, will be required to address this hypothesis. Interestingly, our expression and functional analyses data revealed distinct fates for *sox10* paralogs in cichlids compared with other teleosts. This presents a unique opportunity to study the impact of gene duplication on NC evolution in multiple evolutionary contexts, including comparisons between nonteleost fishes (i.e. pre-WGD), multiple teleost fishes and other vertebrates.

For example, the differences in expression patterns between *sox10a* and *sox10b* in cichlids are more pronounced than those observed in medaka, particularly with respect to the apparent absence of *sox10a* expression in the extraembryonic tissues in the latter species (Nagao et al. 2018; Tsunogai et al. 2021). The acquisition of novel and divergent expression domains in cichlids suggests the presence of new regulatory elements, warranting future studies to investigate the expression and regulation of *sox10* paralogs in this clade and teleosts on a broader scale.

Moreover, we showed that *sox10a* KO mutant is associated with aberrant craniofacial skeletal development phenotypes in *A. calliptera*, consistent with the emergence of functional divergence between *sox10a and sox10b* in cichlid fishes and other teleosts. The modest proportion of severely affected CRISPR embryos may suggest selection for reduced mutant NC cell contribution to the mosaics, where cells with functional *sox10* alleles might outcompete or compensate for the affected cells, leading to a less pronounced phenotype. Additionally, compensatory mechanisms could be at play, where other genes or paralogs mitigate the loss or reduction of *sox10* function, thereby minimizing the visible impact on the phenotype in many embryos. Future work examining the impact of *sox10* paralog KO mutations on NC development, including specification, migration and differentiation into pigment cells and cartilage, will provide important insights into the mechanistic basis of these phenotypes.

The observed cartilage malformations in mosaic *sox10a*-CRISPR cichlids contrast with the effects of complete KO mutations of both its orthologs *sox10a* and *sox10b* in medaka and *sox10b* in zebrafish (Kelsh and Eisen 2000; Nagao et al. 2018). Functional analyses in medaka (Nagao et al. 2018) and zebrafish (Kelsh and Eisen 2000) suggest that in these lineages *sox10* paralog(s) have retained ancestral functions in pigmentation, neuron and glial cell development, consistent with observations in other vertebrate lineages (Fig. 7, supplementary table S10, Supplementary Material online). Notably, medaka *sox10a* and *sox10b* have partially redundant functions in development of pigment cells, in agreement with the most common scenario of subfunctionalization of gene duplicates, also reported for *sox9* paralog in zebrafish (Yan et al. 2005; Nagao et al. 2018). In these teleosts, pigmentation was severely reduced, but cartilage development remained unaffected, similar to other vertebrates (Kapur 1999; Honoré et al. 2003). The chondrogenesis aberration seen in *sox10a* mutants is more reminiscent of the effects of *sox9a* homozygous mutation in Nile tilapia (Li et al. 2023) and zebrafish (Yan et al. 2005), as well as *sox9* in mice (Wagner et al. 1994; Fig. 7, supplementary table S10, Supplementary Material online).

The expression and functional data combined thus suggest a different partitioning of functions among soxE family genes (specifically *sox9* and *sox10*) in cichlids compared with other teleosts. We posit that *sox10a* acquired an essential role in chondrogenesis in the cichlid lineage, a function performed by *sox9* genes in other teleosts (Cresko et al. 2003; Yan et al. 2005; Nagao et al. 2018), possibly overlapping with the role of *sox9a* in cichlids (Li et al. 2023; Fig. 7). In contrast, cichlid *sox10b* appears to have retained its function in pigmentation development, akin to its orthologs in other teleost lineages. The subtle, yet significant, pigmentation phenotypes of *sox10b*-CRISPR fish could be due to the mosaic nature of the induced mutations. It remains to be determined whether potential differences in head pigmentation in severe *sox10a* mutants reflect some functional overlap between paralogs or indirect effects of the cranial cartilage malformation on pigment cell development. Similarly, the striking eye and brain size reduction in *sox10a* mutants suggests that chondrogenesis of the craniofacial skeleton might also influence ocular and brain development. Together with observed expression differences of *prdm1a* (*sox10* regulator) at the anterior neural plate border and prechordal plate, these findings may also implicate early variation in cranial placode (developmental precursors of sensory systems) development between species. More comprehensive analyses of NC development in *sox10* mutants, along with examination of non-NC-derived lineages expressing *sox10b*, will be required to better understand the functions of these genes during cichlid embryogenesis. Future studies in a wider range of species will be necessary to assess the extent of functional overlap among other *soxE* family members and to delineate the roles of *sox10a* and *sox9* paralogs in cichlid chondrogenesis, cranial placode and ocular development.

## Conclusion

Our study highlights the critical role of gene expression differences during embryonic development in generating phenotypic variation, particularly in the NC, a key cell population responsible for many adaptive cichlid traits. The identification of transcriptome variation linked to NC processes, alongside signatures of positive selection, underscores the importance of this cell population in the developmental evolution of cichlid fishes.

Functional divergence of duplicated genes is widely recognized for its role in the evolution of morphological diversity, including the expansion of the pigmentation pathway in teleosts (Braasch et al. 2009). In contrast, neofunctionalization is a rare occurrence in genetic evolution, with subfunctionalization (partitioning of ancestral functions between paralogs) being the most common scenario, allowing for developmental fine-tuning (Force et al. 1999). Our findings in cichlids, however, reveal that *sox10a* has acquired a novel function in chondrogenesis, which has not been previously reported in any other teleost clade. This shows that these paralogs have followed divergent evolutionary fates throughout teleost evolution.

We further hypothesize that, while cichlid *sox10b* retained its ancestral function, the neofunctionalization of *sox10a* may have contributed to the rewiring of the NC genetic and developmental programs. These programs show remarkable differences between cichlid species, thus providing an opportunity and genetic raw material for the remarkable diversification of the NC-derived phenotypes in cichlids. Altogether, *sox10* paralogs and their variable evolutionary fates are an ideal system for studying the evolution of NC-GRNs across multiple evolutionary scales, within cichlid radiations, and among teleosts and vertebrate species.

## Supplementary Material

msae217_Supplementary_Data

## Data Availability

The raw RNA sequencing reads have been deposited in the Gene Expression Omnibus under the accession GSE250387. This data is made available on an open access basis for research use only. Any person who wishes to use this data for any form of commercial purpose must first enter a commercial licensing and benefit sharing arrangement with the Government of Malawi. All scripts used to analyze the data can be accessed at: https://github.com/Santos-cichlids/neural-crest-sox10-paralogs-cichlids.

# Supplementary material for: Genetic and Developmental Divergence in the Neural Crest Program between Cichlid Fish Species
**Source:** Mol Biol Evol. 2024 Oct 16;41(11):msae217. doi: 10.1093/molbev/msae217
**Supplement:** msae217_Supplementary_Data

**
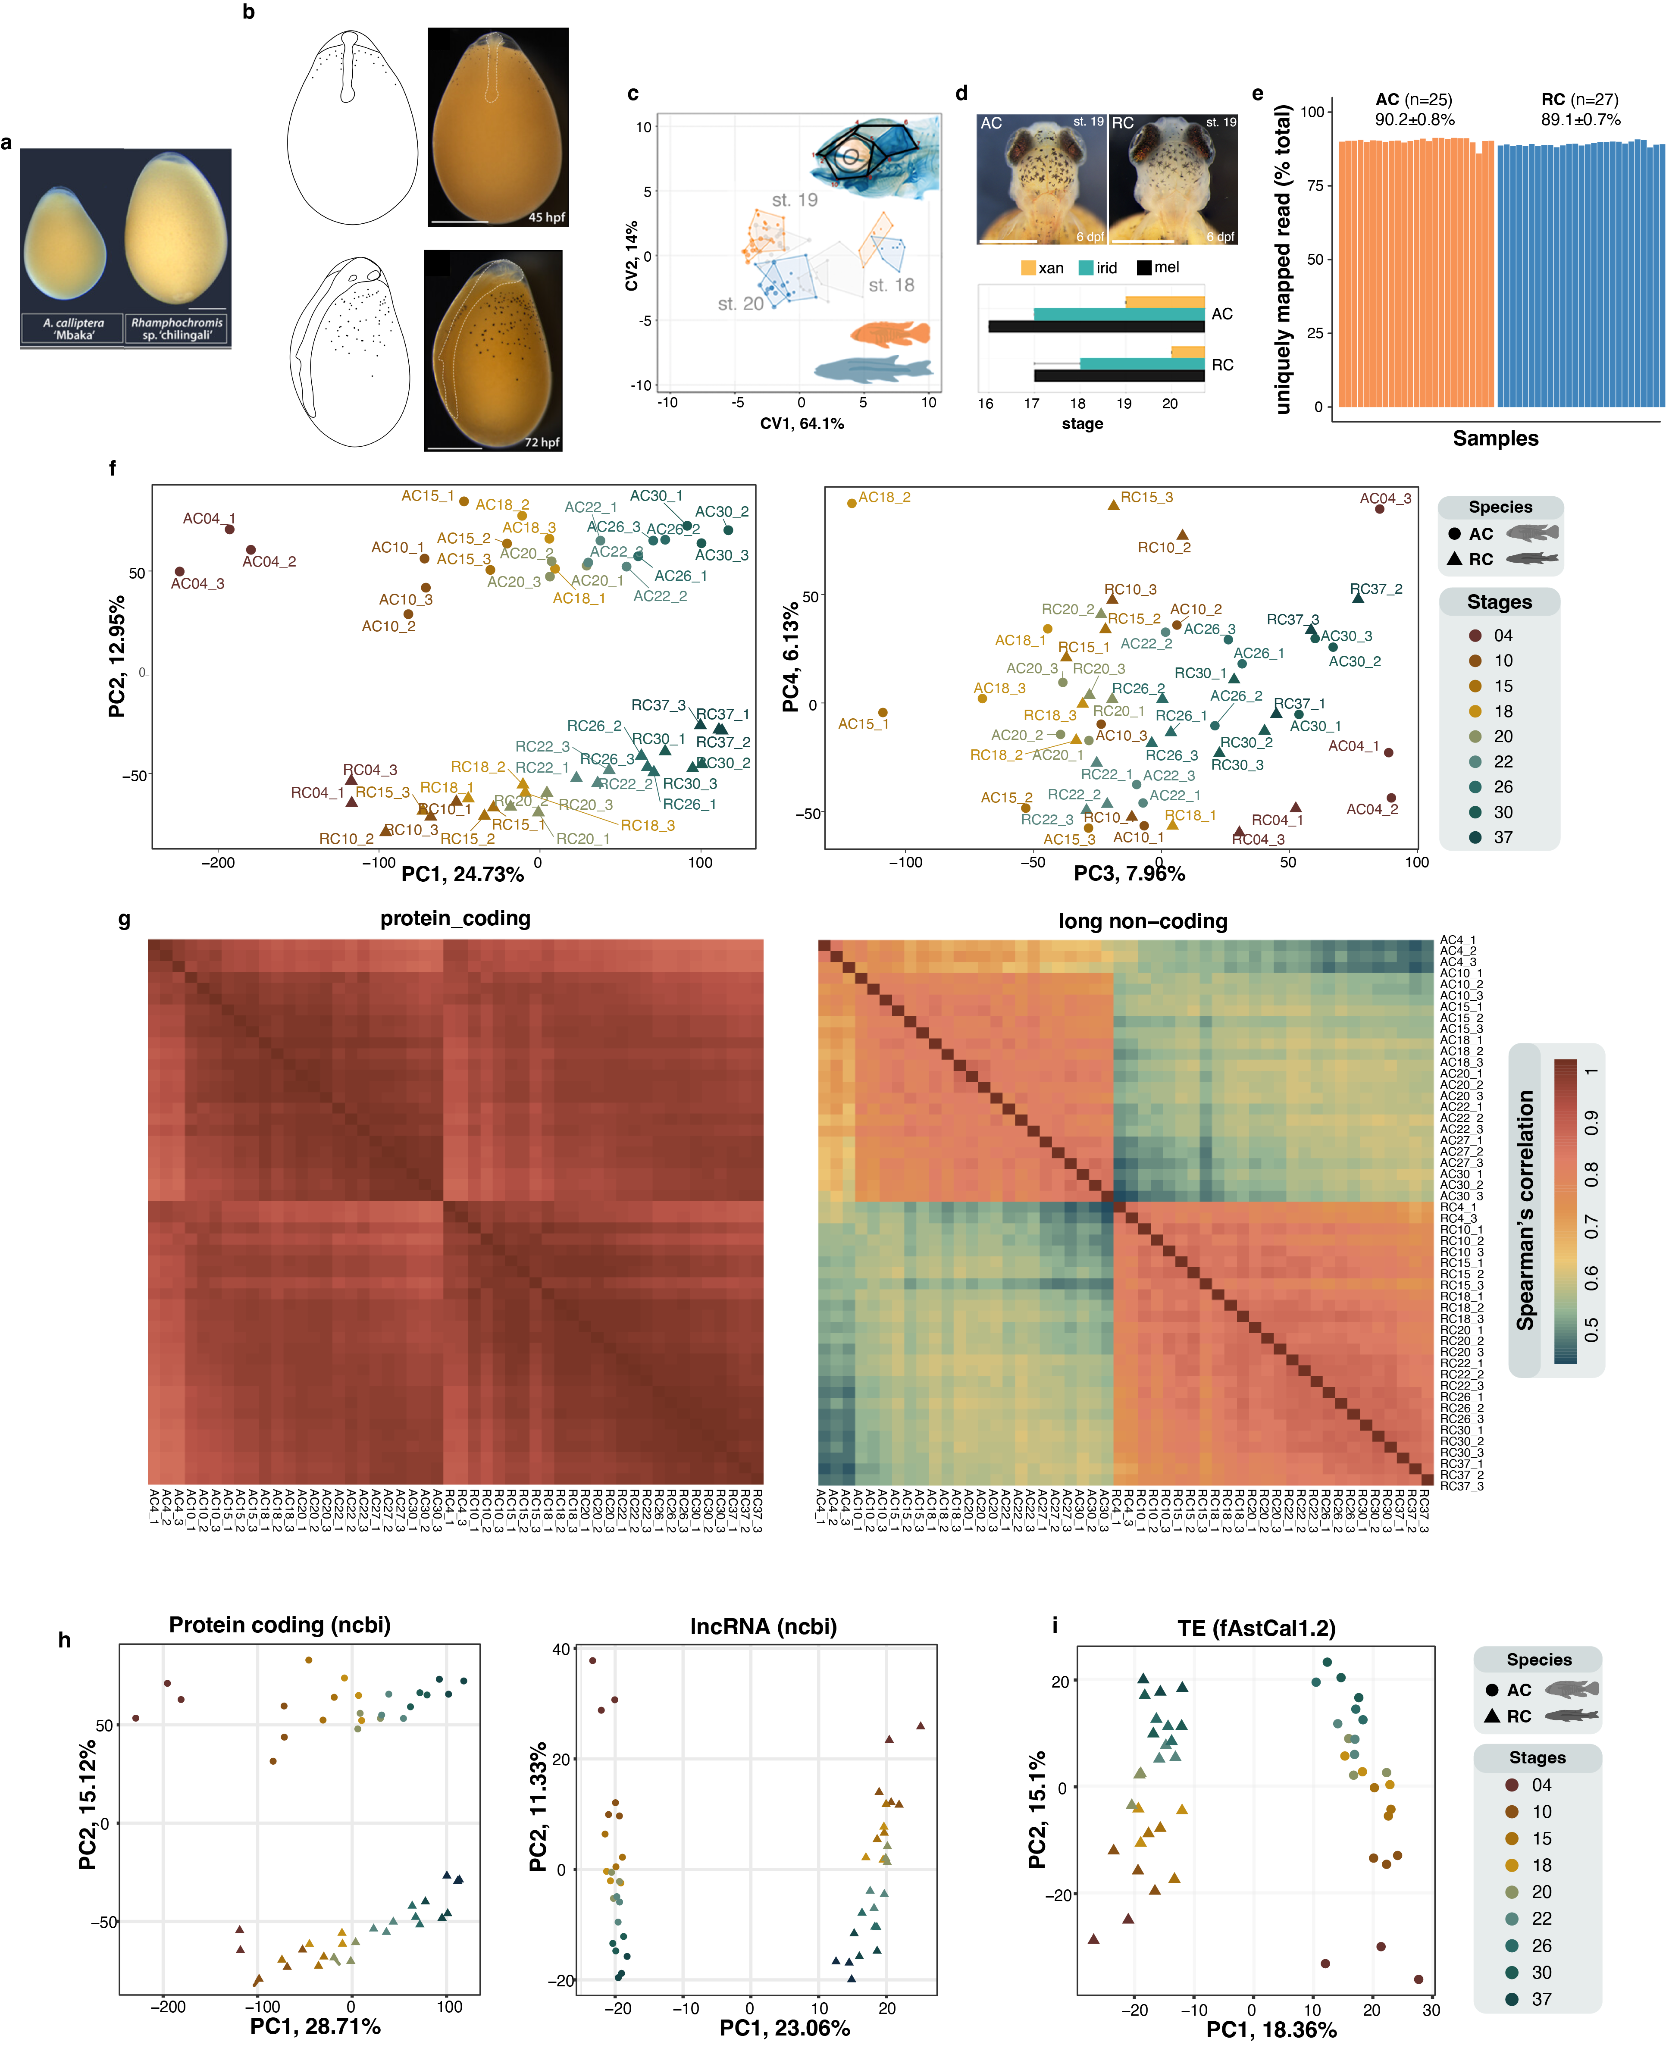
**

**Supplementary Figure S1. Comparative characterization of cichlid transcriptomic landscapes during somitogenesis and neural crest development.** **a)** Images of fertilized eggs for AC (left) and RC (right). **b)** Example of embryo dissected from the yolk. **c-d**) Interspecific divergence in shapes of the craniofacial skeleton (depicted in a common morphospace in **c**), and timing of pigment cell appearance (**d**) during post-hatching development (stages 16-20) indicates that phenotypic variation in these NC-derived traits is specified prior to their overt formation (Marconi et al. 2023)**. e)** Mapping rates for all sequenced samples. Number of biological replicates per group and mean ± standard deviation of mapping rates are given above the graph. **f)** PCA plots showing PC1-PC2 (left) and PC3-PC4 with labeled samples (right) as part of the whole transcriptome analysis (see Fig. 1e). **g)** Heatmaps showing pairwise Spearman’s correlation scores of gene expression values for protein coding (23,664 transcribed genes with ≥5 normalized count in any one sample) and non-coding transcripts (1,664 transcribed genes with ≥5 normalized count in any one sample). **h-i**) PCA plots of gene expression values (DESeq2 gene count normalization) for protein coding and lncRNA (**h**), and for transcribed TE transcripts (1,609 TE transcripts) (**i**).

# Supplementary material for: Genetic and Developmental Divergence in the Neural Crest Program between Cichlid Fish Species
**Source:** Mol Biol Evol. 2024 Oct 16;41(11):msae217. doi: 10.1093/molbev/msae217
**Supplement:** msae217_Supplementary_Data

**
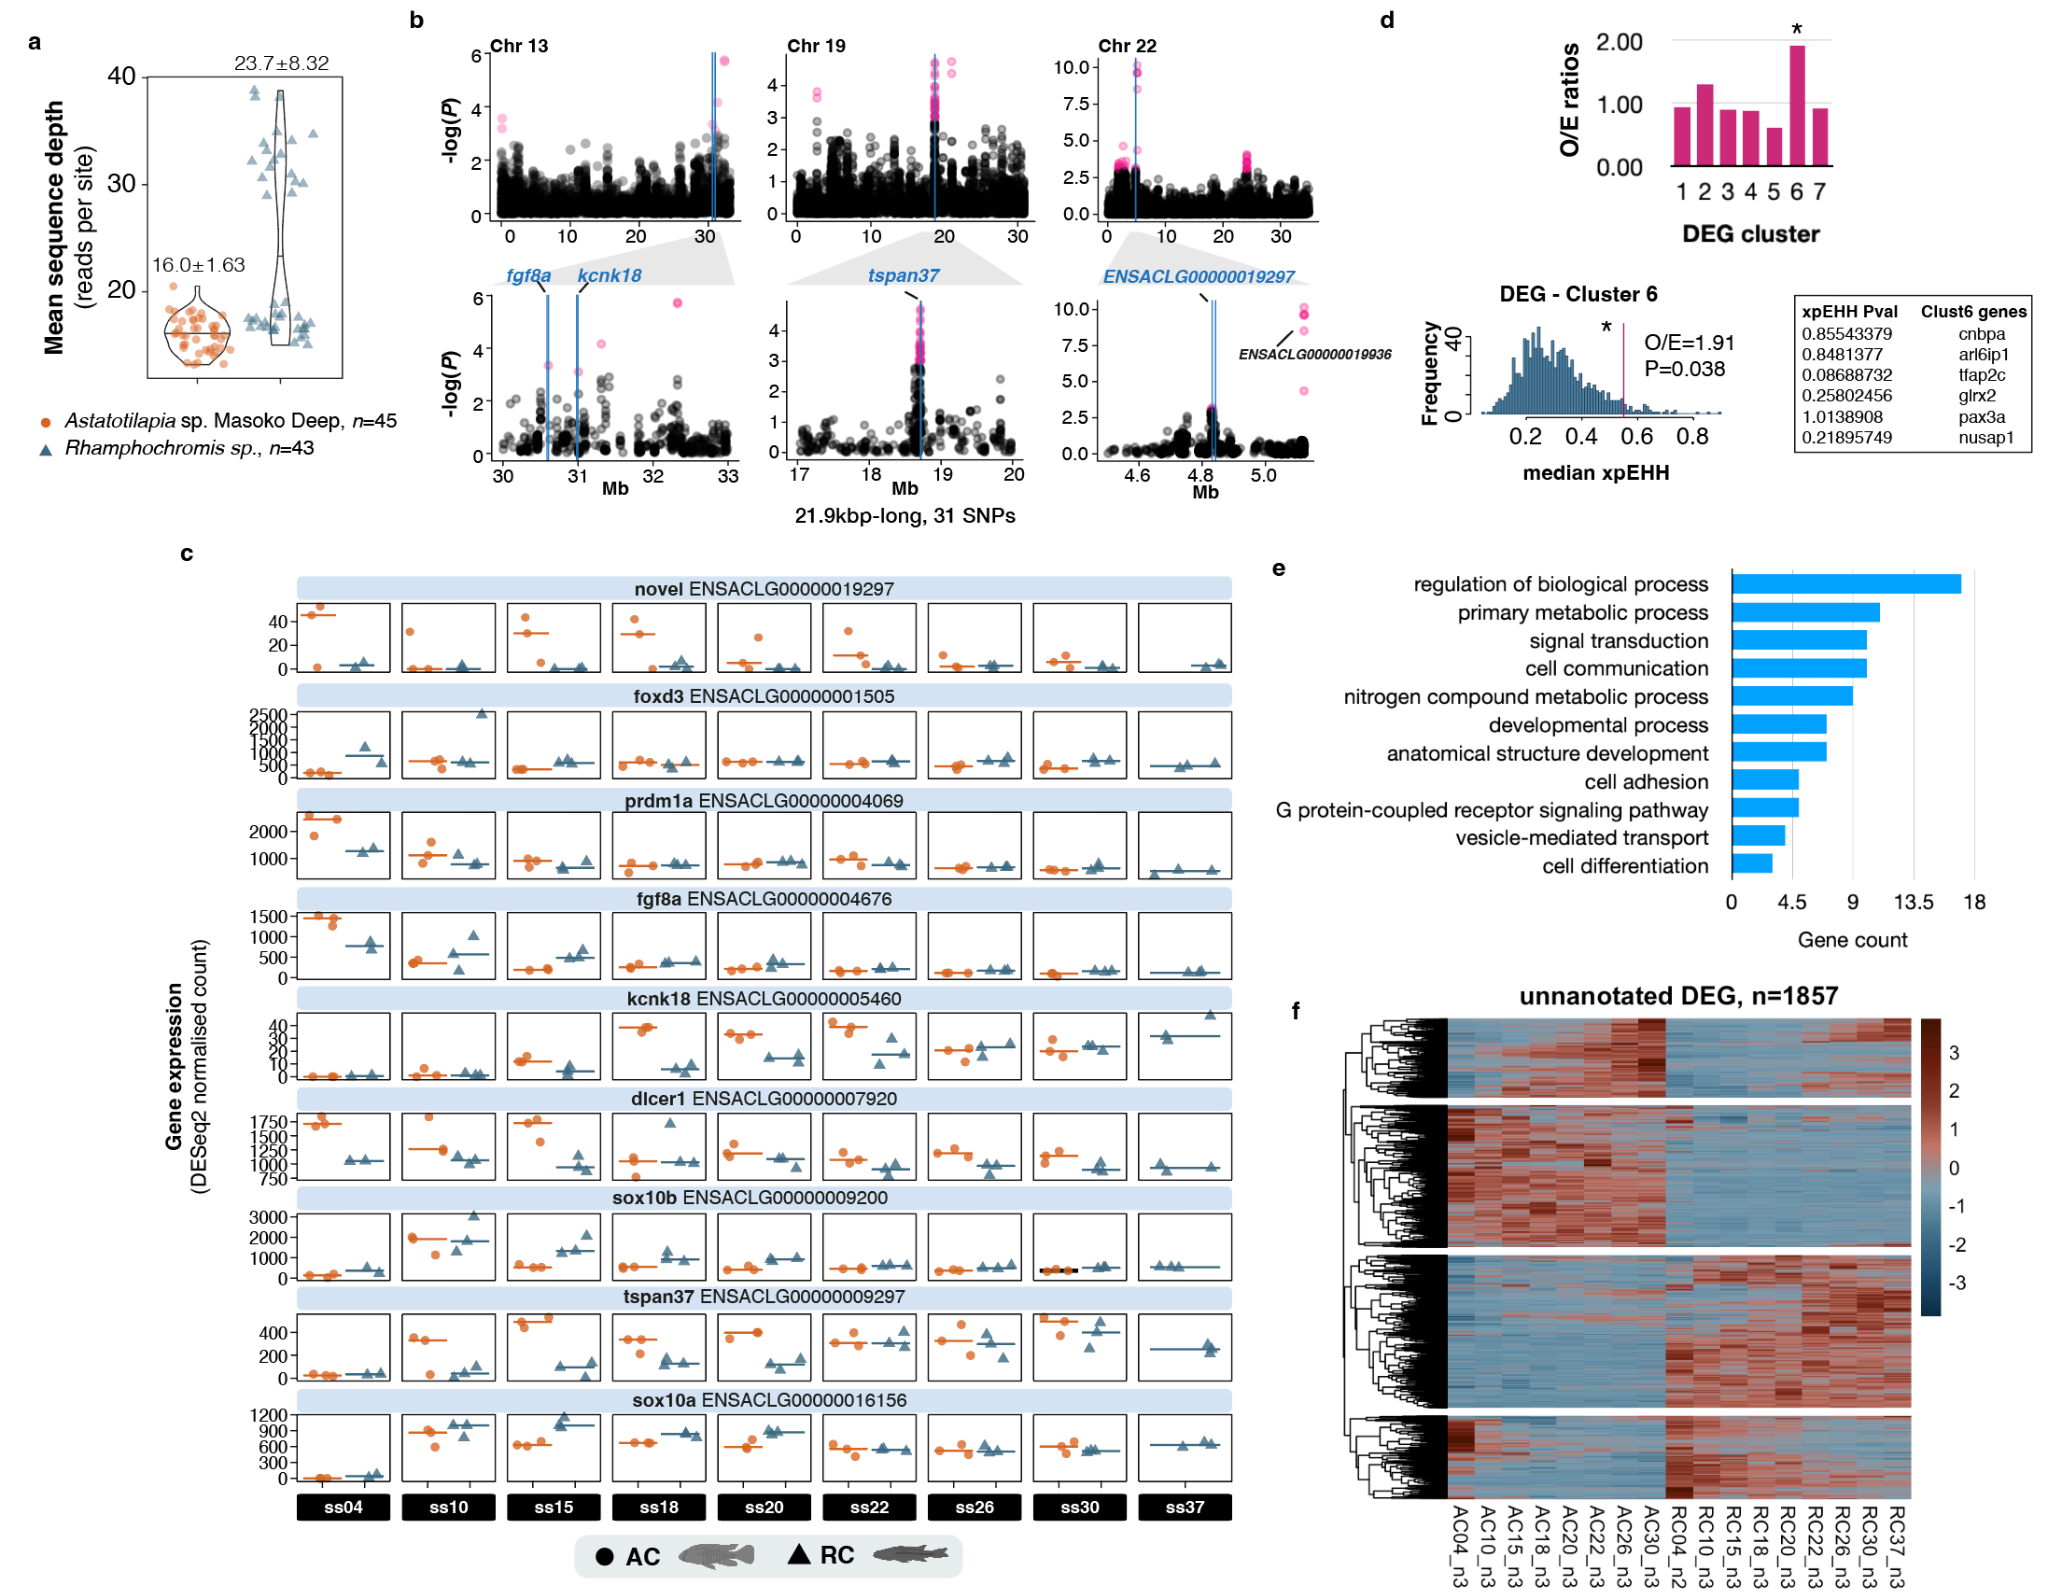
**

**Supplementary Figure S2. Comparative population genomics between AC and RC cichlid species identifies regions of positive selection associated with transcriptomic divergence. a**) Violin plot showing overall genome coverage for the two cichlid population used genomics analyses (horizontal bars for median values). **b)** Close-up genome-browser views focusing on the DEG candidates associated with xpEHH peaks shown in Fig. 2c. **c)** Plots of expression values for some DEG candidates associated with outlier regions of putative signatures of selection (refer to Fig. 2c); horizontal bars show median values. **d)** Upper panel: observed vs. expected ratios of xpEHH significance enrichment for all the NC-DE genes belonging to each DEG cluster. Expected values were computed through 1000 random iterations. All NC-DE genes from cluster 6 show significant enrichment for xpEHH scoresz, indicative of signature of positive selection. Lower panel: O/E distributions of xpEHH for NC-DEG belonging to cluster 6 (listed on the left). **e)** Top 10 GO categories of DEGs associated with xpEHH outlier peaks. **f)** Heatmap showing scaled gene expression for the 1857 DE unannotated genes.

# Supplementary material for: Genetic and Developmental Divergence in the Neural Crest Program between Cichlid Fish Species
**Source:** Mol Biol Evol. 2024 Oct 16;41(11):msae217. doi: 10.1093/molbev/msae217
**Supplement:** msae217_Supplementary_Data

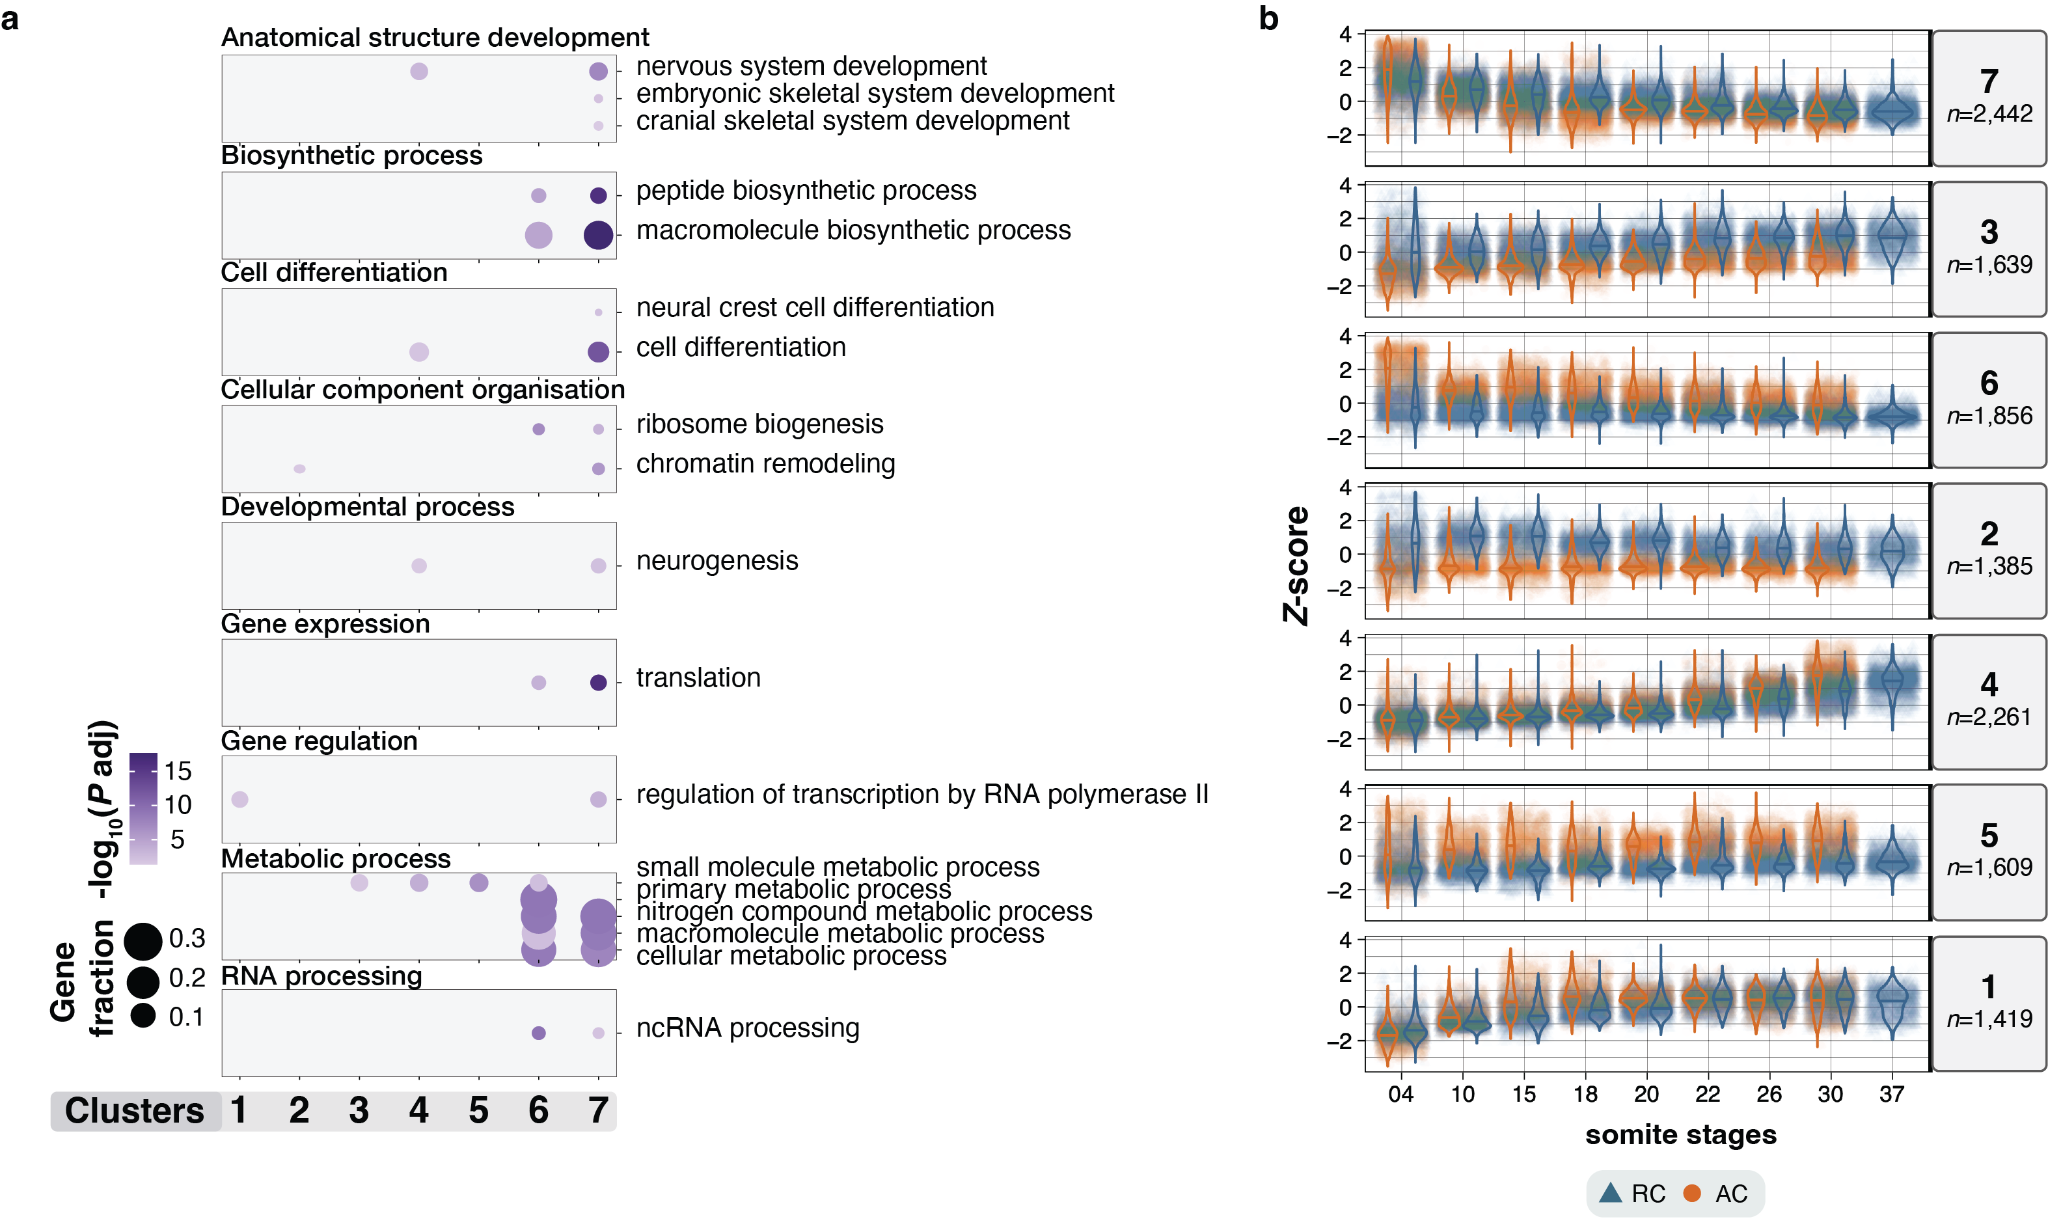

**Supplementary Figure S3. Unbiased, hierarchical clustering of DEGs based on gene expression patterns into seven distinct clusters.** **a)** Distinct Gene Ontology categories are significantly enriched in each of the seven clusters of gene expression identified**. b)** Gene expression dynamics (*Z*-score, scaled normalized gene count) for all DEGs across all somite stages according to seven gene expression clusters identified in Fig. 2a. Hpf, hour post-fertilisation. AC, *Astatotilapia calliptera* ‘Mbaka’; RC, *Rhamphochromis* sp. ‘chilingali’.

# Supplementary material for: Genetic and Developmental Divergence in the Neural Crest Program between Cichlid Fish Species
**Source:** Mol Biol Evol. 2024 Oct 16;41(11):msae217. doi: 10.1093/molbev/msae217
**Supplement:** msae217_Supplementary_Data

**
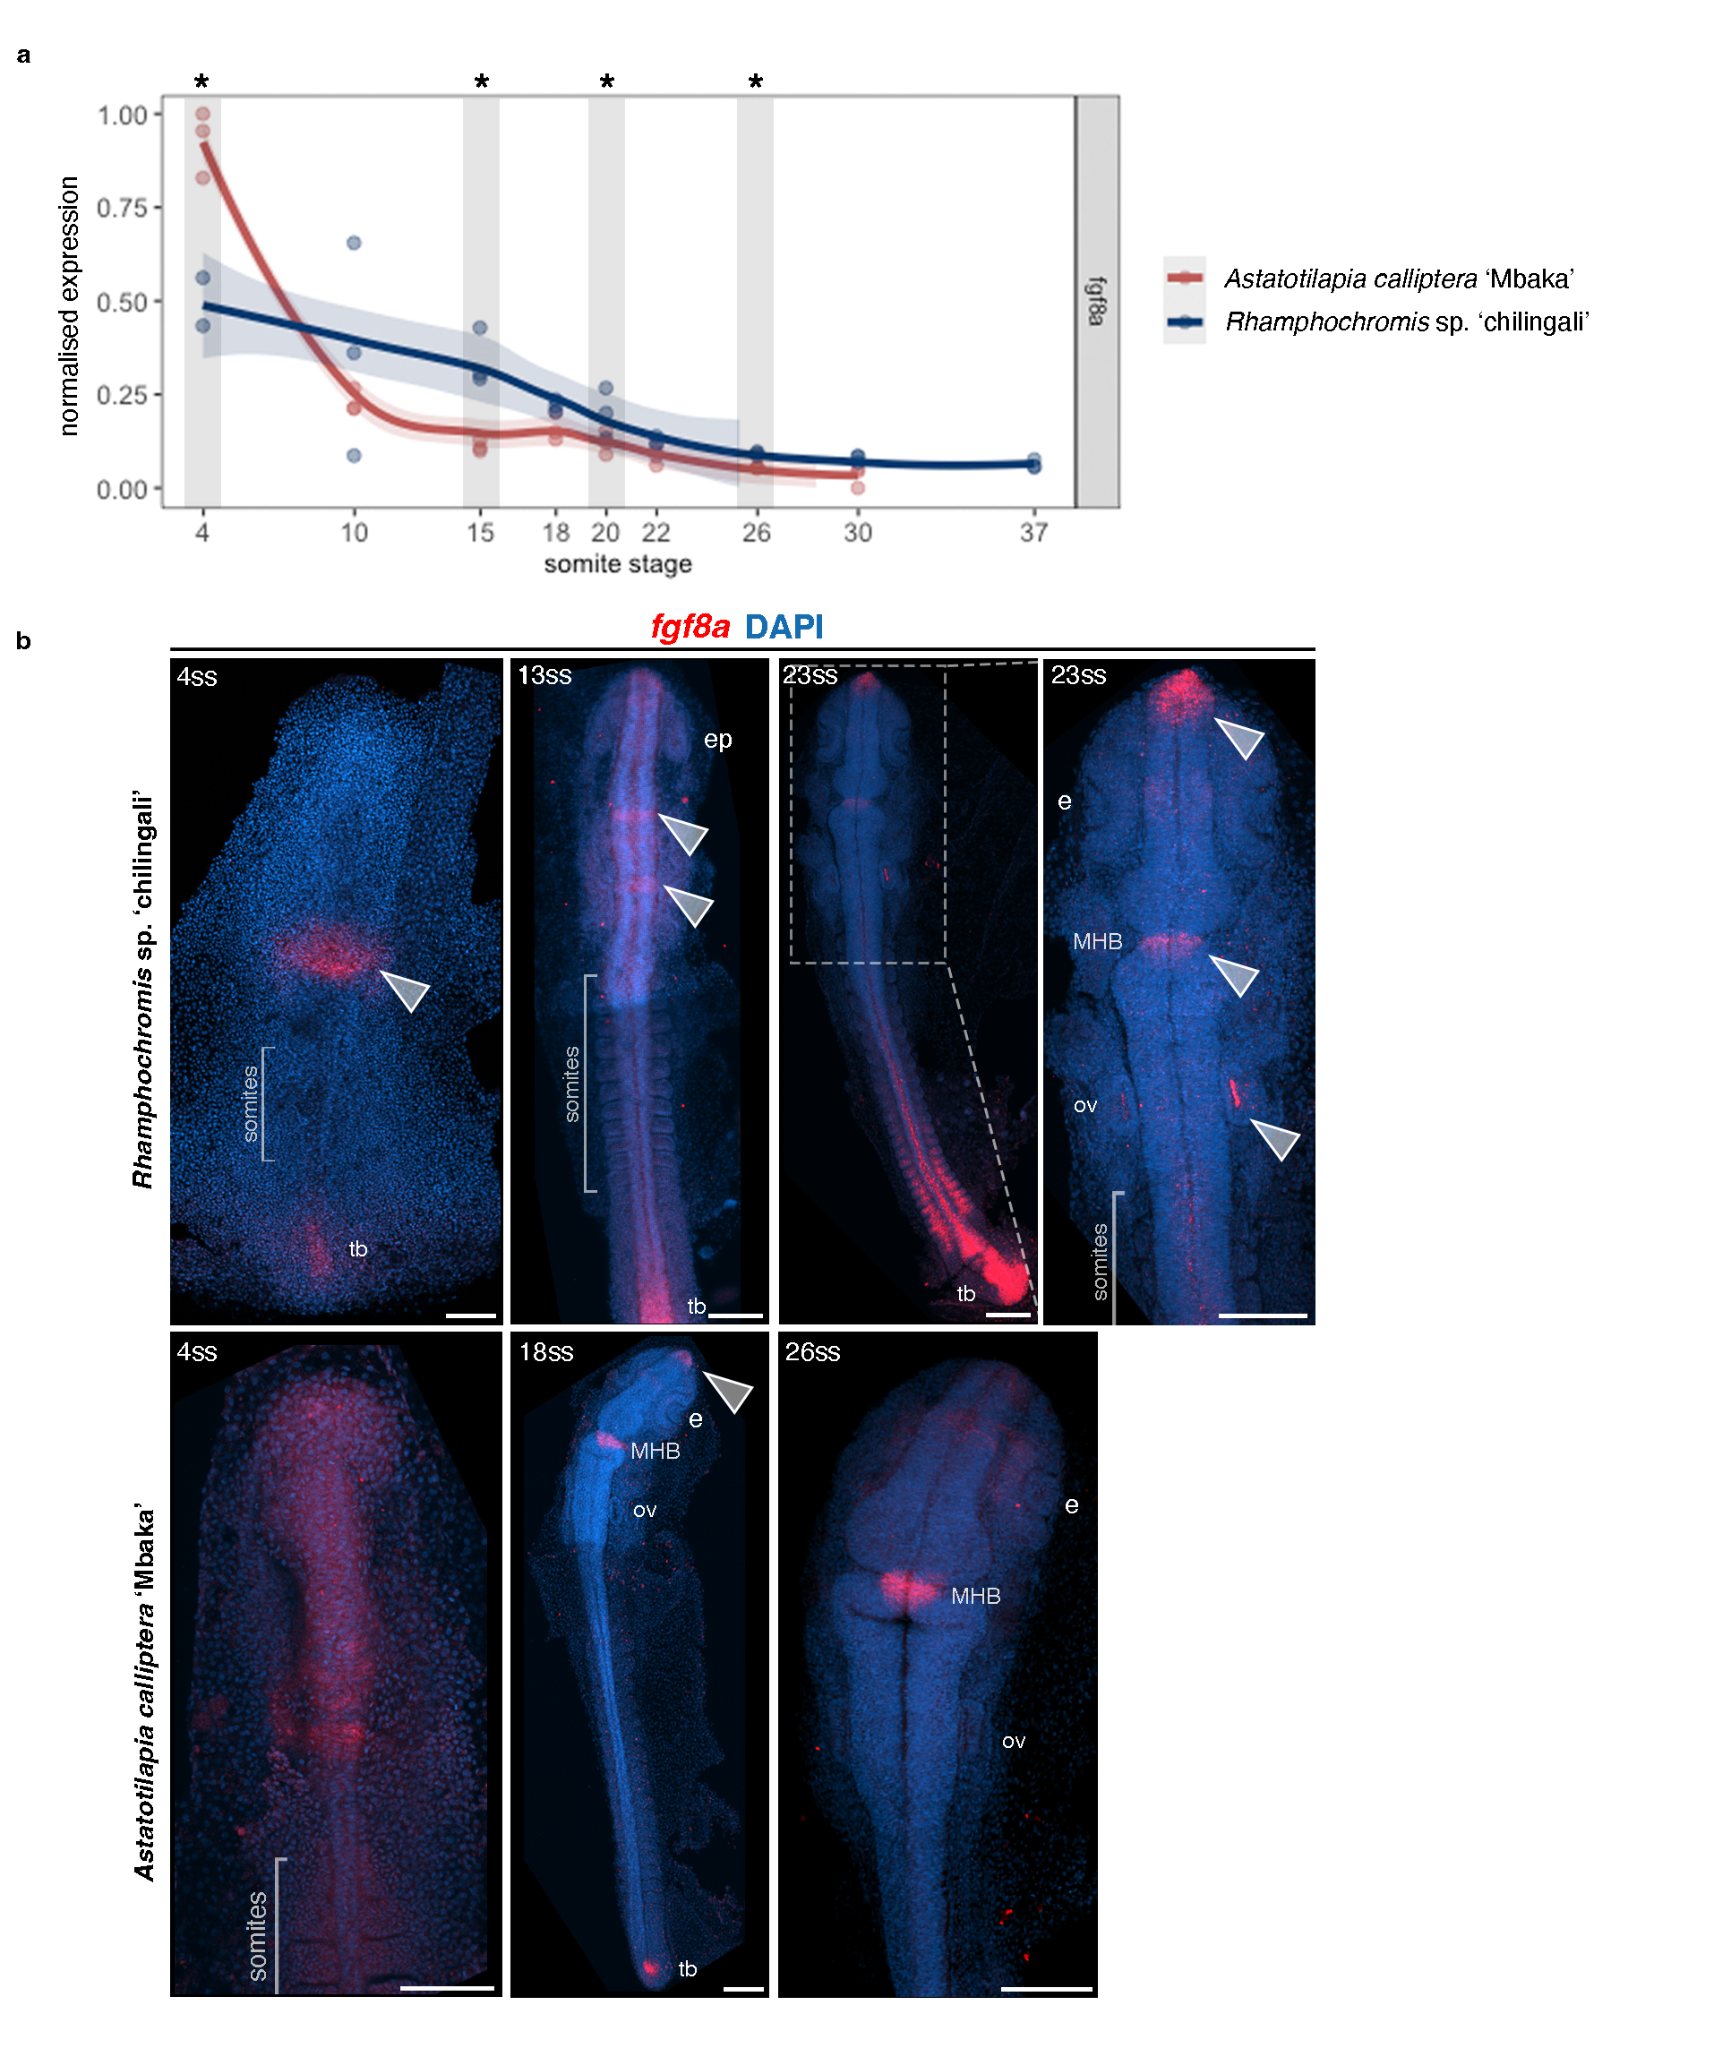
**

**Supplementary Figure S4. *fgf8a* expression patterns in cichlid embryos suggest a role in brain development during somitogenesis rather than the neural crest.** **a**) Significant differences in expression levels of *fgf8a* were observed at multiple stages of somitogenesis. Shaded panels and asterisks denote stages of differential expression between species with log_2_ fold change over 1.5 and p-adj < 0.05. **b**) Expression patterns of *fgf8a* in cichlids at selected stages of somitogenesis. Note the difference in expression domains between species at 4ss. At later stages, in addition to strong expression at the midbrain-hindbrain boundary (MHB) and anterior-most end tip of the forebrain, *fgf8a* transcripts were also detected in the tailbud (arrowheads). Expression in otic vesicles was only observed in *Rhamphochromis*. ep - eye primordium, e - eye, MHB - midbrain-hindbrain boundary, ov - otic vesicle, tb - tailbud. Scale bar = 100 μm.

# Supplementary material for: Genetic and Developmental Divergence in the Neural Crest Program between Cichlid Fish Species
**Source:** Mol Biol Evol. 2024 Oct 16;41(11):msae217. doi: 10.1093/molbev/msae217
**Supplement:** msae217_Supplementary_Data

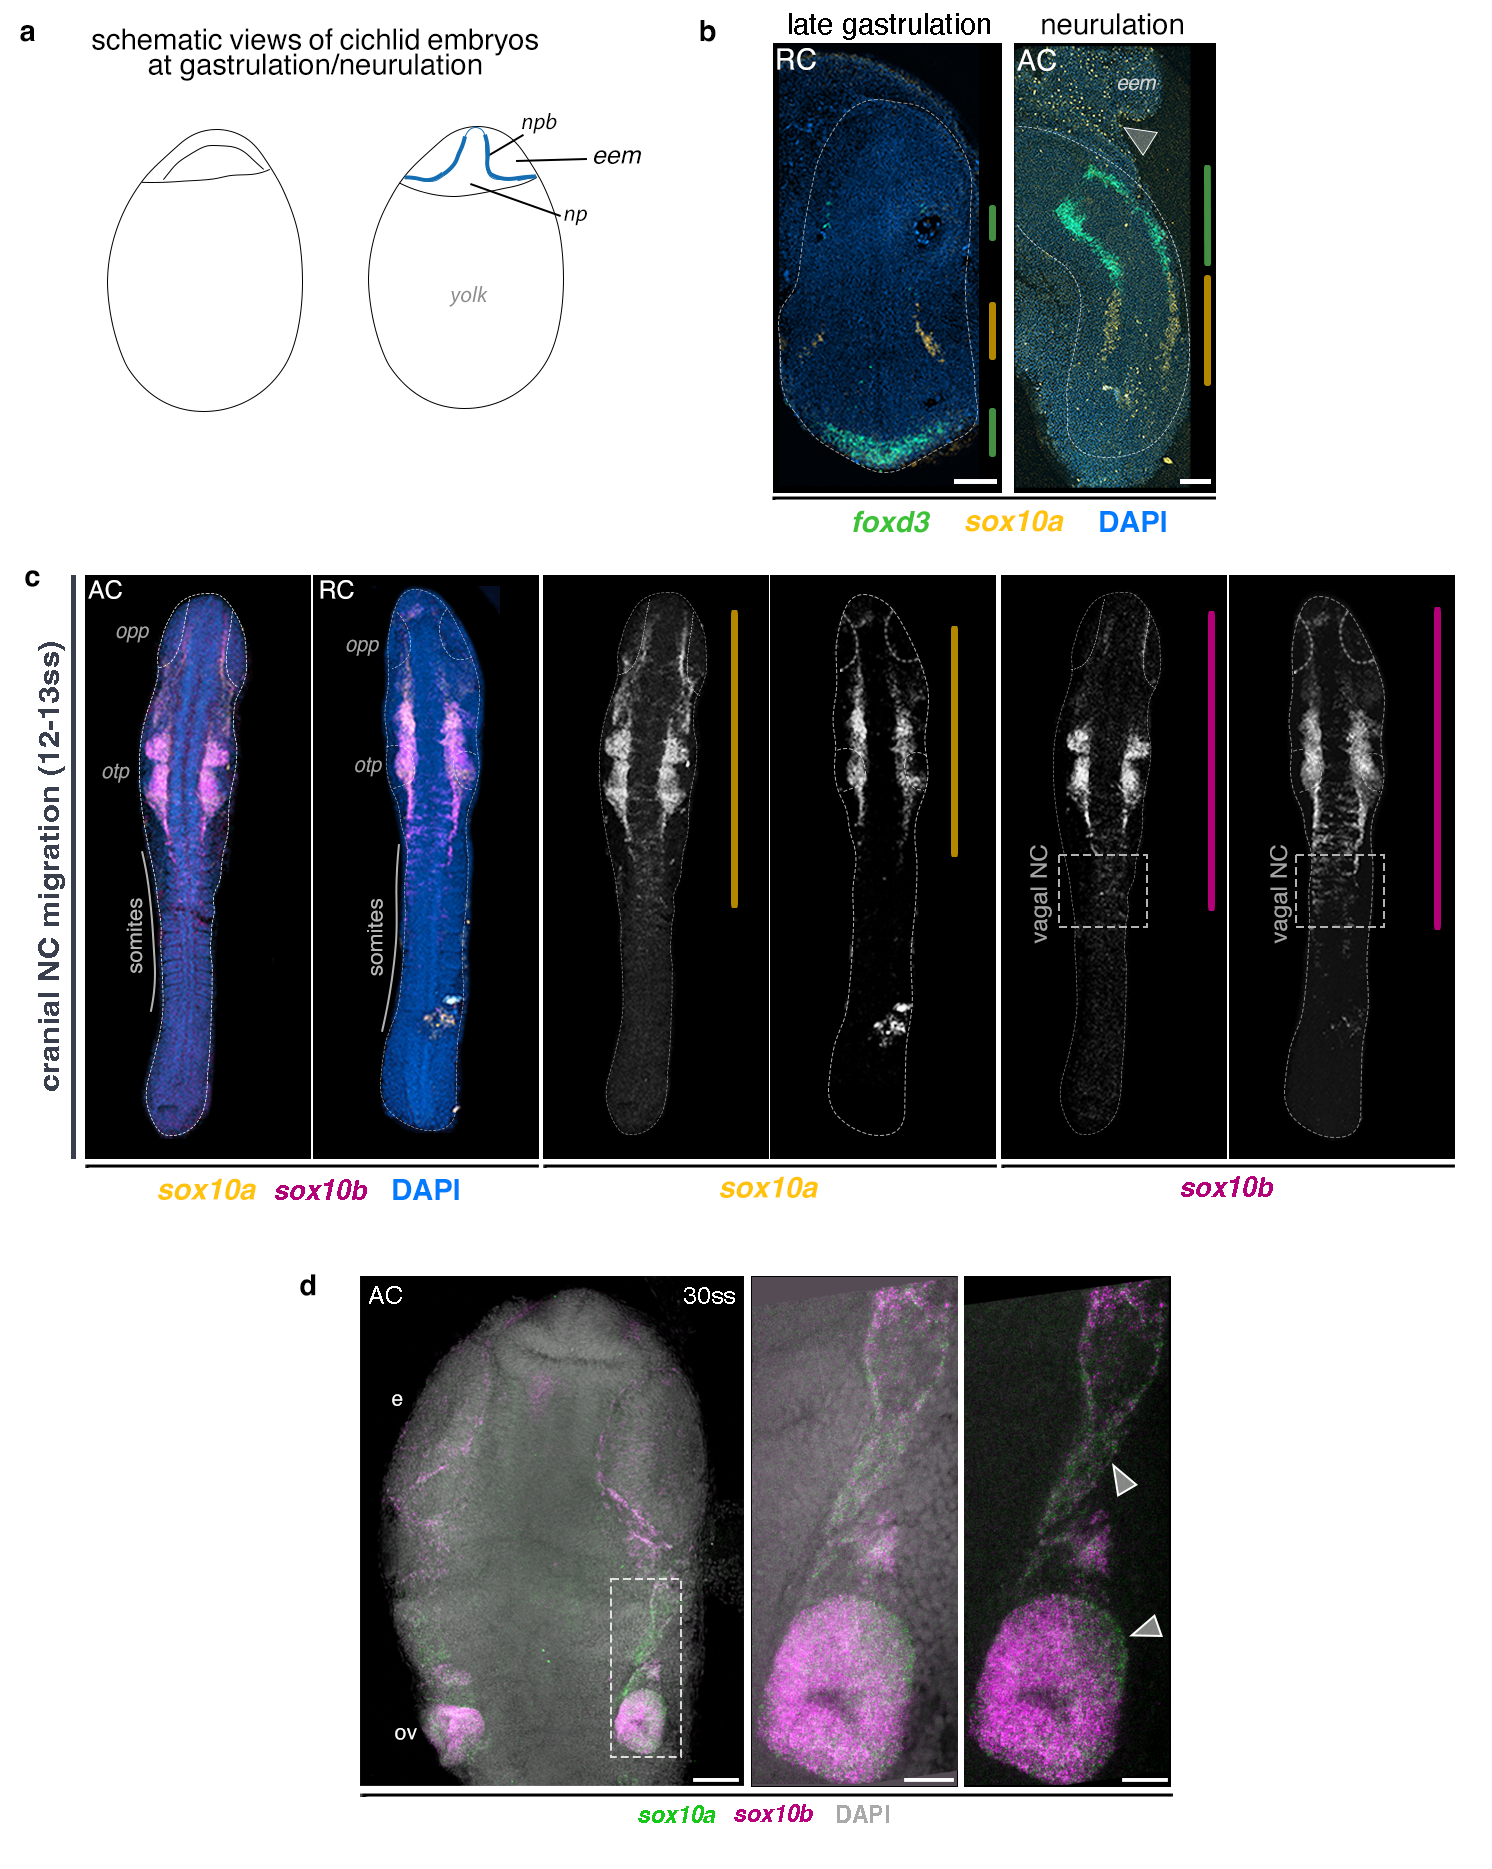

**Supplementary Figure S5. Temporal divergence between *sox10* paralogs and novel expression domain of *sox10a*. a-b)** In embryos undergoing gastrulation (a and b left) and neurulation (a and b right), *sox10a* expression was detected prior to *sox10* in domains distinct from *foxd3*, a marker of early neural crest cells. **c)** Migration of *sox10b+* vagal NC cells (axial level of somites 1-5) is ongoing in both species at 12ss, indicating synchronized progression of delamination and migration along the anterior-posterior axis. In contrast, cells expressing *sox10a* show variation between species. **d)** *sox10a* and *sox10b*, although largely co-expressed in neural crest cells during somitogenesis, were also detected in distinct nuclei in cranial neural crest, indicating paralog-specific cell populations (gray arrowheads). *sox10a* depicted in green to improve visual distinction of HCR signals. Note that, unlike zebrafish, epiboly in cichlids is not complete until late segmentation/early pharyngula stages (Marconi et al. 2023). AC - *Astatotilapia calliptera* ‘Mbaka’, eem - extra-embryonic membrane, np - neural plate, npb - neural plate border, RC - *Rhamphochromis* sp. ‘chilingali’, ss - somite stage. Scale bar = 100 μm, 50 μm in d left panel, and 25 μm in d central and left panel.

# Supplementary material for: Genetic and Developmental Divergence in the Neural Crest Program between Cichlid Fish Species
**Source:** Mol Biol Evol. 2024 Oct 16;41(11):msae217. doi: 10.1093/molbev/msae217
**Supplement:** msae217_Supplementary_Data

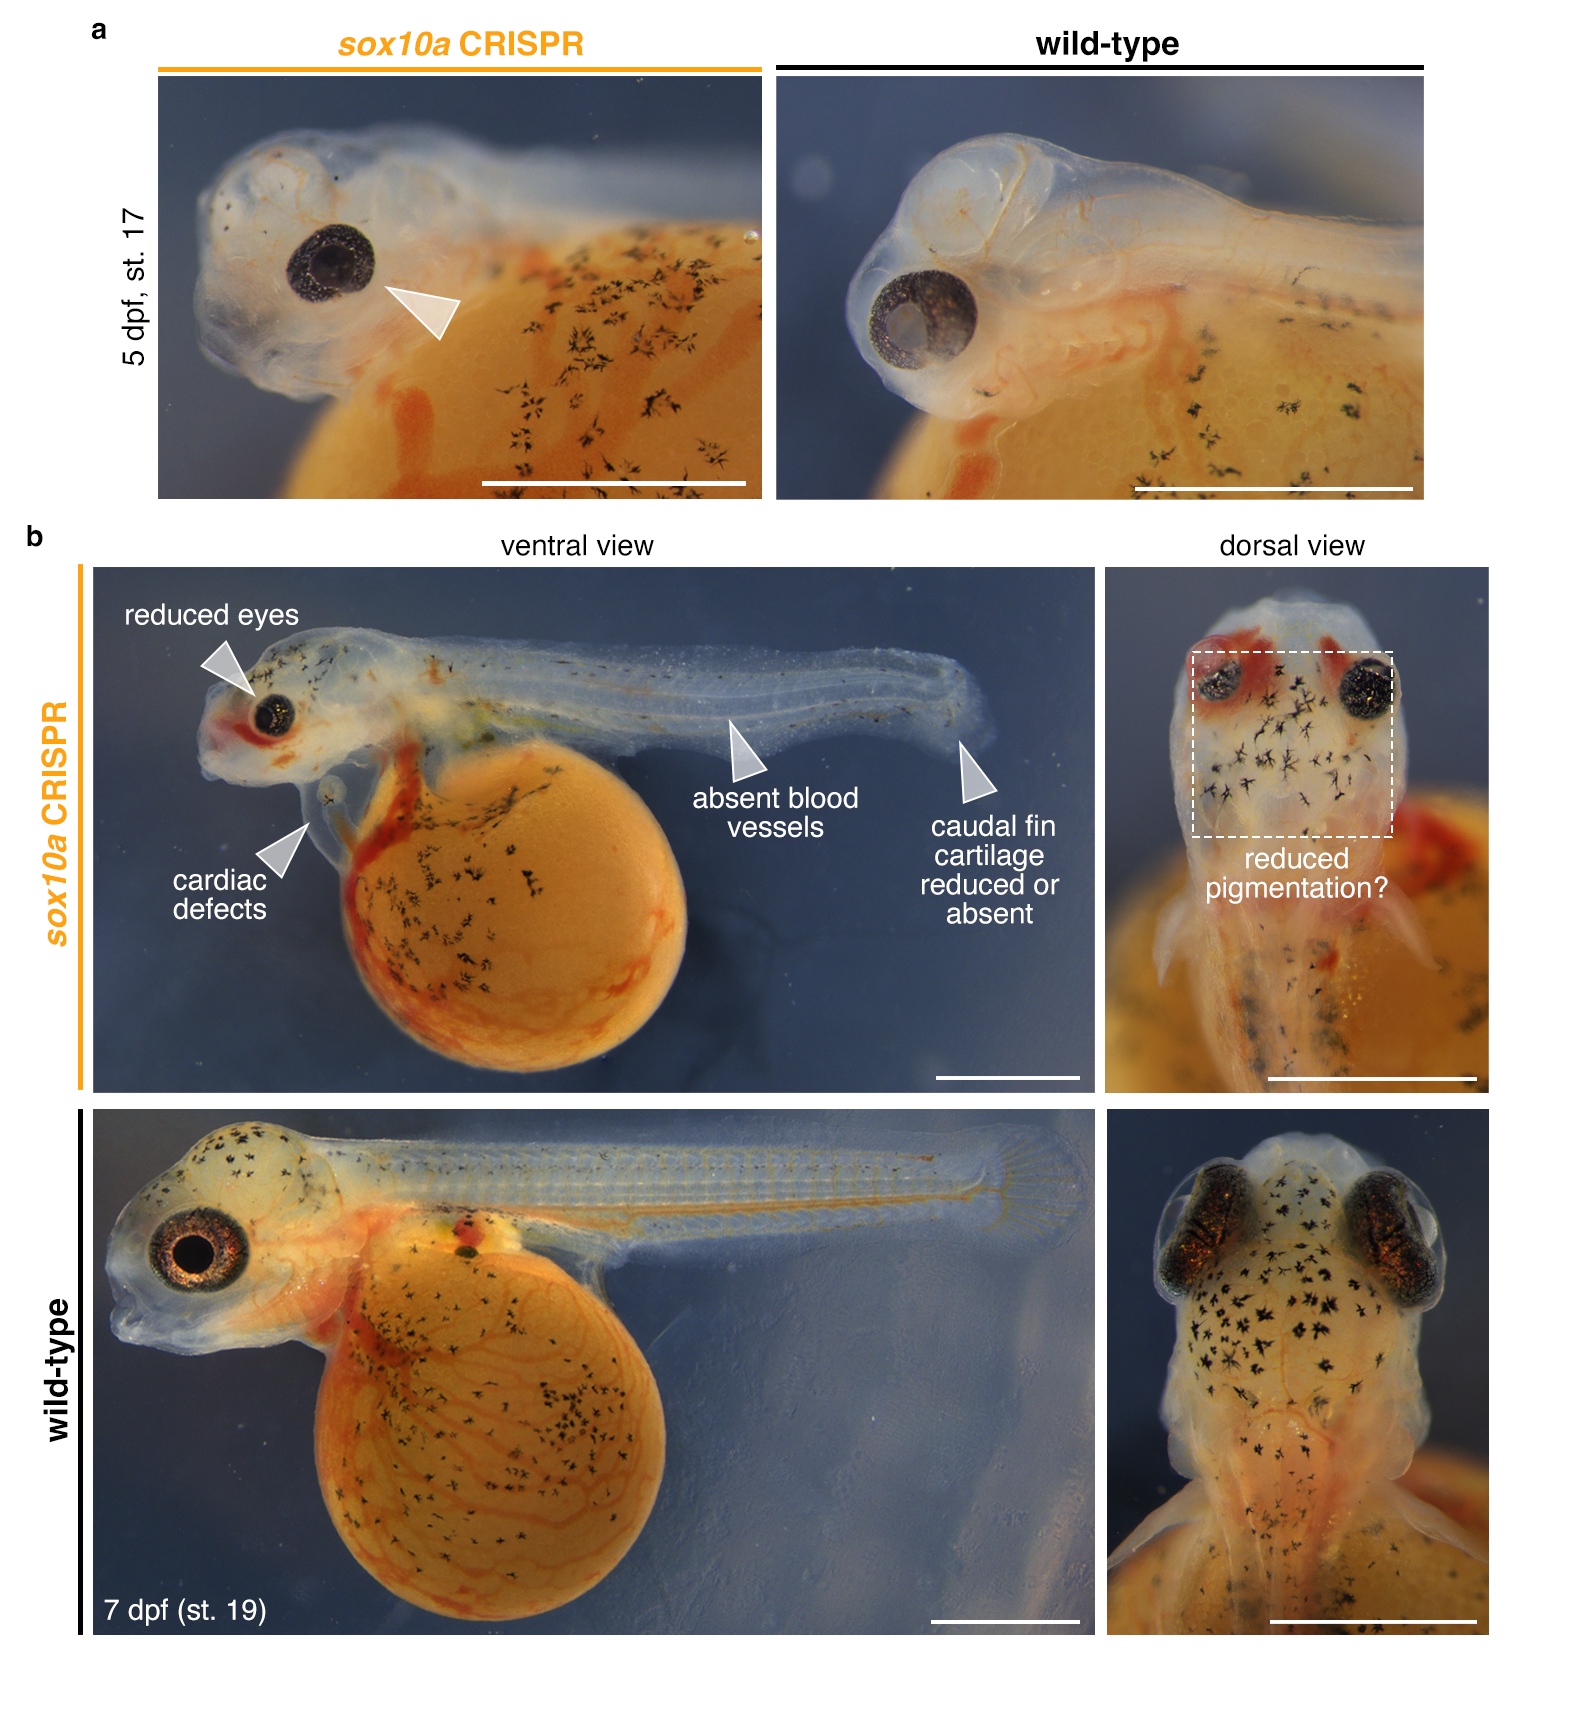

**Supplementary Figure S6. *sox10a* CRISPR embryos display multiple developmental defects. a)** Ocular defects, particularly reduced eye size (gray arrowhead), were observed in *sox10a* KO embryos by 5 dpf (st. 17). **b)** In addition to craniofacial cartilage and ocular malformations, embryos inspected at 7 dpf (st. 19) were also characterized by aberrations of cardiac and circulatory system as well as caudal fin cartilage development. The melanophore-based pigmentation of the dorsal cranium also appeared reduced compared to wild-type, however this could be explained by the reduced surface area of the pigmented region in mutants with severe craniofacial phenotypes. Dpf - days post-fertilization; st - stage. Scale bars = 1mm.

# Supplementary material for: Genetic and Developmental Divergence in the Neural Crest Program between Cichlid Fish Species
**Source:** Mol Biol Evol. 2024 Oct 16;41(11):msae217. doi: 10.1093/molbev/msae217
**Supplement:** msae217_Supplementary_Data

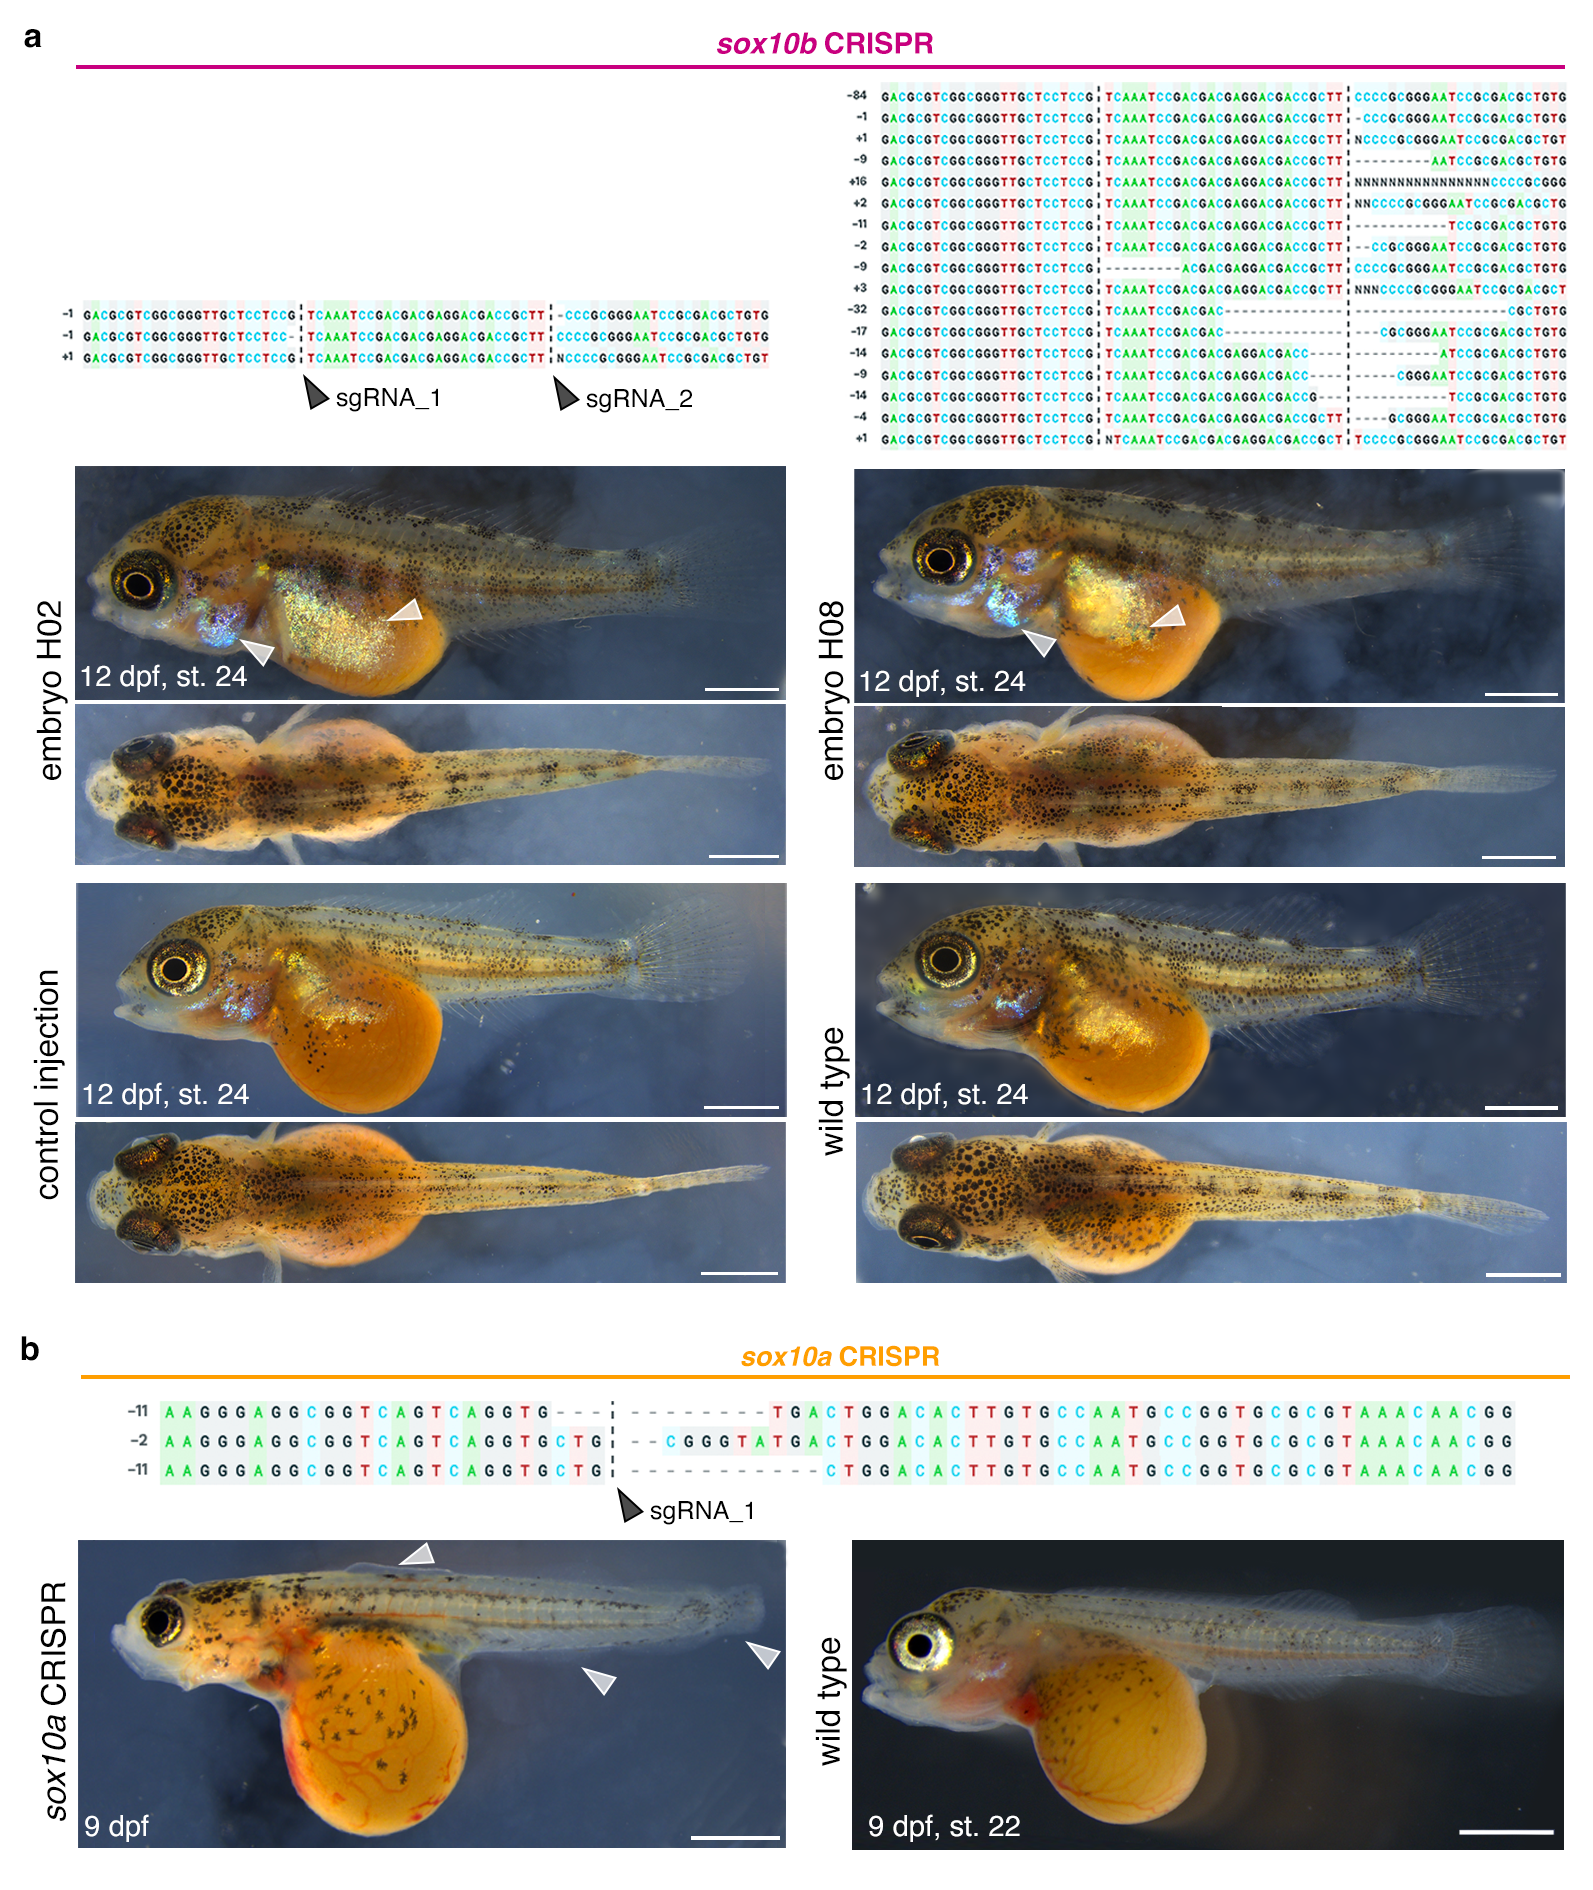

**Supplementary Figure S7.** **Examples of CRISPR/Cas9-induced mutant genotypes and associated phenotypes in *Astatotilapia calliptera* ‘Mbaka’.** Multiple sequence alignments of Sanger sequencing, showing deletions or insertions in exon 1 of *sox10b* (**a**) and *sox10a* (**b**), frequently resulting in frameshifts. **a)** *sox10b* CRISPR embryos at 12 dpf (st. 24, top row) have mild pigmentation abnormalities compared to control and wildtype clutch mates (bottom row), including increased iridophore coverage on the yolk and operculum (gray arrowheads). **b)** In addition to defects of the craniofacial cartilages **(Fig. 6),** surviving *sox10a* CRISPR fish have drastically reduced dorsal, anal and caudal fins (gray arrowheads), likely due to abnormal development of the cartilaginous fin rays.

# Supplementary material for: Genetic and Developmental Divergence in the Neural Crest Program between Cichlid Fish Species
**Source:** Mol Biol Evol. 2024 Oct 16;41(11):msae217. doi: 10.1093/molbev/msae217
**Supplement:** msae217_Supplementary_Data

**Supplementary Table 6.** Summary of *sox9* and *sox10* paralog mutant phenotypes reported in published literature.

|                                                                                                                          | <b><i>sox9a</i></b>                  | <b><i>sox9b</i></b>                                                                           | <b><i>sox10a</i></b>                                                         | <b><i>sox10b</i></b>                                                                               |
|--------------------------------------------------------------------------------------------------------------------------|--------------------------------------|-----------------------------------------------------------------------------------------------|------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------|
| Lake Malawi cichlids<br><i>Astatotilapia calliptera</i><br>and <i>Rhamphochromis</i><br>sp. 'chilingali' (this<br>study) | /                                    | /                                                                                             | Craniofacial<br>cartilage, cardiac,<br>ocular and<br>pigmentation<br>defects | Pigmentation<br>defects                                                                            |
| Nile tilapia<br>( <i>Oreochromis niloticus</i> )                                                                         | Cartilage defects <sup>1</sup>       | /                                                                                             | /                                                                            | /                                                                                                  |
| medaka ( <i>Oryzias latipes</i> )                                                                                        | /                                    | Pigmentation<br>defects <sup>2</sup>                                                          | Pigmentation<br>defects <sup>3</sup>                                         | Pigmentation<br>defects <sup>3</sup>                                                               |
| Zebrafish ( <i>Danio rerio</i> )                                                                                         | Cartilage defects <sup>4</sup>       | Cartilage<br>defects <sup>4</sup> ,<br>peripheral<br>neuron and<br>glial defects <sup>5</sup> | NA                                                                           | Pigmentation<br>defects <sup>6</sup> ,<br>peripheral<br>neuron and<br>glial defects <sup>7-9</sup> |
|                                                                                                                          | <b>SOX9</b>                          |                                                                                               | <b>SOX10</b>                                                                 |                                                                                                    |
| Mouse ( <i>Mus musculus</i> )                                                                                            | Skeletal malformations <sup>10</sup> |                                                                                               | Aberrations of cranial nerve and<br>ganglia morphology <sup>11</sup>         |                                                                                                    |

/ - mutant phenotype unknown

NA – gene absent

1 - Li et al. 2023 *Zoological Research*

2 - Tsunogai et al. 2021 *Development, Growth & Differentiation*

3 - Nagao et al. 2018 *PLoS Genetics*

4 - Yan et al. 2005 *Development*

5 - Carney et al. 2006 *Development*

6 - Kelsh 2000 *BioEssays*

7 - Kelsh and Eisen 2000 *Development*

8 - Elworthy et al. 2000 *Mechanisms of Development*

9 - Delfino-Machin et al. 2017 *PLoS ONE*

10 - Wagner et al. 1994 *Cell*

11 - Kuhlbrodt et al. 1998 *Journal of Neuroscience*

How the deposited data were processed for this re-analysis (not part of the article)

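RNA of single whole embryos of Astatotilapia calliptera (AC) and Rhamphochromis (RC) was sequenced at somite stages from 4ss to 30ss in both species and at 37ss in RC. The embryos of each species came from one egg clutch. In total 50 libraries were analysed here, 24 of AC and 26 of RC, with 3 embryos per species and stage except for 2 RC embryos at 4ss. The AC embryos that the paper gives as 26ss carry 27 somites in their labels.

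Per the paper's methods, the authors trimmed the reads with TrimGalore, mapped them to the A. calliptera genome with STAR, counted uniquely mapped reads per gene and normalized the counts with the median of ratios of DESeq2, and the signal values in the files are these normalized counts, as deposited by the authors. Transposable elements were counted by the authors with TEcount, with reads that map to several places. The step between the values of each library showed that 100% of the gene values above 0 were whole reads divided by one factor. Size factors computed again from the recovered reads differed from the deposited scaling by at most a relative 0.00314. Reads from both species were mapped to the AC genome, and this step is already in the files. The 17 columns that hold means of groups were not used.

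The table of genes held 28001 entries, more than the annotated genes of the assembly that the paper gives. The reason was not found, and all entries were treated as protein-coding genes. Of them 1239 were 0 in every library, and 23443 had at least 5 normalized counts in a library. The tables of lncRNAs and TEs held 1664 and 1609 entries. Between 17619762 and 27454591 reads per library were counted on genes, between 83125 and 149632 on lncRNAs and between 778268 and 1345144 on TEs. The largest share of reads taken by 1 gene in a library was 1.28%. Where no read was counted in a library, a limit of 3 reads was used. Limits of this kind cover counting error only.

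Values were analysed on the log2 scale with a pseudocount of 1 in limma 3.58.1 under R 4.3.3, with a trend of the variance on mean expression. Features needed at least 10 normalized counts in at least 2 embryos. One model held the 16 group means of the 47 embryos from 4ss to 30ss, without the embryos of 37ss as in the paper's methods, and the 8 stages were compared between RC and AC. Adjustment was by the Benjamini-Hochberg method within each comparison, and a feature was called at an adjusted p under 0.05 and an absolute log2 fold change above 0.585. A moderated F-test in the same model tested whether the species difference varied with stage. Comparisons at equal percentages of somitogenesis used all 50 embryos. Principal components were computed on centred and scaled normalized counts, and their correlations with somite count were tested with 100000 permutations. DEGs were grouped by complete linkage into 7 clusters. Genes near islands of selection were compared with all other genes tested by Fisher's exact test and with 10000 random lists matched on mean expression. The sox10 paralogs were compared within embryos by an exact sign-flip permutation test.

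The genes named in the text are those that the paper names for their expression in these embryos, and those with the largest mean fold change in each direction among genes called in the same direction at all 8 stages. This rule was set before the data were examined. Names follow the supplementary tables.

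The alternatives set before the data were examined were pseudocounts of 0.1 and 10, no filter on low values, a filter on the mean of a species, each stage fitted alone, a log2 fold change above 1 and no fold threshold, adjustment over all 8 comparisons, a replicate block, quantile normalization, DESeq2 1.42.0 and edgeR 4.0.16 on the recovered reads, and the omission of each replicate in turn. For principal components they were log2 values with and without scaling, at least 10 normalized counts in 2 embryos, also used for the Spearman correlations, and the omission of the embryos of 37ss. Average linkage was used for the clusters, and the total was also computed without the comparison at 26ss and with embryos matched by percentage of somitogenesis. Alternatives chosen after the values were seen were DESeq2 fitted on the embryos of 1 comparison, with and without the fold threshold, and principal components of all genes above 0. The groups of embryos were also redrawn within stages, in 100 groupings with the real one included.

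The model was tested on simulated counts of 20020 genes in which 200 genes were changed. A single dispersion for all genes and stages was chosen and not estimated from these embryos, and expression in AC did not change with stage. In the embryos, 9.93% (26ss) to 25.4% (4ss) of genes were called. Their group variances ran from 0.535 (RC at 30ss) to 1.88 (AC at 4ss) times the shared estimate. The simulated rates therefore do not give the share of false calls in the embryos or rank the fits there. limma recovered 91.6% of the changed genes, all in the right direction, and 7.27% of its calls were false. Fits of each stage alone recovered 91.1%, DESeq2 92.4% with 10.0% of calls false, and edgeR 91.2%. For genes changed at 15ss, the test of a difference between stages recovered 71% with 9 false calls. It made no calls when genes were changed alike at all stages.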

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

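The tests of genes abundant in RC alone, of the scaling of TEs, of the nearest stage and of on/off genes without the embryos most often off were chosen after the result was seen, and the other tests in this part before. The embryos of each species came from one clutch, so species and clutch cannot be separated in any of these results.

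A difference between the stages was found for 5193 of 21123 genes by the moderated F-test of limma, and 668 DEGs were called higher in RC at one stage and lower at another. The number of genes differing between stages was 2501 without RC replicate 3 and 3243 without RC replicate 2. Of 100 groupings of the embryos within stages, 2 gave as many, the real one included, and the highest of the others was 6883 genes. The groups were redrawn at each stage separately, so a gene with an equal species difference at all stages can vary with stage in such groupings. They therefore cannot decide whether the species difference varied with stage. For the total of DEGs 1 of 100 gave as many, the highest of the others being 8563. If RC embryos were earlier in developmental time at equal somite count, the species difference should run against the change in AC over time. Across genes, which are not independent replicates, this correlation was negative at all 6 inner stages, from -0.24 to -0.04 with a median of -0.137. It did not reach the -0.3 set beforehand for a time shift as the main cause, nor was it of mixed sign. The fewest DEGs lay against an AC stage with fewer somites for 5 of 8 RC stages, with the same number for 2 and with more for 1. Between 1875 and 5193 DEGs were left at these nearest stages. A shift in developmental time may therefore be part of the differences, and it does not account for all of them.

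Among the genes that the paper names, the species difference varied with stage for sox10b (adjusted p = 3.3e-10), kcnk18 (adjusted p = 0.0118), dicer1 (adjusted p = 0.0161), arl6ip1 (adjusted p = 0.0425), tfap2c (adjusted p = 0.0107) and foxd3 (adjusted p = 0.0146), all by the moderated F-test of limma. No reads of sox10b were counted in AC at 4ss. With the main settings of limma sox10b was called at no later stage, though DESeq2, edgeR and some other limma settings called it at 15ss. Group means of kcnk18 stayed under 40 normalized counts. No technical explanation was tested for these genes one by one, and the biological explanation that the design names, a difference between the species in developmental time, was tested on all genes only.

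The paper reports components and correlations of lncRNAs and TEs, and calls between the species were added here. Of 1087 lncRNAs tested, 779 were called in at least 1 comparison, 413 of them only higher in RC and 352 only lower, and the species difference varied with stage for 54. Of 1503 TEs tested, 530 were called, 355 only higher and 166 only lower, and the difference varied with stage for 35. For lncRNAs and for TEs, 1 of 100 groupings gave as many calls, the real one included. Quantile normalization moved the median log2 fold change of all lncRNAs by -0.31 at 4ss, and that of all TEs by between -0.18 and -0.07 over the stages. With it, 52.0% of 562 called TEs were higher in RC, against 69.1% of 530 with the scaling of the authors, and 460 were called under both. These shares take the sign of the mean over the stages. Stage by stage, between 54.7% and 63.3% of the TEs called with quantile normalization were higher in RC, against 68.3% to 79.3% with the scaling of the authors. The 95% confidence interval (exact binomial test) lay above 50% at 6 of 8 stages, all but 10 and 15ss, though TE families are not independent replicates. Whether the scaling accounts for part of the excess of TEs higher in RC cannot be told from this. Quantile normalization gives all embryos the same distribution, so it would also lower a real rise of most TEs in RC. The shares at single stages argue against the scaling as the whole cause. The calls shared by both scalings do not rest on it. Of the lncRNAs called at a stage, 51.1% (18ss) to 52.6% (22ss) were higher in RC with quantile normalization. With the scaling of the authors, 52.4% (18ss) to 61.9% (4ss) were. A real rise of most lncRNAs in RC would be lowered by quantile normalization in the same way. Reads of RC lost on the AC genome cannot add reads in RC. A loss over many genes could still raise other normalized values in RC through the size factors. Such a loss therefore stays open in part for the lncRNAs and TEs higher in RC, and it stays open for those that were lower.

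Of 12432 genes with at least 50 reads in every embryo of a species, 7 had at most 3 reads in every RC embryo while abundant in AC, and 5 had at most 3 reads in every AC embryo while abundant in RC. The loss of RC reads on the AC genome forbids genes abundant in RC alone, so the 5 genes of that kind have another source. Genes abundant in AC alone were 58.3% of all 12 (95% confidence interval 27.7% to 84.8%, exact binomial test, p = 0.774), and for these 7 a loss of reads and a difference between the species cannot be told apart, since so few genes do not set the directions apart.

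In 13 genes, 8 in AC and 5 in RC, some embryos of a clutch had high counts and others almost none. The embryos without counts formed 12 different sets. On and off embryos occurred within at least 3 stages for 100% of these genes, so developmental stage does not account for them. A library that was mixed up or failed should be off in most of these genes. The highest share was 80% of the 5 genes, in 2 RC embryos, and 75% of the 8 genes in 4 AC embryos, which exceeds the share set beforehand. After leaving out every embryo that was off in over 50% of these genes, 6 of AC and 9 of RC, all 13 genes still had on and off embryos within a stage, and each was off in 2 to 10 of the embryos left. The library with the fewest reads had 17619762 on genes and that with the fewest genes detected had 19108. Libraries that failed or were exchanged thus do not account for these genes. What separates the siblings was not tested. In the other species, 4 of the genes were on in all embryos and 3 were off in all.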

How the results depend on the processing

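Each main result was computed under a part of the alternatives listed in the processing summary, and for the results other than stage-matched DEGs and the neural crest list these were few. Together they gave 391 values. Of these, 327 stayed on the same side of the threshold or within the limits for an unchanged value, and 64 changed. The cause was not tested for any of the changes below.

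With each stage fitted alone, DEGs numbered 1096 at 4ss, 1119 at 10ss, 2941 at 15ss and 2460 at 18ss, while those from 20 to 30ss rose to between 2477 and 3142, and the neural crest list had 3 called genes at 4ss, 0 at 10ss (5 at an unadjusted p under 0.05), 8 at 18ss and 4 at 22ss. With a log2 fold change above 1, DEGs numbered 3255 at 15ss and 2776 at 18ss, and without a fold threshold 6655 at 18ss. Under quantile normalization, 38.0% of DEGs had one sign at all 8 stages, and the list had 12 called genes at 4ss and 7 at 30ss. With DESeq2 on the recovered reads the list had 2 called genes at 10ss. At 20ss the list had 3 called genes with no filter on low values and 3 with a pseudocount of 0.1. With log2 values, species accounted for 99.67% of the first component of lncRNAs without scaling and 99.71% with scaling, and stage for 96.1% of that of genes without scaling. Without the embryos of 37ss the last share was 93.9%. The median Spearman correlation between the species for lncRNAs was 0.498 with at least 10 normalized counts in 2 embryos.

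After the values were seen, DESeq2 was fitted on the embryos of each stage alone. It gave 2923 DEGs at 4ss, and 9, 5 and 7 called list genes at 20, 22 and 30ss. Without the fold threshold it gave 3 at 10ss, 23 at 20ss, 12 at 22ss, 16 at 26ss and 11 at 30ss.

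Replicate numbers are shared by the species, but residuals of same-numbered embryos correlated over 0.1 in 4 of 23 pairs (median 0.005), so the numbers do not pair the embryos across all stages. These 4 pairs were both of 4ss (0.107 and 0.102) and replicates 1 and 2 of 10ss (0.366 and 0.367), so a structure shared by same-numbered embryos at these stages stays open. With a replicate block, the list had 4 called genes at 10ss and 8 values of single genes passed the threshold.

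Across the fits that each left out one replicate of a species, DEGs ranged from 3222 (without RC replicate 3) to 4889 at 15ss and from 2702 (without RC replicate 1; 2739 without AC replicate 2) to 4663 at 18ss, the share of one sign from 32.4% to 37.4%, and genes whose species difference varied with stage from 2501 (without RC replicate 3; 3243 without RC replicate 2) to 4970. Called genes of the neural crest list ranged from 0 (without AC replicate 3, 11 at an unadjusted p under 0.05) to 7 (without RC replicate 1) at 10ss, with 5 without AC replicate 2 and 3 without RC replicate 3. They ranged from 12 (without AC replicate 1) to 21 at 15ss, from 6 (without AC replicate 2 or RC replicate 1) to 14 at 18ss, from 1 (without RC replicate 1 or 2) to 5 at 20ss, from 0 (without AC replicate 2 or RC replicate 3, with 7 and 6 at an unadjusted p under 0.05) to 2 at 22ss, and from 1 (without AC replicate 2 or 3 or RC replicate 2 or 3) to 4 at 26ss. With a replicate number left out in both species, the leading share of the first component ranged from 94.1% to 95.8% for genes, from 98.6% to 99.2% for lncRNAs and from 91.8% to 95.1% for TEs. RC at 4ss was left with 1 embryo when one was left out, so no calls were made there.

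For fold changes of single genes and values of Table S11, 656 values kept their side of the threshold, 65 were weaker, 56 stronger and 6 moved. One changed sign: for ENSACLG00000019297 at 10ss, where every RC embryo had at most 3 reads and AC replicate 1 alone of the AC embryos had more, the fitted value was 0.68 without AC replicate 1, against -0.998 with all embryos and -1.83 without AC replicate 2. These fitted values depend on the pseudocount and give no size of a difference, and none of them was called. With 2 or 3 embryos per group, and no reads in some groups, fold changes of genes with few reads are limited to bounds.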

Differences from the paper's values

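In Fig. 4c, read by eye, the paper colors about 2 neural crest genes at 10ss, about 21 at 20ss, about 10 at 22ss, about 13 at 26ss and about 11 at 30ss. By limma 1, 5, 2, 4 and 4 genes of the list were called. At 10ss, DESeq2 on the recovered reads called 2 genes, and the fit without RC replicate 3 called 3, which also lies within 1.5 times the paper's number. Of the other alternatives set before the data were examined, the replicate block (4 genes) and the fits without AC replicate 2 (5) and without RC replicate 1 (7) lay above that range at 10ss and the rest below it, and none reached the paper's numbers at 20, 22, 26 or 30ss. DESeq2 fitted on the embryos of each stage alone and without a fold threshold, which was chosen after seeing the values, called 3, 23, 12, 16 and 11 genes. All 109 colored cells had the same sign here, 57 were called, and in that DESeq2 fit all 109 had an adjusted p under 0.05, of which 73 passed the fold threshold.

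The total of DEGs, the paper's 12611, was 11464 here, 12565 with no filter on low values and 12762 with DESeq2 on each stage alone and no fold threshold, the last chosen after seeing the values. The first components of protein-coding genes, in the paper 24.73% and 12.95%, held 27.8% and 14.1% of the variance here. With all genes above 0 in a library, a setting chosen after seeing the values, they held 24.7% and 12.9%.

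The paper states that sox10b differed between the species earlier than sox10a. Here both were called at 4ss, where sox10a had a log2 fold change of 1.92, and fits of 4ss alone with limma or DESeq2, the latter chosen after seeing the values, did not call sox10a. Fig. 3c shows bars that were not called here, for sox10a at 18, 20, 22, 26 and 30ss and for sox10b at 15 and 20ss. DESeq2 and edgeR on the recovered reads, fits of each stage alone, quantile normalization and the fit without AC replicate 1 called sox10a at 18ss (0.93 in the last) and 20ss (0.89 in the last), and the replicate block did so too. DESeq2, edgeR, a filter on the mean of a species, a pseudocount of 10, the replicate block and the fit of 15ss alone called sox10b at 15ss. In the DESeq2 fit of each stage alone, chosen after seeing the values, the adjusted p was 0.0194, 0.00638 and 0.0161 for sox10a at 22, 26 and 30ss and 0.00329 for sox10b at 20ss, with fold changes under the threshold. Fig. 3b marks a difference between the paralogs at 10ss in each species, for which the exact test used here cannot give a p under 0.25.

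None of the 217 fold changes of Table S11 differed from the value here by the rule used. For 8 of them, where every embryo of a group had at most 3 reads, a lower bound was compared. This treatment was set after the fitted values had been compared, and 6 of the fitted values lay further than their standard error from the paper's. With DESeq2 fitted on the embryos of each pair, chosen after seeing the values, 215 of 215 values lay within 0.05 of the paper's.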

Other observations

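The tests of 4ss, of the 10ss embryos, of the nearest stage and of the expression level of island genes were chosen after the result was seen, and the others in this part before.

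With the 6 embryos of a stage split in the 10 possible ways, 1 split, the real one, gave as many DEGs as between the species at 10, 15, 18, 20, 22, 26 and 30ss, and 10 splits cannot bring the share under 0.1. The highest number in another split was 1840 at 10ss and 23 at the other stages. At 10ss this was AC replicates 1 and 3 with RC replicate 1 against AC replicate 2 with RC replicates 2 and 3, which parts replicate 1 of both species from replicate 2 of both. If these embryos differed in developmental progress, the difference between the sets should follow the change in AC from 4ss to 15ss. The correlation across genes was -0.0778, under the 0.3 in size set for it. The RC embryos farthest apart along this change, replicates 2 and 3 (correlations of their deviations of -0.24 and 0.18), lay in the same set. Both argue against developmental progress as the main cause of this split, while a small part of it stays open. Something shared by same-numbered embryos of 10ss stays open, and what separates these embryos was not found. Over 100 groupings within stages, 1 gave as many called neural crest list genes (69 summed over stages, the highest of the others 42), as many genes called and of one sign at all 8 stages (4085, against 57), as many island genes called (79, against 57) and as many genes called at equal percentages of somitogenesis (7744, against 6445), the real grouping being that 1 in each. The neural crest list was chosen by calls under the real grouping, so its count is no test. The island count can rise with the total of DEGs (11464, against 8563), so it does not test an excess near islands.

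DEGs were most numerous at 4ss with 5370, but 1096 were called with the embryos of 4ss fitted alone, fewer than at any other stage in such fits. The variance of AC embryos at 4ss was 1.88 times the shared estimate. In the model of all stages, quantile normalization gave 3890 DEGs at 4ss, against 4986 at 15ss and 4482 at 18ss, and the fit without AC replicate 3 gave 4582 at 4ss, against 4781 at 15ss. The high number at 4ss may thus come from a spread between these embryos that the shared estimate understates, and the scaling and this single embryo stay open as parts of it. DESeq2 on 4ss alone, added after the values were seen, gave 2923, fewer than at 15, 18, 20, 22, 26 and 30ss and more than at 10ss.

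The share of DEGs among genes near islands of selection was above that of lists matched on mean expression (two-sided permutation test over 10000 lists, p = 0.00040), which argues against expression level as its cause. A loss of RC reads in diverged regions should make island DEGs lower in RC more often than other DEGs. The odds ratio was 1.20 (95% confidence interval 0.752 to 1.93), so such a loss cannot be told apart from a difference in expression, since the interval holds both no excess and a clear one.

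The median absolute log2 fold change of the neural crest list at 10ss was 0.548 times that at 15ss, and 7 list genes had an absolute log2 fold change above 0.585 at 10ss, against 24 at 4ss and 26 at 15ss. The spread of these genes between embryos was 0.40 at 4ss, where 19 list genes were called, 0.39 at 10ss, where 1 was, and 0.27 at 15ss. Over all genes the variance at 10ss was 1.44 times the shared estimate in AC and 1.64 times in RC. A larger spread at 10ss and a smaller difference between the species cannot be told apart as the reason for the 1 call, since the study chose the list by calls on these embryos, where a spread at 10ss would also have kept genes of that stage off the list. The number called at 10ss ranged from 0 (without AC replicate 3, 11 at an unadjusted p under 0.05) to 7 (without RC replicate 1), with 5 without AC replicate 2 and 3 without RC replicate 3.

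The nearest AC stage by number of DEGs was 10ss for RC at 4ss (5193 DEGs, against 5441 at equal somite count), 10ss for 15ss (3851 against 4986), 15ss for 18ss (3003 against 4476), 20ss for 22ss (2080 against 2333), 22ss for 26ss (2074 against 2150) and 26ss for 30ss (1875 against 2219). At 10 and 20ss it was the stage of equal somite count. That 5 of 8 RC stages were nearest to an AC stage with fewer somites is in line with RC earlier in developmental time than AC at the same somite count, though several of the differences are small and the numbers also depend on the spread within each group.

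Among genes called in the same direction at all 8 stages, ENSACLG00000005623 had a mean of 0.459 normalized counts in AC and 608.7 in RC, ENSACLG00000014080 0.223 and 503, and ENSACLG00000001851 1.32 and 692. In the other direction, ENSACLG00000013743 had 1059 in AC and 0.0796 in RC, ENSACLG00000006814 698 and 0.0363, and ENSACLG00000011337 626 and 0.514. The lowest AC embryo had 0 for ENSACLG00000013743, 591 for ENSACLG00000006814 and 253 for ENSACLG00000011337. The lncRNA LOC113027238 had 0.143 in AC and 892 in RC, and LOC113027603 had 1000.3 and 0.036. The TE family rnd-1_family-792 had a mean log2 fold change of 4.26 (6.03 normalized counts in AC and 136 in RC), and the LTR family rnd-6_family-5459 one of -3.97 (689 and 41.7). Of the other lists of Table S3, 47 of 56 pigmentation genes and 99 of 105 cartilage genes were called in at least 1 comparison.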
